# HIRA and dPCIF1 coordinately establish totipotent chromatin and control orderly ZGA in *Drosophila* embryos

**DOI:** 10.1073/pnas.2410261121

**Published:** 2024-11-14

**Authors:** Guoqiang Zhang, Yaqi Miao, Yuan Song, Liangliang Wang, Yawei Li, Yuanxiang Zhu, Wenxin Zhang, Qinmiao Sun, Dahua Chen

**Keywords:** early embryo, pioneer factor, zygotic genome activation, *Drosophila*

## Abstract

Early embryos undergo profound changes in their genomic architecture to establish the totipotent state, enabling pioneer factors to access chromatin and drive zygotic genome activation (ZGA). However, the mechanisms by which the totipotent state is established and properly interpreted by pioneer factors to allow orderly ZGA remain unknown. Here, we identify the H3.3-specific chaperone HIRA as a factor involving establishing totipotent-state chromatin in *Drosophila* early embryos. Through cophase separation with HIRA, the pioneer factor GAGA factor (GAF) efficiently binds to H3.3-marked nucleosomes to activate major-wave zygotic genes. Importantly, dPCIF1, a chromatin-associated protein, antagonized the GAF–HIRA interaction by competitively binding to HIRA, thereby restricting GAF on earlier chromatin and avoiding premature ZGA. Hence, the coordinated action of HIRA and dPCIF1 ensures sequential ZGA from the minor to major wave in early embryos. This study provides insights into understanding how a totipotent state is established and properly controlled during ZGA.

## Significance

In animals, establishing a totipotent chromatin state is essential for early embryogenesis. However, the mechanisms by which the totipotent chromatin is de novo established, enabling pioneer factors to precisely bind to target nucleosomal DNA, remain elusive. Here, we report that *Drosophila* HIRA plays a role in establishing totipotent chromatin in early embryos. H3.3-containing nucleosomes generated by HIRA act as markers allowing the pioneer factor GAGA factor (GAF) to access chromatin, thereby activating widespread zygotic transcription. Additionally, dPCIF1 functions as a surveillance factor to prevent premature zygotic genome activation (ZGA) by antagonizing GAF activity in the early embryo. Our study reveals a paradigm to understand how a totipotent state is properly established and regulated, ensuring orderly ZGA in early embryos.

In animals, early embryo development is initially supported by maternal factors (e.g., proteins and RNAs) until the zygotic genome is activated in a process called zygotic genome activation (ZGA) (1, 2). As maternal factors degrade, the zygotic genome begins controlling gene expression, a transition known as the maternal-to-zygotic transition (3). Although the zygotic genome is transcriptionally silent during the very early developmental period, the embryo undergoes profound changes in its genomic architecture, thereby reprogramming the chromatin from a germ cell to a totipotent state (4, 5). This enables pioneer factors, specialized maternal transcription factors, to bind to DNA within nucleosomes, promoting early zygotic gene expression and creating accessible chromatin by reorganizing and remodeling chromatin (3, 6–8). This enables the recruitment of downstream transcription factors to access the target DNA and activate the gene expression necessary for embryonic development. Despite this, questions remain about how the totipotent chromatin state is established and maintained for pioneer factors to function effectively.

In *Drosophila*, early embryogenesis is characterized by 13 rounds of rapid and synchronous nuclear divisions (NCs). Zygotic transcription is initiated at approximately NC8 and gradually activates until NC13, and the zygotic genome becomes widely activated at the final division, NC14 (3). While Zelda acts as a critical pioneer factor in accessing the early embryonic genome by binding to TAGteam sites for the earliest wave of ZGA (9–12), GAGA factor (GAF), encoded by the *Trithorax-like* (*Trl*) gene, as another pioneer factor via binding to GA dinucleotides activates widespread zygotic transcription and remodel the chromatin accessibility landscape (13, 14). The sequential and coordinated actions of Zelda and GAF are important to control orderly ZGA. However, little is known about how this orderly ZGA program is established and maintained. Notably, enrichment of GA dinucleotides in the embryonic genome remains accessible even in the absence of maternal Zelda (9, 15). This suggests that GAF accesses chromatin and activates major-wave ZGA, at least in part through a Zelda-independent mechanism (13). However, GAF is highly expressed in the early embryo, but it performs its major function at a later stage, suggesting an uncharacterized surveillance system restricting GAF to prematurely access early chromatin.

HIRA is an evolutionarily conserved histone chaperone that specifically deposits the histone H3.3 variant (H3.3) into nucleosomes in a replication-independent manner (16, 17). Genetic studies have revealed that depletion of H3.3 or HIRA causes developmental defects in many species (18–24). In *Drosophila*, HIRA plays a role in the formation of the diploid zygote (25); moreover, in early embryo, the incorporation of H3.3 on chromatin increases with each cycle of nuclear division, particularly doubling between NC10 and NC13, indicating a potential role of H3.3 in ZGA (26). However, whether and how this histone variant and its chaperone HIRA contribute to ZGA remains unclear. In this study, we focused on chromatin-associated protein dPCIF1 and unexpectedly found that dPCIF1 directly interacts with HIRA to antagonize premature activation of zygotic genes induced by the pioneer factor GAF. Mechanistically, HIRA assembles sequence-specific H3.3-containing nucleosomes and enables GAF to access chromatin by binding to HIRA, and subsequently activating major-wave ZGA at a later stage when dPCIF1 is expressed at a low level. At the earlier stage, when levels of dPCIF1 are high, dPCIF1 competitively binds to HIRA to antagonize the GAF–HIRA function, allowing orderly ZGA. Our data provide mechanistic insights into understanding ZGA regulation.

## Results

### dPCIF1 Acts as a Chromatin-Associated Factor to Regulate *Drosophila* Embryogenesis.

We characterized the function of *CG11399* (referred to here as *dPCIF1*) because its homologue PCIF1 catalyzes the formation of cap-specific m6Am in mammalian mRNA (27, 28). Consistent with previous findings (27, 29), mass spectroscopic analysis revealed no signal of m6Am modification in the whole body and multiple tissues of flies (*SI Appendix*, Fig. S1*A*). We examined the dPCIF1 pattern at various embryonic stages and found high expression of dPCIF1 at the early (0.5 to 1.5 h) embryonic stage, and then its expression level was dramatically reduced at late stages (2 to 3 h) (Fig. 1*A*), raising a possibility that dPCIF1 might be involved in regulating *Drosophila* embryogenesis. We employed the CRISPR/Cas9 method to generate two null mutant alleles for the dPCIF1 protein (*SI Appendix*, Fig. S1 *B* and *C*). Using these two mutant alleles and the dPCIF1 deficiency line, we generated *dPCIF1* maternal mutant embryos and performed hatching rate analysis. As shown in Fig. 1*B*, loss of maternal dPCIF1 protein consistently caused a significant embryonic lethal phenotype. Next, we sought to understand the molecular mechanism underlying the action of dPCIF1 in early embryos. To this end, we generated a GFP-tagged dPCIF1 knock-in allele, *dPCIF1*^GFP-KI^, using the CRISPR/Cas9 technique (*SI Appendix*, Fig. S1*D*). Genetic and western blot assays revealed that flies carrying homozygous *dPCIF1*^GFP-KI^ displayed normal germline and embryonic development, as indicated by immunostaining and embryo hatching rate analysis (*SI Appendix*, Fig. S1 *E* and *F*), and GFP knock-in did not change the level of endogenous dPCIF1 in knock-in flies (*SI Appendix*, Fig. S1*G*). Considering the high affinity of the anti-GFP antibody against GFP, we carried out coimmunoprecipitation (co-IP) assays followed by mass spectroscopic analysis using *dPCIF1*^GFP-KI^ early embryos (0.5 to 1.5 h) (*SI Appendix*, Fig. S1*H*). In this assay, we identified a large number of dPCIF1-interacting proteins. As shown in *SI Appendix*, Fig. S1*I*, consistent with previous findings (30), Pol II subunits were abundant in dPCIF1 immuno-precipitants. Moreover, we found that histone proteins, such as H2A/H2Av, H2B, H3/H3.3, and H4, were associated with dPCIF1. Chromatin fractionation assays (Fig. 1*C*) showed a significant proportion of dPCIF1 in the chromatin fraction, although it was also detected in the cytoplasm at the early (0.5 to 1.5 h) stage (Fig. 1*D*). These findings together suggest that dPCIF1 is a chromatin-associated protein. To ask whether the chromatin-associated dPCIF1 regulates early embryonic development, we sought to remove dPCIF1 from the chromatin by performing a JabbaTrap assay using the *dPCIF1*^GFP-KI^ strain. The JabbaTrap system traps GFP-tagged nuclear/chromatin-localized proteins in lipid droplets in the cytoplasm, thereby inactivating their nuclear/chromatin function in embryos (31) (Fig. 1*E*). As shown in Fig. 1*F*, nuclear/chromatin localization of GFP-tagged dPCIF1 was blocked when the JabbaTrap system was introduced into homozygous *dPCIF1*^GFP-KI^ embryos. Moreover, the hatching rate assays revealed that Jabba trapping of dPCIF1 led to a significant embryonic lethal phenotype (Fig. 1*G*). Collectively, our results support that dPCIF1 functions as a chromatin-associated factor to regulate embryonic development.

**Fig. 1.**
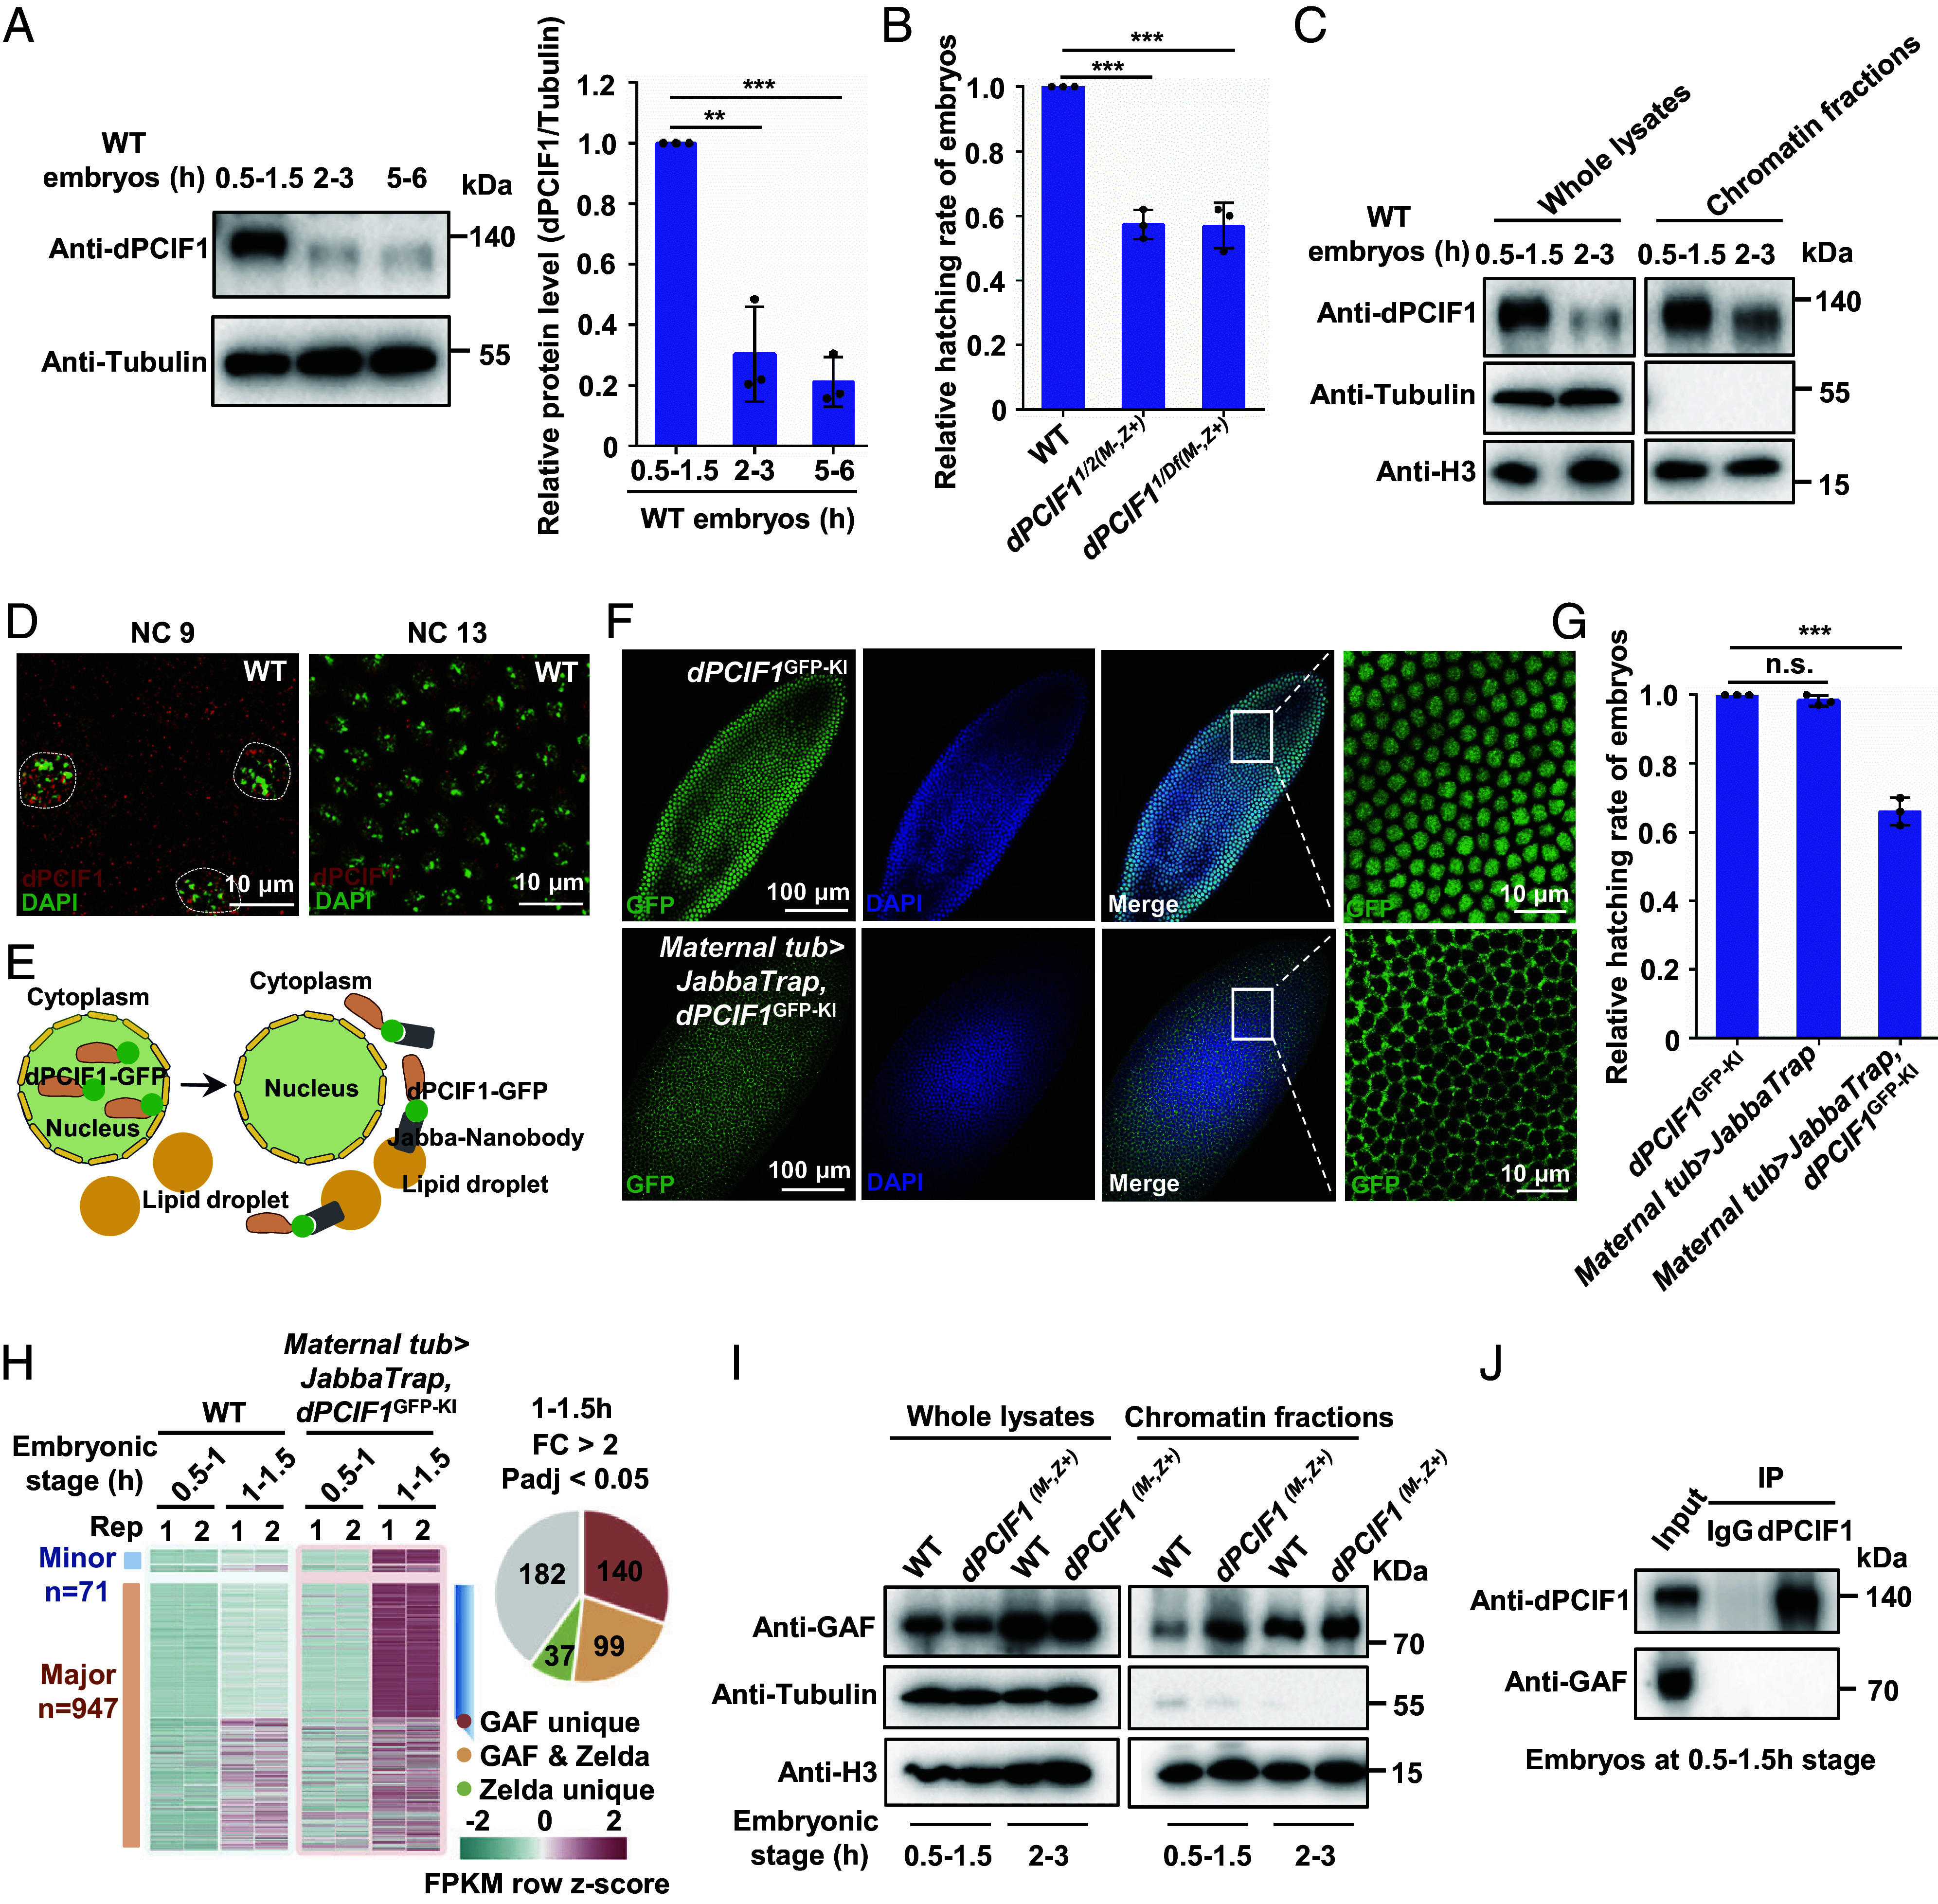
dPCIF1 acts as a chromatin-associated factor that regulates *Drosophila* embryogenesis. (*A*) Western blot showing the dynamic expression of dPCIF1 in wild-type embryos at three different stages. The *Right* panel shows the quantitative intensity of bands boxed from three biological replicates. (*B*) Bar plot showing that loss of maternal dPCIF1 protein causes a significant embryonic lethal phenotype. (*C*) Western blot showing the abundance of dPCIF1 in whole lysates and chromatin fractions extracted from wild-type embryos. (*D*) Immunostaining showing the localization of dPCIF1 in wild-type embryos at indicated stages. (Scale bars, 10 μm.) (*E*) Schematic representation of the JabbaTrap system. (*F*) Immunostaining showing a cytosol-localization of dPCIF1-GFP in mislocalized dPCIF1 mutant embryos. (Scale bars, as indicated.) (*G*) Bar plot showing the relative hatching rate of mislocalized dPCIF1 mutant embryos. (*H*) *Left* panel, heatmap showing expression of minor and major wave zygotic transcripts in wild-type and mislocalized dPCIF1 mutant embryos at two different stages before major-wave ZGA. *Right* panel, pie chart showing that ~52% of ectopically expressed major wave genes are GAF targets. (*I*) Western blot showing the abundance of GAF in whole lysates and chromatin fractions from wild-type and *dPCIF1* maternal mutant embryos. (*J*) Co-IP showing the interaction of endogenous dPCIF1 with GAF in wild-type embryos. Error bars indicate mean ± SD (n = 3). **P < 0.01, ***P < 0.001, n.s., not significant.

### dPCIF1 Maintains Normal ZGA by Antagonizing Function of Pioneer Factor GAF.

After identifying dPCIF1 as a chromatin-associated factor that regulates embryonic development, we examined whether maternal loss of chromatin-associated dPCIF1 affects the early chromatin state and zygotic gene expression. For this purpose, we collected wild-type and mislocalized dPCIF1 mutant embryos at early stages and then performed immunostaining assays using anti-RNA Pol II-Ser5p and anti-H3K27ac antibodies. RNA Pol II-Ser5p and H3K27ac are markers of active gene expression (32–34). In wild-type embryos, signals of RNA Pol II-Ser5p and H3K27ac were observed at NC6 and NC8, respectively (35) (*SI Appendix*, Fig. S2 *A* and *B*). However, in the dPCIF1-mislocalized mutant, RNA Pol II-Ser5p and H3K27ac signals were detected earlier at NC5 and NC7, respectively (*SI Appendix*, Fig. S2 *A* and *B*). These findings suggest that loss of dPCIF1 leads to premature activation of early chromatin.

In early embryos, ZGA occurs in two phases: the minor wave of ZGA occurs at NC8–NC13, in which nearly a hundred genes are expressed, whereas at NC14, a few thousand genes (major-wave zygotic genes) become activated (3, 36) (*SI Appendix*, Fig. S2*C*). To determine whether and how the loss of maternal dPCIF1 affects ZGA, we collected wild-type and mislocalized dPCIF1 mutant embryos at various early stages and generated multiple corresponding RNA-seq datasets. 

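RNA from 8 libraries was compared, with 2 biological replicates in each group. The groups were wild-type embryos and mislocalized dPCIF1 mutant embryos, in which JabbaTrap holds GFP-tagged dPCIF1 on cytoplasmic lipid droplets, at the 0.5 to 1 h and 1 to 1.5 h stages, in pools of 50 embryos. The authors depleted rRNA, made strand-specific libraries, trimmed the reads, aligned them to dm6 with STAR and deposited the expected count per gene from RSEM. Between 24426214 and 31173472 counts per library fell on genes, with a median of 29400922. At this depth, 3 counts correspond to between 0.0962 and 0.123 CPM (counts scaled to a common library size), and a gene with at most 3 counts in both libraries of a group is treated as lying at this floor. The expected counts were rounded, normalized by TMM and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit over the 4 groups and 8700 genes. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds named by the paper.

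The zygotic gene lists of the paper come from other publications, so zygotic genes were defined from the wild-type time courses collected with the *HIRA* and *H3.3* maternal mutants. A gene was taken as rising if it stayed under 2 CPM at 0.5 to 1 h, reached at least 5 CPM at 2.5 to 3 h, and gained more than 2 on the log2 scale with an adjusted p under 0.05. In both time courses, 329 genes met this definition. Of these, 95 had already gained more than 1 on the log2 scale by 1 to 1.5 h in both courses and are called early rising genes, and the other 234 are called late rising genes.

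The gene that encodes dPCIF1, listed as *CG11399* in the files, lies on chromosome 3L from 20780350 to 20786197 in dm6. Its RNA measured 338 ± 10.9 CPM (mean ± SD, n = 2) in wild-type and 380.1 ± 0.0979 CPM in mislocalized dPCIF1 mutant embryos at the 0.5 to 1 h stage, a log2 fold change of 0.17. *CG11399* went from 392 ± 1.89 CPM to 296 ± 4.08 CPM at the 1 to 1.5 h stage, a log2 fold change of −0.41. The adjusted p for *CG11399* was 7.28e-05 at the earlier and 1.08e-09 at the later stage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JabbaTrap moves the protein, so this RNA gives no check on which libraries carried the trap.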

RNA-seq analysis revealed that depleting dPCIF1 led to premature expression of zygotic genes (*SI Appendix*, Fig. S2 *D*–*F*). 

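At the 0.5 to 1 h stage, 129 of the 329 rising genes (39.2%) were called higher in mislocalized dPCIF1 mutant embryos. The 5 called lower were *CG30383*, *CG31275*, *CG3216*, *Spn28Da* and *Spn47C*, named after their values were seen because they are few. Against the wild-type embryos of the 4 other experiments, 15 to 37 rising genes were called higher and 12 to 99 lower at this stage. By the 1 to 1.5 h stage, 241 rising genes (73.3%) were called higher and 13 lower. The 241 genes comprised 89 of the 95 early rising and 152 of the 234 late rising genes. Among all 8700 tested genes, 1047 were called higher and 378 lower at the 0.5 to 1 h stage, against 1109 and 1260 at the 1 to 1.5 h stage. The setting that moved the later count most was a list limited to genes of at least 20 CPM at 2.5 to 3 h, under which 67 of 68 genes were called higher.

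The median log2 fold change of rising genes at the 0.5 to 1 h stage was 0.93 (quartiles 0.24 and 1.92), with an adjusted p of 0.0175 from limma's camera test over a family of 20 medians. Here and below, camera sets a list against the other tested genes and not against 0. The median lay above 0 in 4 of 4 pairs of a mutant with a wild-type library, from 0.76 to 0.83. Of these genes, 75 lay at the floor in 1 of the groups, and the median was 0.80 with those genes set to their bounds. The camera call was lost with library sizes in place of TMM, where the median was 1.06. It was also lost when the list was limited to genes under 1 CPM at 0.5 to 1 h (median 0.93) or to genes of at least 20 CPM at 2.5 to 3 h (median 0.89). Against the wild-type embryos of the 4 other experiments, the median ran from −0.59 to 0.11. The own control gave 0.90 in the same calculation, so the increase at this stage may come from that control.

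The later median, at 1 to 1.5 h, was 1.69 (quartiles 0.93 and 2.48; adjusted p = 7.26e-10, limma's camera test), and it ran from 1.60 to 1.73 over 4 of 4 library pairs. The list of at least 20 CPM moved it most, to 2.63. A mutant collection older than its control would raise these genes too, and the maternal genes below leave this open.

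Among rising genes that reached 5 CPM, the largest increases at the 1 to 1.5 h stage were in *zye* (3L), *CG14111* (3L) and *rpr* (3L). *zye* went from 0.415 ± 0.0142 CPM to 19.3 ± 0.627 CPM (log2 fold change 5.53, SE 0.153). *CG14111* went from 1.39 ± 0.145 CPM to 20.9 ± 0.752 CPM (3.91, SE 0.142), and *rpr* from 0.381 ± 0.0130 CPM to 5.51 ± 0.279 CPM (3.84, SE 0.230). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 2.30e-15 for *zye*, 8.16e-14 for *CG14111* and 7.09e-11 for *rpr*.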

Of note, loss of maternal dPCIF1 did not apparently affect levels of maternal mRNAs at the 0.5 to 1 h stage, although it caused a minor change of maternal mRNAs at the later stages (*SI Appendix*, Fig. S2 *G* and *H*). 

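Maternal genes were taken as those of at least 10 CPM at 0.5 to 1 h in both wild-type time courses. Of these, 2270 lost more than 1 on the log2 scale by 2.5 to 3 h with an adjusted p under 0.05 (falling genes), and 1370 changed by at most 0.5 (stable genes). At the 0.5 to 1 h stage, falling genes had a median log2 fold change of −0.14 (quartiles −0.45 and 0.14; adjusted p = 4.97e-07, limma's camera test), below 0 in 4 of 4 library pairs. With library sizes in place of TMM, this median was −0.01. Stable genes had a median of 0.05 (adjusted p = 0.207, limma's camera test), above 0 in 4 of 4 library pairs. Under library sizes, the stable median was 0.18 and passed the camera test. The falling minus the stable median, which a common scaling factor does not move, was −0.19 (−0.20 to −0.18 over 4 library pairs). At this stage, 145 falling genes were called lower and 17 higher.

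Later, at the 1 to 1.5 h stage, the falling median was −0.58 (quartiles −1.10 and −0.19; adjusted p = 1.27e-40, limma's camera test), between −0.59 and −0.57 over 4 of 4 library pairs. Of the 2270 falling genes, 666 were called lower and 6 higher. The stable median was 0.14 (quartiles −0.10 and 0.34; adjusted p = 0.00228, limma's camera test), above 0 in 4 of 4 library pairs. Scaling on the stable genes moved the falling median most, to −0.73, and by its construction it brings the stable median to about 0 (−0.01). Library sizes gave 0.18 for the stable genes. The falling minus the stable median was −0.72 (−0.73 to −0.71 over 4 library pairs). A mutant collection older than its control would give both this loss and the higher rising genes, so age remains a candidate explanation. A faster loss of maternal RNA in the mutant would give the same value and stays open as well.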

By focusing on embryos at the minor-wave ZGA stage, we identified 458 major-wave zygotic genes that were ectopically expressed (Fig. 2*H*). Gene Ontology (GO) analysis suggested that these ectopically expressed major-wave zygotic genes were highly enriched with the genes that regulate development involved in cell morphogenesis and differentiation (*SI Appendix*, Fig. S2*I*). Intriguingly, by analyzing published datasets (13), we found that a large portion (~52.2%) of these ectopically expressed zygotic genes were targets of the pioneer factor GAF, including the well-known GAF targets, *Ubx*, *Abd-A*, *Abd-B*, *twi,* and *kni* (Fig. 1*H* and *SI Appendix*, Fig. S2*D*). 

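The 5 GAF target genes were read at the 1 to 1.5 h stage in mislocalized dPCIF1 mutant against wild-type embryos. *twi* (2R:22985374-23048325) went from 5.11 ± 0.444 CPM to 62.0 ± 2.78 CPM (log2 fold change 3.601, SE 0.106). *kni* (3L:20692330-20695378) went from 5.09 ± 0.321 CPM to 42.9 ± 1.55 CPM (log2 fold change 3.08, SE 0.0835). *Ubx* (3R:16656623-16734426) went from 3.94 ± 0.600 CPM to 12.7 ± 0.185 CPM (log2 fold change 1.69, SE 0.123). *abd-A* (3R:16807214-16830049) went from 4.65 ± 0.0372 CPM to 15.3 ± 0.288 CPM (log2 fold change 1.71, SE 0.0958). *Abd-B* (3R:16927212-16972236) went from 2.77 ± 0.0459 CPM to 9.50 ± 0.342 CPM (log2 fold change 1.78, SE 0.129). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 4.98e-15 for *twi*, 1.82e-15 for *kni*, 1.02e-09 for *Ubx*, 2.70e-11 for *abd-A* and 9.51e-10 for *Abd-B*. In all 5 genes, each mutant library lay above each wild-type library. Scaling on stable maternal genes moved these values most, for *twi* to 3.45.

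The log2 fold changes at the 0.5 to 1 h stage were 2.15 for *Abd-B*, 2.06 for *kni*, 1.59 for *abd-A* and 1.23 for *twi*. For *Ubx* it was −0.03, with an adjusted p of 0.899 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Wild-type embryos of the other experiments, each normalized on its own, had 1.11 to 2.41 CPM of *Abd-B*, 2.27 to 3.44 of *abd-A* and 3.07 to 9.59 of *twi*. Mutant levels of 1.60, 2.98 and 5.18 CPM lay within these ranges. The increases of these genes at 0.5 to 1 h may thus come from a low control. Mutant *kni*, at 6.84 CPM, lay above the 2.76 to 5.79 CPM of the other wild types. RNA of *Trl*, which encodes GAF, rose from 146 ± 2.54 CPM to 244 ± 10.6 CPM at the 1 to 1.5 h stage (log2 fold change 0.74). RNA of *vfl*, which encodes Zelda, rose from 690.3 ± 9.16 CPM to 918 ± 42.1 CPM (log2 fold change 0.41).

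From the premature expression of zygotic genes and the share of GAF targets among them, the paper proposes that dPCIF1 keeps ZGA in order, at least in part, by acting against GAF.

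**Figure D1:**
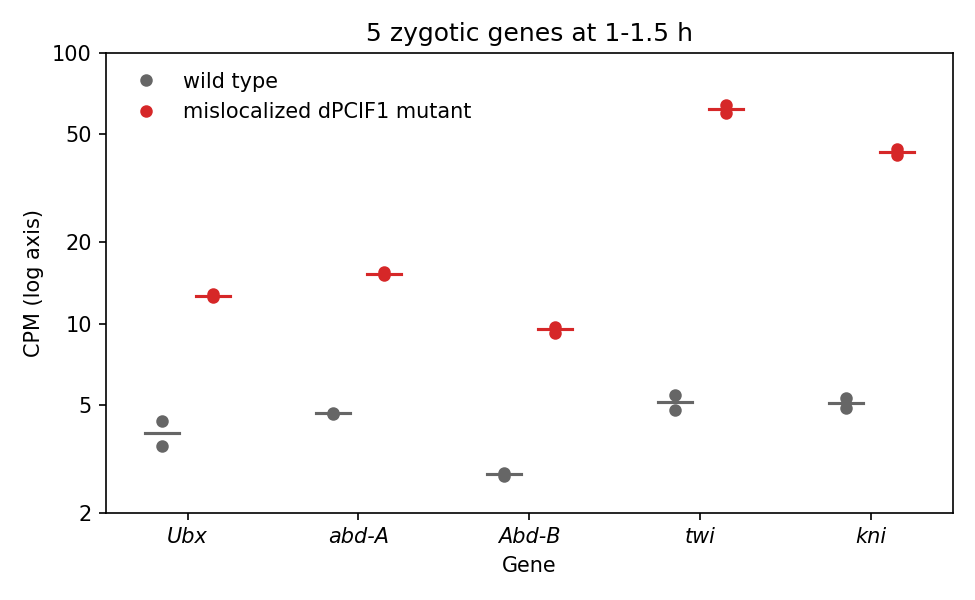
Level in CPM on a log scale (y axis) of *Ubx*, *abd-A*, *Abd-B*, *twi* and *kni* (x axis) at the 1 to 1.5 h stage, with 1 point per library, a line at the mean of each group, wild type in gray and mislocalized dPCIF1 mutant in red. In each gene, both mutant points lie above both wild-type points.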

Of note, only ~8.1% of these genes were unique targets of Zelda (Fig. 1*H*). These results suggest that dPCIF1 maintains proper ZGA, at least in part, by primarily antagonizing the GAF function. To test this, we performed chromatin fractionation experiments. In wild-type embryos, chromatin-associated GAF displayed a dynamic pattern: low levels at the 0.5 to 1.5 h stage but relatively high levels at the 2 to 3 h stage (Fig. 1*I*). However, in *dPCIF1* maternal mutant embryos, the levels of GAF associated with chromatin were markedly increased at the 0.5 to 1.5 h stage compared with the wild-type control (Fig. 1*I*), suggesting a role of dPCIF1 in restricting GAF to efficiently access chromatin at the stage before major-wave gene activation. Of note, no difference in total GAF levels between the wild-type and mutant was found in early embryos (Fig. 1*I*). Intriguingly, co-IP and in vitro pull-down assays revealed no apparent association between dPCIF1 and GAF (Fig. 1*J* and *SI Appendix*, Fig. S2*J*), suggesting an uncharacterized mechanism by which dPCIF1 restricts the GAF function at the early embryonic stage.

**Fig. 2.**
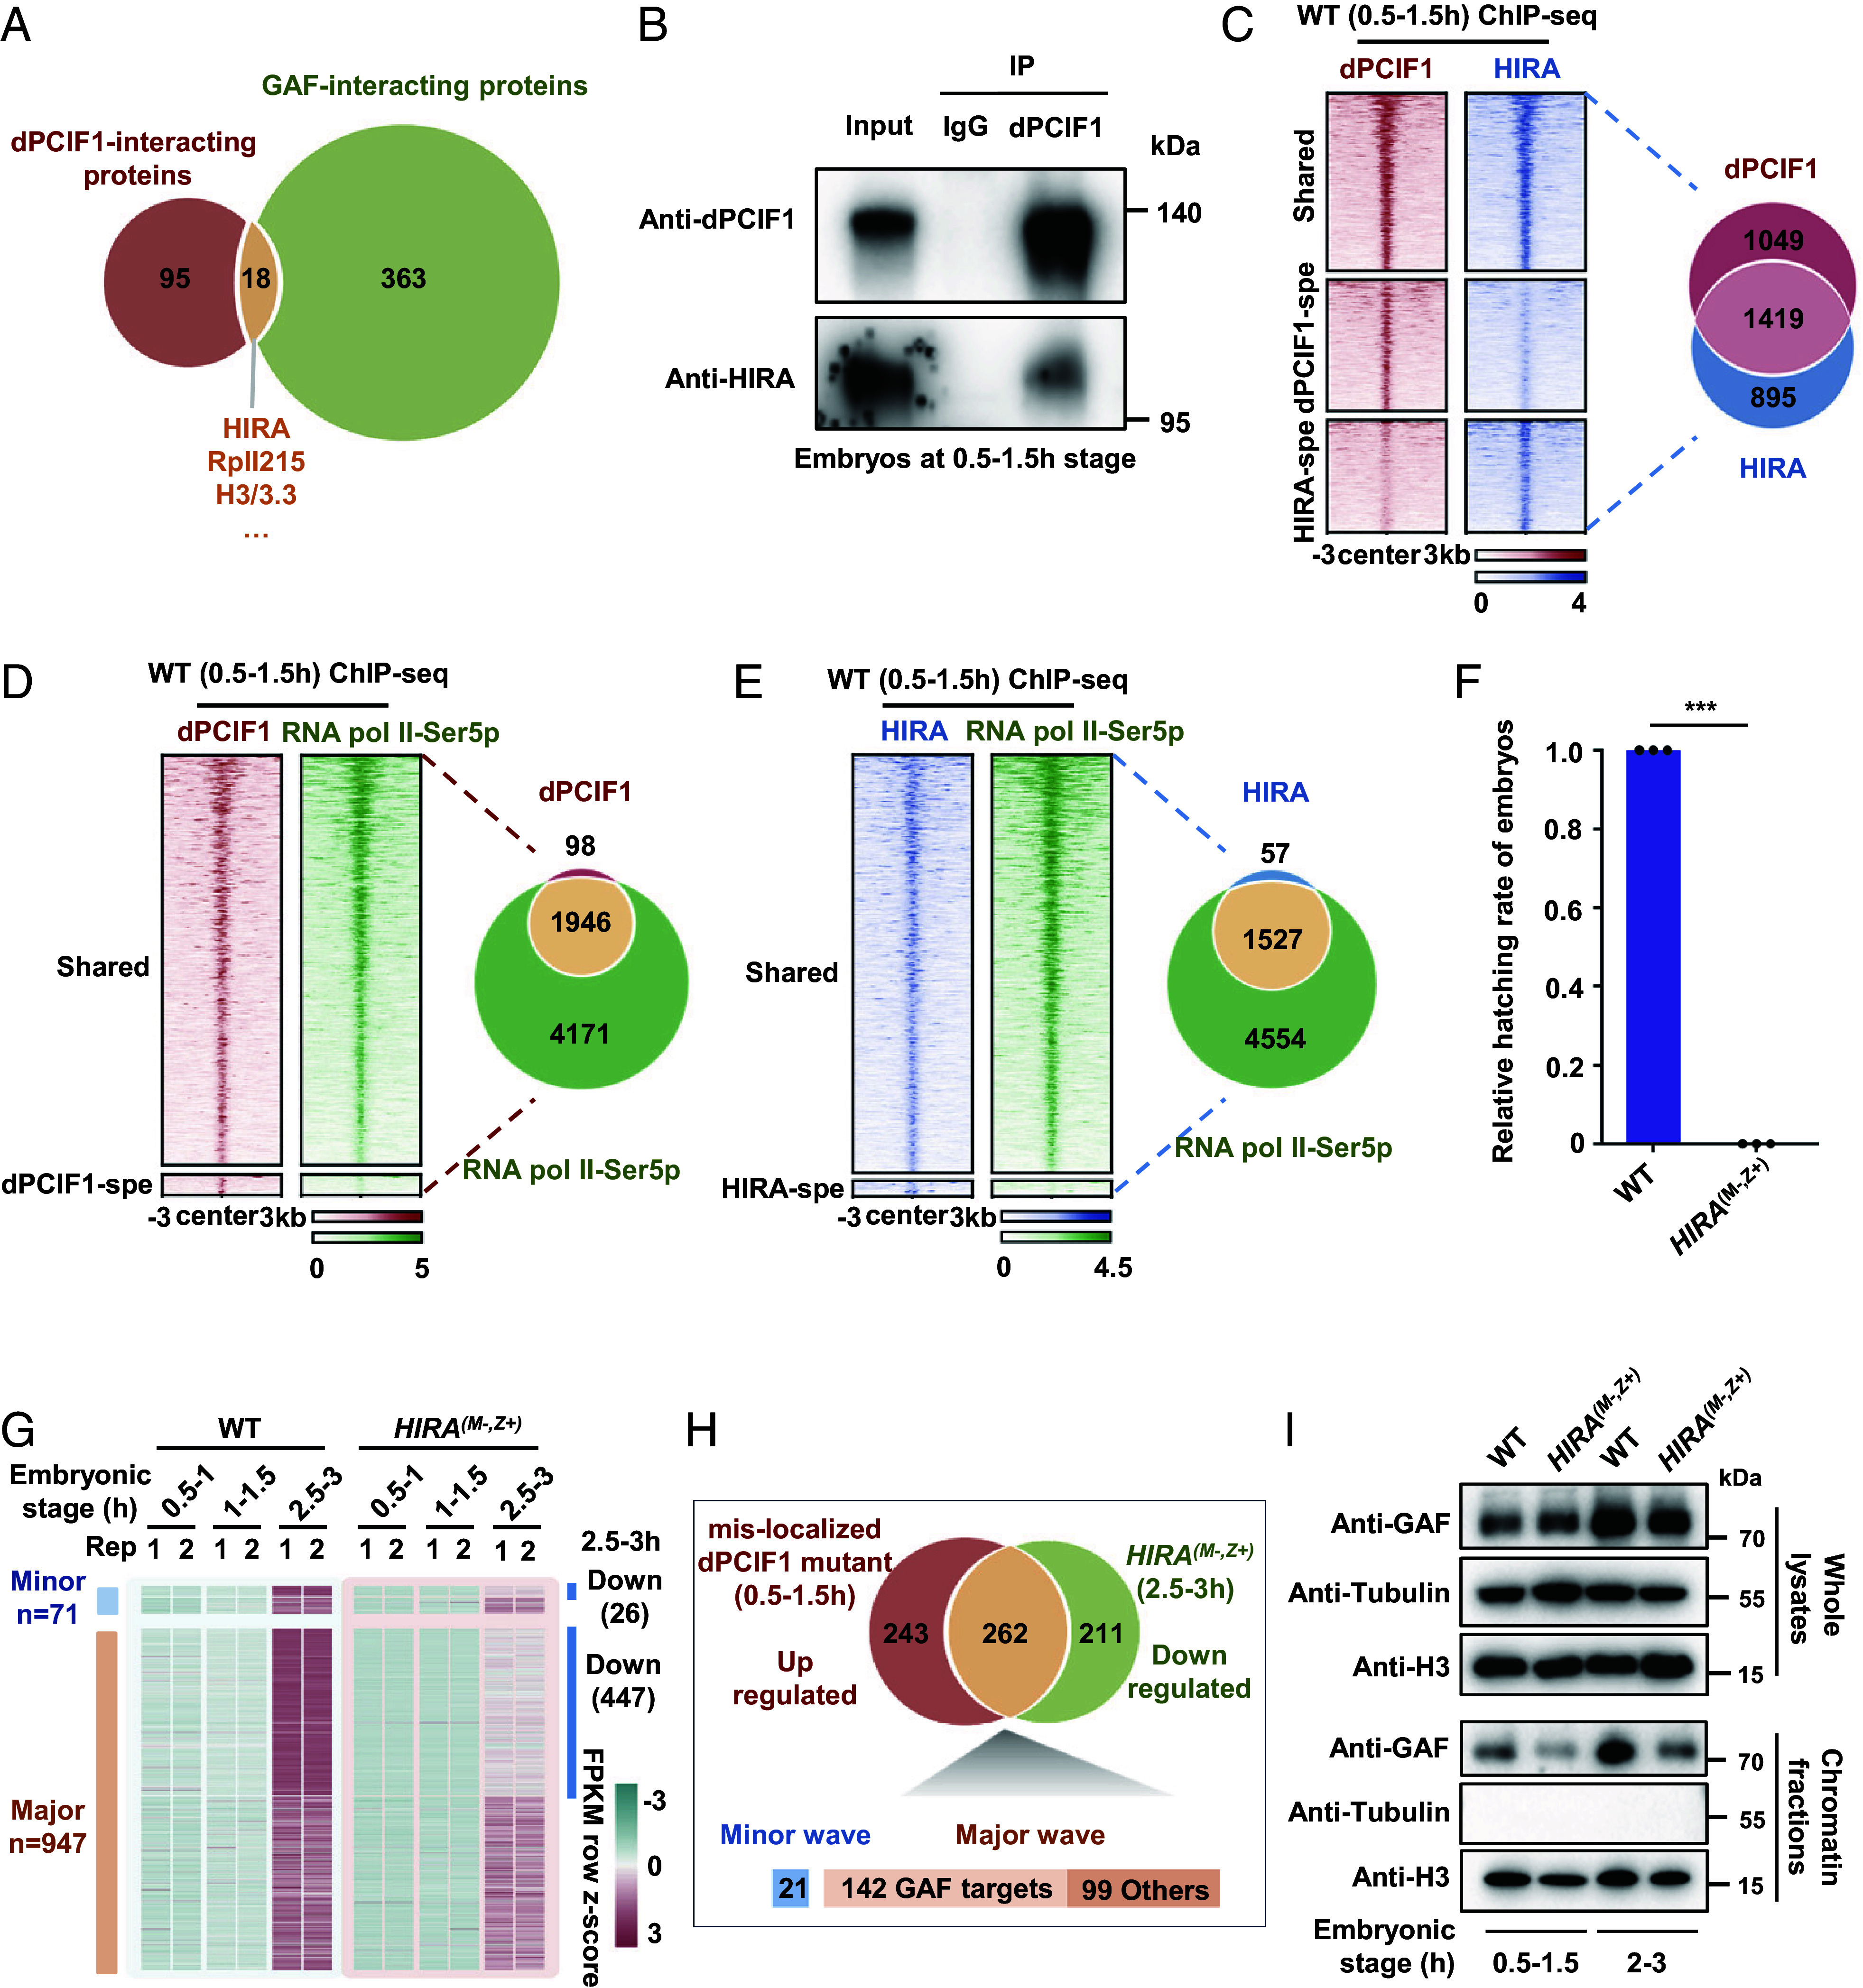
dPCIF1 binds HIRA to restrict GAF function to maintain proper ZGA. (*A*) Venn diagram showing overlapping of proteins interacted with GAF and dPCIF1. (*B*) Co-IP showing the interaction of endogenous dPCIF1 with HIRA in wild-type embryos. (*C*) Heatmap showing dPCIF1 and HIRA occupancy in wild-type embryos. Shared, regions that are bound by both dPCIF1 and HIRA. dPCIF1-spe, regions that are specially bound by dPCIF1. HIRA-spe, regions that are specially bound by HIRA. (*D*) Heatmap showing dPCIF1 and RNA Pol II-Ser5p occupancy at promoter regions in wild-type embryos. Shared, regions that are bound by both dPCIF1 and RNA Pol II-Ser5p. (*E*) Heatmap showing HIRA and RNA Pol II-Ser5p occupancy at promoter regions in wild-type embryos. Shared, regions that are bound by both HIRA and RNA Pol II-Ser5p. (*F*) Bar plot showing the relative hatching rate of *HIRA* maternal mutant embryos. Error bars indicate mean ± SD (n = 3). ***P < 0.001. (*G*) Heatmap showing expression of minor and major wave zygotic transcripts in wild-type and *HIRA* maternal mutant embryos. (*H*) Venn diagram showing overlapping of up-regulated genes in mislocalized dPCIF1 mutant embryos and down-regulated genes in *HIRA* maternal mutant embryos. (*I*) Western blot showing the abundance of GAF in whole lysates and chromatin fractions extracted from wild-type and *HIRA* maternal mutant embryos.

### dPCIF1 Maintains Proper ZGA by Binding HIRA to Restrict the GAF Function.

We reasoned that regulation of dPCIF1 restricting the GAF function likely involves additional chromatin-associated factors. To search for the potential factor(s), we performed co-IP assays of embryos at the 2 to 3 h stage, followed by mass spectroscopic analysis, and generated a dataset for GAF-interacting proteins (*SI Appendix*, Fig. S3*A*). By overlapping this dataset with the dPCIF1-interacting protein dataset, we identified a number of protein candidates that potentially interacted with both dPCIF1 and GAF (Fig. 2*A*). Of particular interest, we found that the H3.3-specific chaperone HIRA is the most significantly overlapped factor. In addition, H3/3.3 and RpII215 (Pol II subunit) were also detected to be associated with both dPCIF1 and GAF (Fig. 2*A*). GAF has been reported to control H3.3 replacement by acting in conjunction with HIRA at chromatin boundaries to inhibit the spread of silent chromatin (37). Because dPCIF1 and HIRA form a complex in early embryos, as validated by co-IP analysis (Fig. 2*B*), we explored the regulatory relationship between dPCIF1 and HIRA at the early embryonic stage. We collected embryos at the 0.5 to 1.5 h stage and used anti-dPCIF1 and anti-HIRA antibodies to perform chromatin-immunoprecipitation assays, followed by high-throughput sequencing analysis (ChIP-seq). By analyzing the ChIP-seq datasets between dPCIF1 and HIRA, we found that peaks of dPCIF1 and HIRA were enriched at promoters, and ~61% of HIRA peaks overlapped with dPCIF1 peaks (Fig. 2*C* and *SI Appendix*, Fig. S3 *B* and *C*). Because dPCIF1 is a RNA Pol II-Ser5p associated factor (*SI Appendix*, Fig. S3*D*), we generated ChIP-seq datasets for RNA Pol II-Ser5p at early embryonic stages. Notably, at promoter regions, ~95% of dPCIF1 peaks and ~96% of HIRA peaks overlapped with RNA Pol II-Ser5p peaks (Fig. 2 *D* and *E* and *SI Appendix*, Fig. S3*B*). These findings suggest that dPCIF1 and HIRA share common zygotic targets during ZGA.

Next, we used the CRISPR/Cas9 method to produce two null mutant alleles of HIRA and generated *HIRA* maternal mutant embryos (*SI Appendix*, Fig. S3 *E* and *F*). The hatching rate analysis revealed that loss of HIRA led to complete embryonic lethality (Fig. 2*F*). As shown in *SI Appendix*, Fig. S3*G*, at the 2 to 3 h stage, ~25% of mutant embryos reached NC14, and ~75% of embryos had arrested or delayed nuclear divisions, including a portion of mutant embryos likely displaying no nuclear division. We next used *HIRA* maternal mutant embryos to generate RNA-seq datasets at the various stages and found that loss of maternal HIRA caused global downregulation of zygotic genes, including both minor- and major-wave zygotic genes (Fig. 2*G*). 

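This experiment has 12 libraries, with 2 biological replicates each of *HIRA* maternal mutant and wild-type embryos at the 0.5 to 1 h, 1 to 1.5 h and 2.5 to 3 h stages. The authors' processing and the processing here were those used for the mislocalized dPCIF1 mutant. Between 15073552 and 31579940 counts per library fell on genes (median 23303945), and 10638 genes were tested in 1 fit over 6 groups. Rising genes were taken only from the wild-type time course of the *H3.3* experiment, so that no control library of a comparison chose its genes. This list has 511 rising genes, 296 early and 215 late.

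*Hira* lies on chromosome X from 7722119 to 7725917 in dm6. Its RNA went from 170.4 ± 7.26 CPM in wild-type to 73.3 ± 0.407 CPM in mutant embryos at the 0.5 to 1 h stage (log2 fold change −1.22) and from 123 ± 0.850 CPM to 71.2 ± 5.10 CPM at the 1 to 1.5 h stage (−0.79). At the 2.5 to 3 h stage, *Hira* was higher in the libraries labelled *HIRA* maternal mutant, at 19.4 ± 1.46 CPM against 10.4 ± 0.576 CPM (0.89). The adjusted p for *Hira* was 2.15e-07, 3.39e-06 and 2.29e-06 at the 3 stages by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The direction at 2.5 to 3 h therefore gives no support for the labels of that stage. Summed counts of *Lcp65Ag1*, *Lcp65Ag2* and *Lcp65Ag3*, read only after the results were seen, were 0 in both libraries labelled mutant at this stage. Their wild type had 6533 and 5372. Mutant libraries of the earlier stages also had 0, against 1856 to 4514 in wild type. This argues against exchanged labels at 2.5 to 3 h but rests on a single gene family. What follows for that stage holds for the libraries as labelled.

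At the 0.5 to 1 h stage, 197 of the 511 rising genes (38.6%) were called lower and 16 higher, with a median log2 fold change of −0.81 (quartiles −1.77 and −0.18; adjusted p = 2.58e-06, limma's camera test). The median was negative in 4 of 4 library pairs, from −0.84 to −0.67, and −0.77 with 82 genes at the floor set to their bounds. Against the wild-type embryos of the 4 other experiments, it ran from −1.10 to 0.57, so this decrease may come from the control. At the 1 to 1.5 h stage, 361 (70.6%) were called lower and 7 higher. The 361 comprised 238 of 296 early and 123 of 215 late rising genes. The median was −1.86 (quartiles −2.78 and −0.93; adjusted p = 1.13e-22, limma's camera test), negative in 4 of 4 library pairs, from −1.711 to −1.498, and −1.72 with 70 floor genes at their bounds.

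In the libraries labelled 2.5 to 3 h, 269 rising genes (52.6%) were called lower, 143 of the early and 126 of the late group. The 2 called higher were *CG34025* and *Esp*, named after their values were seen because they are few. The median was −1.07 (quartiles −1.47 and −0.61; adjusted p = 2.19e-13, limma's camera test), between −1.10 and −1.05 over 4 of 4 library pairs. The median of all 10638 tested genes at this stage was −0.28, with 1052 called higher and 2948 lower. With only the 2 groups in the fit it was −0.06, and the rising median was −0.86. The paper reports that most *HIRA* maternal mutant embryos at 2 to 3 h were arrested or delayed in their nuclear divisions. Such embryos could lower the rising genes too.

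The largest decreases at the 1 to 1.5 h stage among rising genes of at least 5 CPM in wild type were in *Lcp65Ag2* (3L), *gsb* (2R) and *en* (2R). *gsb* went from 9.27 ± 0.215 CPM to 0.261 ± 0.0701 CPM (log2 fold change −5.07, SE 0.206) and *en* from 9.54 ± 0.213 CPM to 0.463 ± 0.0193 CPM (−4.36, SE 0.182). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 2.01e-08 for *gsb* and 2.31e-08 for *en*. *Lcp65Ag2* was at least 371-fold lower, but it has near-identical neighbors and no counts in any mutant library, so a difference between strains is possible. The summed counts of *Lcp65Ag1*, *Lcp65Ag2* and *Lcp65Ag3* were 1856 and 2405 in these wild-type libraries. In each library of the other wild-type collections at this stage they were 0 or 1, so the 371-fold value may come from this control. At 2.5 to 3 h, *Lcp65Ag2* was at least 1024-fold lower, *Spn28Da* (2L) at least 43.3-fold and *Spn43Aa* (2R) at least 36.7-fold.

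From the lower expression of minor- and major-wave genes in Fig. 2G, the paper states that the loss of maternal HIRA lowers zygotic expression globally.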

Of note, levels of the maternal stable mRNAs were not significantly reduced in *HIRA* maternal mutant embryos when compared to wild-type control (*SI Appendix*, Fig. S3*H*). 

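Stable maternal genes were taken from the wild-type time course of the *H3.3* experiment, and 1821 of them were tested. In the libraries labelled *HIRA* maternal mutant at the 2.5 to 3 h stage, their median log2 fold change was 0.05 (quartiles −0.26 and 0.30; adjusted p = 0.00627, limma's camera test). It lay above 0 in 4 of 4 library pairs, from 0.04 to 0.06. Camera sets a list against the other tested genes and not against 0. As the median of all tested genes was −0.28 here, this p does not by itself show a rise of the stable genes. Of the 1821 genes, 143 were called lower and 10 higher. DESeq2 on the 2 groups moved the median of 0.05 most, to 0.26, and scaling on the stable genes, which brings it to about 0 by construction, gave −0.03. With any 1 library left out, it moved by more than 1.5-fold, to between 0.09 (without wild-type replicate 2) and 0.12 (without mutant replicate 2).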

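Between mislocalized dPCIF1 mutant embryos at the 1 to 1.5 h stage and the libraries labelled *HIRA* maternal mutant at the 2.5 to 3 h stage, the 329 rising genes on both lists were compared. One of these lists was drawn from the wild-type libraries that are the controls of the *HIRA* mutant. In this set, 241 were higher in the former and 169 lower in the latter, and 115 did both. The shared genes made up 47.7% of the 241 (95% confidence interval 41.3% to 54.2%), against 51.4% lower in the *HIRA* libraries among all 329. The odds ratio was 0.58, with a two-sided p of 0.0341 from Fisher's exact test and 0.0681 after Benjamini-Hochberg adjustment over 4 such tests. In 10000 random draws of 241 genes matched on expression in 5 bins, 50.1% were shared on average, and the two-sided permutation p was 0.156 (adjusted over 3 tests, 0.234). Calling genes by adjusted p alone moved the share most, to 80.4%, and the other settings gave between 36.1% and 62.7%. With genes on either list, 49.2% were shared, and the odds ratio was 0.34 (Fisher's exact test, two-sided p = 9.22e-12, unadjusted). The odds ratio stayed under 1 in every setting, but with genes of at least 20 CPM it rests on 1 gene outside the set of 67 and decides nothing.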

Interestingly, by analyzing the RNA-seq datasets between HIRA and dPCIF1, we found that ~51.9% of up-regulated zygotic genes in the dPCIF1 mislocalized mutant (0.5 to 1.5 h) were overlapped with the down-regulated zygotic genes in *HIRA* maternal mutant embryos (2 to 3 h) (Fig. 2*H*). 

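The 115 genes that were higher in mislocalized dPCIF1 mutant embryos at the 1 to 1.5 h stage and lower in the libraries labelled *HIRA* maternal mutant at the 2.5 to 3 h stage were split by timing in wild type. Of them, 74 (64.3%; 95% confidence interval 54.9% to 73.1%) were late rising and 41 early rising. Among all 329 rising genes, 71.1% were late rising. The odds ratio was 0.61, with a two-sided p of 0.0557 from Fisher's exact test and 0.0742 after Benjamini-Hochberg adjustment over 4 such tests.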

By analyzing these overlapped genes between the two mutants, we found that nearly 92% (241/262) of these overlapped genes were major-wave genes (Fig. 2*H*). Intriguingly, nearly 59% of these overlapped major-wave genes were potential targets of GAF (Fig. 2*H*). Moreover, by performing chromatin fractionation experiments, followed by western blotting, we found that maternal loss of HIRA greatly reduced GAF levels in the chromatin fraction (Fig. 2*I*). These findings suggest that dPCIF1 acts as a surveillance factor, at least in part, to fine-tune the overactivated function of GAF by targeting HIRA.

### HIRA Contributes to Establishing a Totipotent State for Pioneer Factors to Access Chromatin and Generate Efficient Accessible Domain.

Based on the above findings, we hypothesized that HIRA may be an upstream factor of GAF. Given that HIRA functions as the H3.3-specific chaperone involved in nucleosome assembly, we speculated that HIRA plays a role in establishing a totipotent state of zygotic chromatin for GAF to bind to nucleosomes, while as an important complement, dPCIF1 restricts GAF activity at the earlier stage, allowing orderly ZGA to occur (Fig. 3*A*). To test this hypothesis, we next investigated accessible chromatin in wild-type and *HIRA* maternal mutant embryos at the 0.5 to 1.5 and 2 to 3 h stages by performing transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) assays (38). We generated two replicate datasets from ATAC-seq of samples at each stage. We identified 3115 and 7569 ATAC-seq peaks at the 0.5 to 1.5 and 2 to 3 h stages of wild-type embryos, respectively, and more than 70% of ATAC-seq signals were enriched in promoter and enhancer regions (*SI Appendix*, Fig. S4*A*). Peaks identified in ATAC-seq were highly consistent with previous findings (*SI Appendix*, Fig. S4*B*) (39). GAF- and Zelda-binding motifs represented the two largest proportions of accessible domains in early chromatin (*SI Appendix*, Fig. S4*C*). Intriguingly, less enrichment of ATAC-seq signals was captured in *HIRA* maternal mutant embryos compared with wild-type embryos (Fig. 3 *B* and *C*). In particular, the largest proportion of these reduced ATAC-seq signals in the *HIRA* mutant was correlated to GAF (Fig. 3*D*). For example, ATAC-seq signals in the promoter or enhancer regions of GAF targets were markedly reduced (Fig. 3*E* and *SI Appendix*, Fig. S4*D*). Additionally, Zelda-related ATAC-seq signals were also reduced (Fig. 3*D*). These findings support HIRA playing a role in establishing the totipotent state for GAF to efficiently access chromatin and generate accessible domain.

**Fig. 3.**
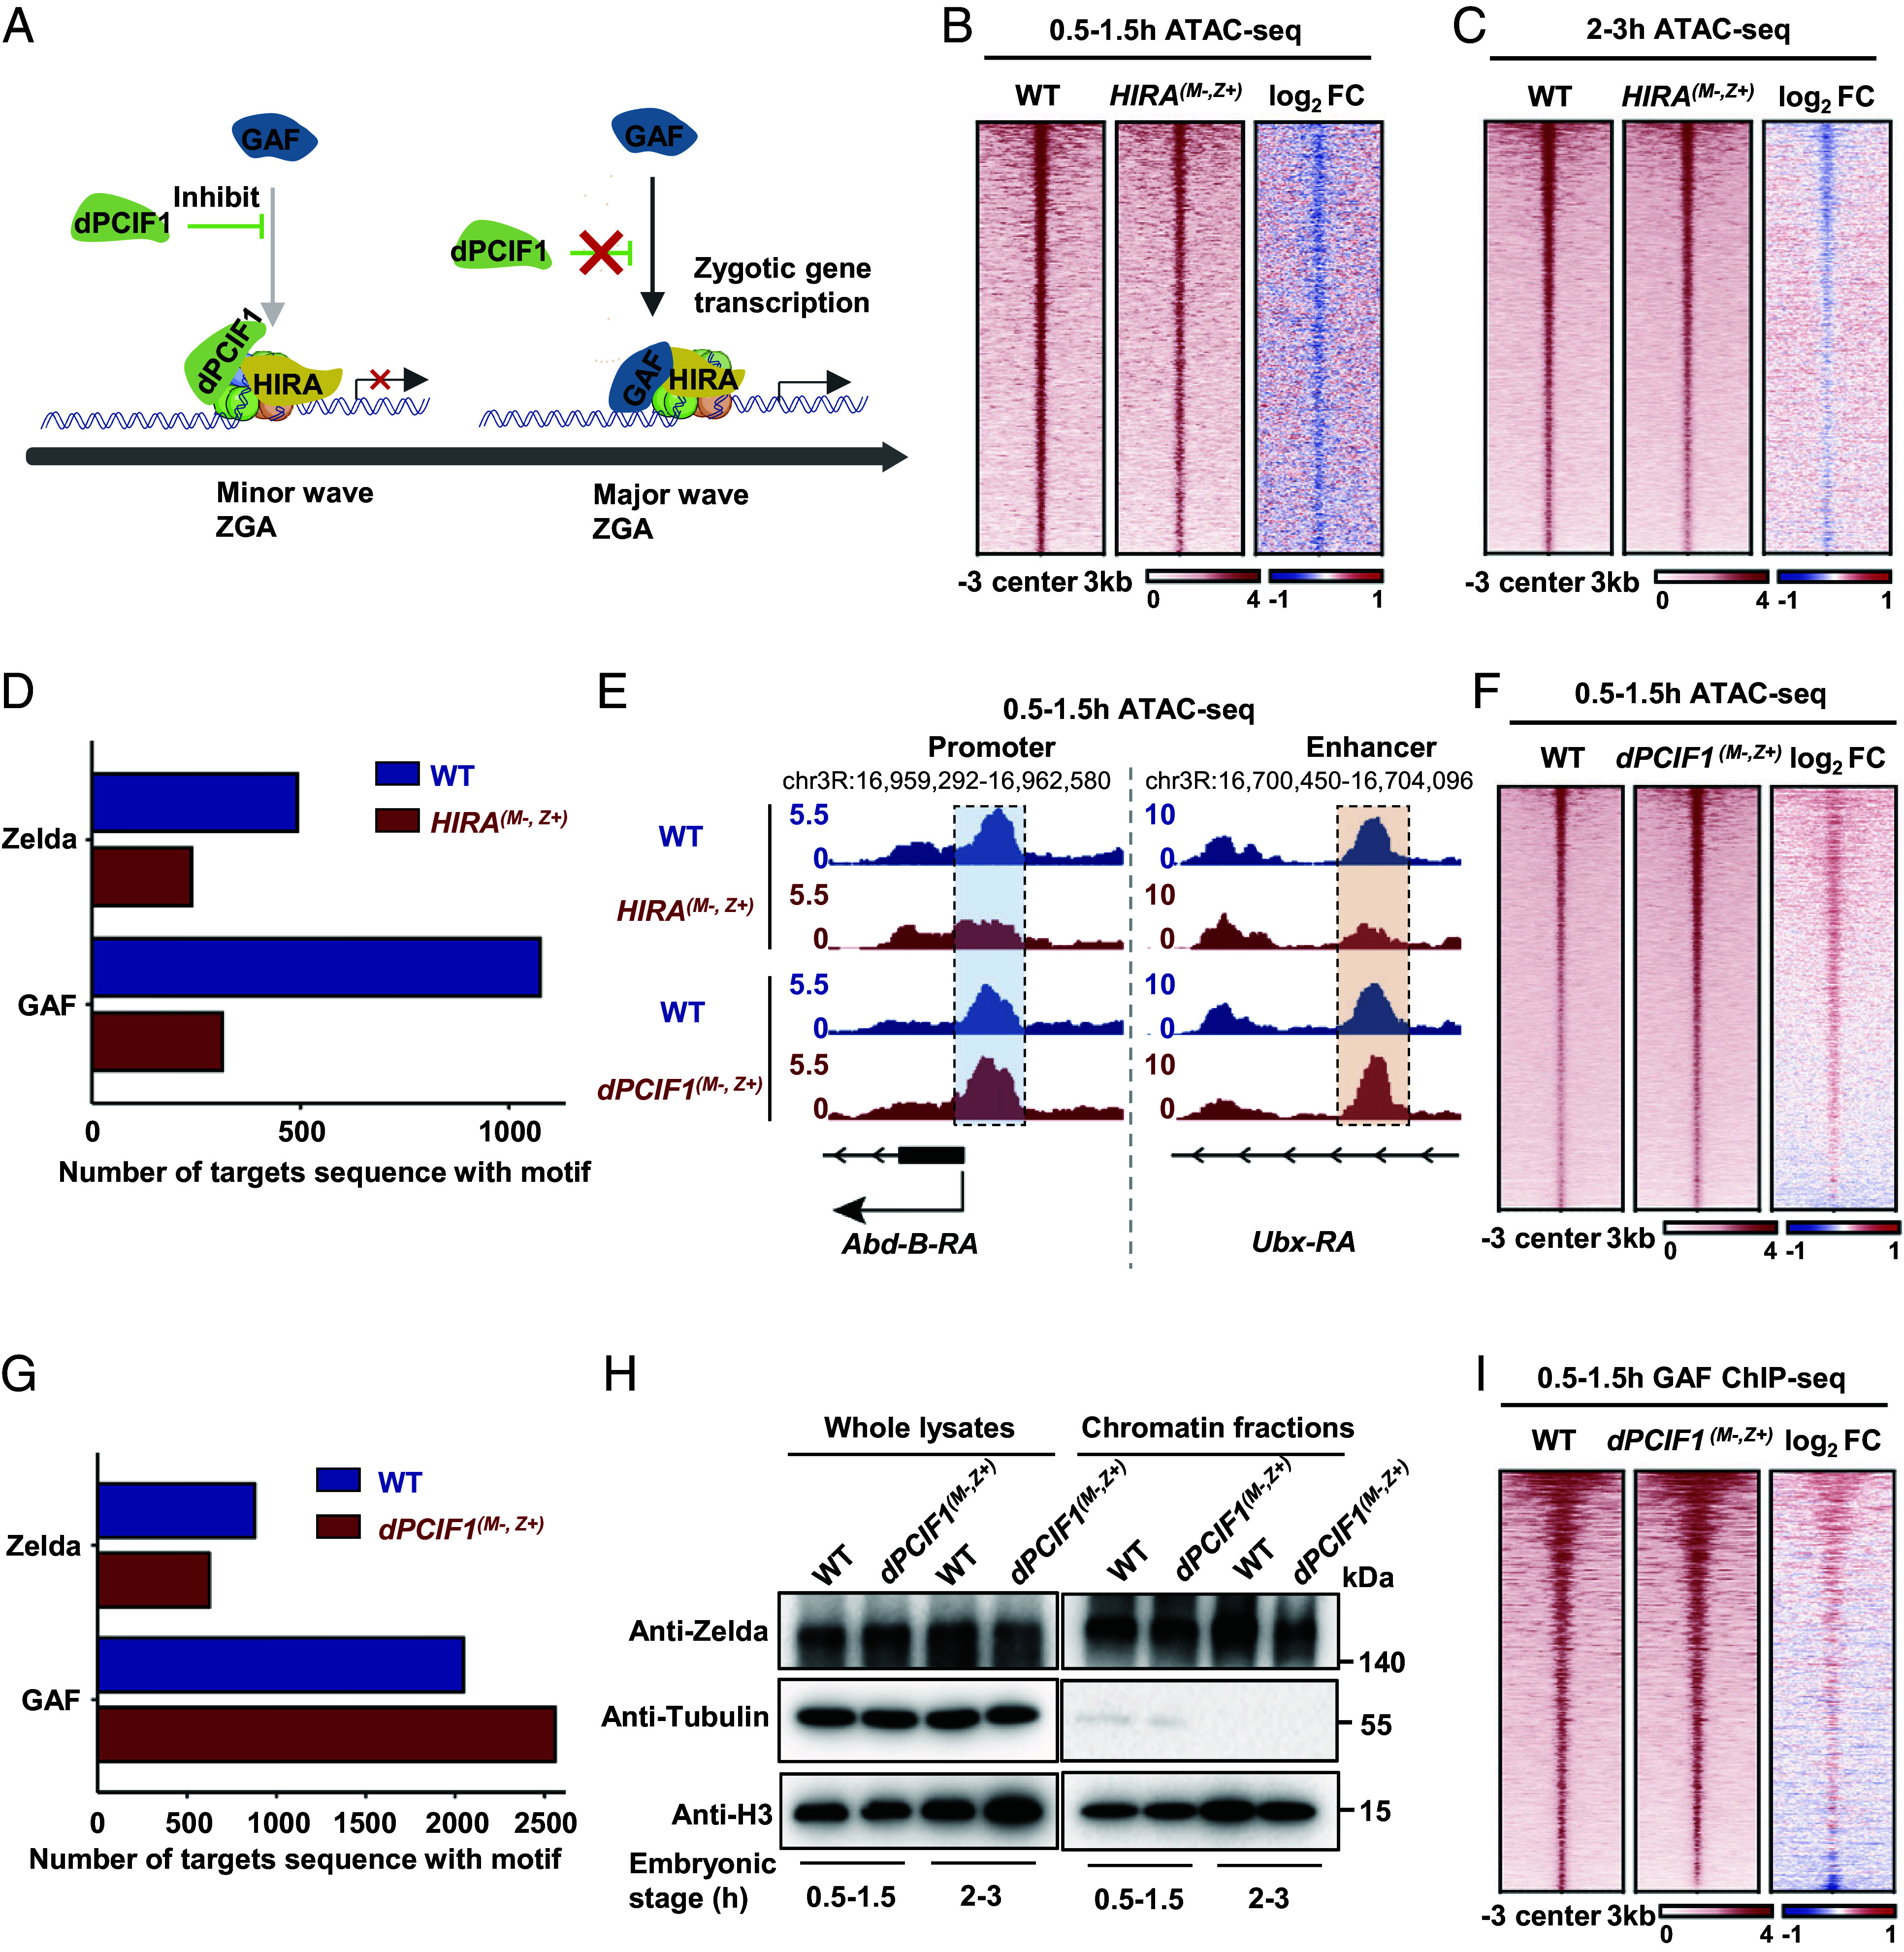
HIRA is critical for pioneer factors to access chromatin. (*A*) Schematic representation illustrating a hypothesized model in which HIRA acts as an upstream factor of GAF. (*B* and *C*) Heatmap showing accessible chromatin signals in wild-type and *HIRA* maternal mutant embryos. (*D*) Bar plot showing the number of accessible chromatin peaks which contained Zelda- and GAF-binding motifs in the 0.5- to 1.5-h embryos with indicated genotypes. (*E*) Integrative genomic viewer (IGV) diagram displaying ATAC-seq signals on selected genes in the 0.5 to 1.5 h embryos with indicated genotypes. (*F*) Heatmap showing accessible chromatin signals in wild-type and *dPCIF1* maternal mutant embryos. (*G*) Bar plot showing the number of accessible chromatin peaks which contained Zelda- and GAF-binding motifs in the 0.5 to 1.5 h embryos with indicated genotypes. (*H*) Western blot showing the abundance of Zelda in whole lysates and chromatin fractions extracted from wild-type and *dPCIF1* maternal mutant embryos at two different stages. (*I*) Heatmap showing GAF occupancy in wild-type and *dPCIF1* maternal mutant embryos.

Considering that HIRA and dPCIF1 have opposing roles in ZGA, we further generated the ATAC-seq datasets from *dPCIF1* maternal mutant embryos and found that the levels of ATAC-seq signals at the promoter were significantly increased in *dPCIF1* maternal mutant embryos at the very early stage compared with the wild-type control (Fig. 3*F*). Because loss of maternal dPCIF1 causes premature activation of zygotic genes, many of which are GAF targets, we determined whether loss of maternal dPCIF1 affects the enrichment of GAF- and Zelda-binding motifs in early chromatin. As shown in Fig. 3*G*, we observed a relatively weak reduction in signals of the putative Zelda-binding motif in ATAC-seq peaks at promoter regions between wild-type and *dPCIF1* maternal mutant embryos. However, signals of putative GAF-binding motifs in ATAC-seq peaks at promoter regions were markedly increased in *dPCIF1* maternal mutant embryos compared to wild-type embryos (Fig. 3*G*). For example, ATAC-seq signals in the promoter or enhancer regions of GAF targets, such as *Ubx* and *Abd-B*, were apparently increased (Fig. 3*E* and *SI Appendix*, Fig. S4*D*). In support of this, biochemical assays suggested that the GAF level was significantly increased in the chromatin fraction of *dPCIF1* maternal mutant embryos compared with that in wild-type embryos (Fig. 1*I*). Conversely, no apparent change in the levels of Zelda associated with early chromatin was found between wild-type and *dPCIF1* maternal mutant embryos (Fig. 3*H*). Next, we generated ChIP-seq datasets for GAF and Zelda from wild-type and *dPCIF1* maternal mutant embryos at the early stage. More than 70% of ChIP-seq signals for GAF and Zelda were enriched in promoter and enhancer regions (*SI Appendix*, Fig. S4*E*). It is worth to note that GAF ChIP peaks were highly enriched in the sequences that contained GAF motifs (*SI Appendix*, Fig. S4*F*). These results were consistent with a previous study (*SI Appendix*, Fig. S4*G*) (13). Similar results were obtained when Zelda ChIP datasets were analyzed (*SI Appendix*, Fig. S4*H*). Further Zelda peaks showed no increased ChIP-seq signals (*SI Appendix*, Fig. S4*I*), whereas ChIP-seq signals for GAF peaks were markedly increased in *dPCIF1* maternal mutant embryos at the early stage compared with the wild type (Fig. 3*I*). Additionally, we generated GAF-ChIP-seq datasets from wild-type and *HIRA* maternal mutant embryos at the 2- to 3-h stage and found that the loss of HIRA markedly reduced the accessibility of GAF on early chromatin (*SI Appendix*, Fig. S4*J*). These findings support that dPCIF1 coordinates with HIRA to permit GAF to properly access chromatin at the major-wave ZGA stage.

### HIRA and H3.3 Coordinate to Establish the Totipotent State of Early Chromatin.

Considering that HIRA plays a role in assembling histone H3.3-containing nucleosomes, we examined whether and how the H3.3 variant affects ZGA in early embryos. The *Drosophila* genome harbors two genes encoding H3.3, namely *H3.3A* and *H3.3B*. To study the function of H3.3, we generated multiple *H3.3A* and *H3.3B* mutant alleles by the CRISPR/Cas9 method (*SI Appendix*, Fig. S5*A*). Consistent with previous findings (40), we found that although *H3.3A* and *H3.3B* double mutants displayed dramatically reduced viability, they yielded a small fraction of adult “escapers.” While these adult homozygous mutant males were sterile, the homozygous mutant females could produce normal number of eggs. By taking this advantage, we generated *H3.3A* and *H3.3B* maternal double-mutant embryos and then carried out embryo hatching rate analysis. As shown in Fig. 4*A*, loss of maternal H3.3 caused a strong embryonic lethality because ~40% of mutant embryos failed to reach the larval stage, suggesting that the histone H3.3 variant is important for embryonic development. To determine whether H3.3 affects ZGA similarly to HIRA, we collected *H3.3* maternal mutant embryos at early stages and generated RNA-seq datasets. 

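The *H3.3* data comprise 12 libraries, 2 biological replicates each of maternal mutant and wild-type embryos at the 0.5 to 1 h, 1 to 1.5 h and 2.5 to 3 h stages, processed like those of the *HIRA* mutant. Between 17641890 and 31452843 counts per library fell on genes (median 27503251), and 10644 genes were tested. Rising genes were taken from the wild-type time course of the *HIRA* experiment, which has 556 of them, 257 early and 299 late.

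H3.3 is encoded by *His3.3A* (chromosome 2L from 5055058 to 5056149 in dm6) and *His3.3B* (chromosome X from 9152523 to 9156669). From wild-type to mutant embryos, *His3.3A* went from 172 ± 8.67 CPM to 83.3 ± 4.19 CPM at 0.5 to 1 h, from 172 ± 3.45 CPM to 95.8 ± 5.33 CPM at 1 to 1.5 h and from 457 ± 24.7 CPM to 111 ± 0.314 CPM at 2.5 to 3 h. *His3.3B* went from 695 ± 17.9 CPM to 249 ± 4.70 CPM, from 772 ± 12.7 CPM to 424 ± 5.33 CPM and from 1358 ± 20.4 CPM to 409 ± 12.4 CPM at the same stages. The log2 fold changes were −1.05, −0.85 and −2.04 for *His3.3A* and −1.48, −0.86 and −1.73 for *His3.3B*. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the largest adjusted p among the 6 values was 1.41e-08. Both genes encode the same protein, and RSEM divides reads that align to both.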

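In *H3.3* maternal mutant embryos at the 0.5 to 1 h stage, 79 of 556 rising genes (14.2%) were called lower and 162 (29.1%) higher than in wild-type embryos. Their median log2 fold change was 0.60 (quartiles −0.20 and 1.28; adjusted p = 0.00627, limma's camera test), and it lay above 0 in 4 of 4 library pairs, from 0.50 to 0.55. With 69 floor genes set to their bounds it was 0.58. The camera call was lost with DESeq2 on the 2 groups (median 0.62) and with a list limited to genes under 1 CPM at 0.5 to 1 h (median 0.61). At the 1 to 1.5 h stage, 16 rising genes (2.88%) were called lower and 199 (35.8%) higher. The median was 0.61 (quartiles −0.09 and 1.62; adjusted p = 8.37e-12, limma's camera test), above 0 in 4 of 4 library pairs, from 0.52 to 0.62.

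At the 2.5 to 3 h stage, 271 rising genes (48.7%) were called lower and 129 (23.2%) higher. Those called lower comprised 163 of the 257 early and 108 of the 299 late rising genes. The median was −0.93 (quartiles −1.65 and 0.83; adjusted p = 0.0272, limma's camera test), negative in 4 of 4 library pairs, from −0.95 to −0.87. This call was lost with the list under 1 CPM, where the median was −0.92. Among all 10644 tested genes, 2738 were called higher and 1880 lower. The count of 129 rising genes called higher depends on the control. In a fit with both wild types of this stage, the own control gave 141 higher and 236 lower. Against the wild type of the *HIRA* experiment, which chose these genes, 45 were higher and 246 lower. Between the wild types, 139 were higher and 24 lower in that of the *HIRA* experiment. On the 329 genes of both lists, 9 were higher with either control, against 197 and 180 lower.

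The largest decreases at this stage among rising genes of at least 5 CPM were in *Spn28Da* from 28.3 ± 1.25 CPM to 2.05 ± 0.545 CPM (−3.78, SE 0.206), *lmd* from 43.1 ± 0.867 CPM to 3.15 ± 0.674 CPM (−3.77, SE 0.146) and *CG42339* from 11.7 ± 1.43 CPM to 1.02 ± 0.0752 CPM (−3.51, SE 0.230), with the log2 fold change in brackets. They lie on 2L, 3R and X. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 6.75e-11 for *Spn28Da*, 9.95e-13 for *lmd* and 6.55e-10 for *CG42339*. RNA of *vfl*, which encodes Zelda, went from 1389 ± 94.9 CPM to 515 ± 23.1 CPM (log2 fold change −1.43). Only *CG13713* (3L) met the same rule at the 1 to 1.5 h stage, with 5.67 ± 0.800 CPM in wild-type and 2.57 ± 0.301 CPM in mutant embryos (log2 fold change −1.14).

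**Figure D2:**
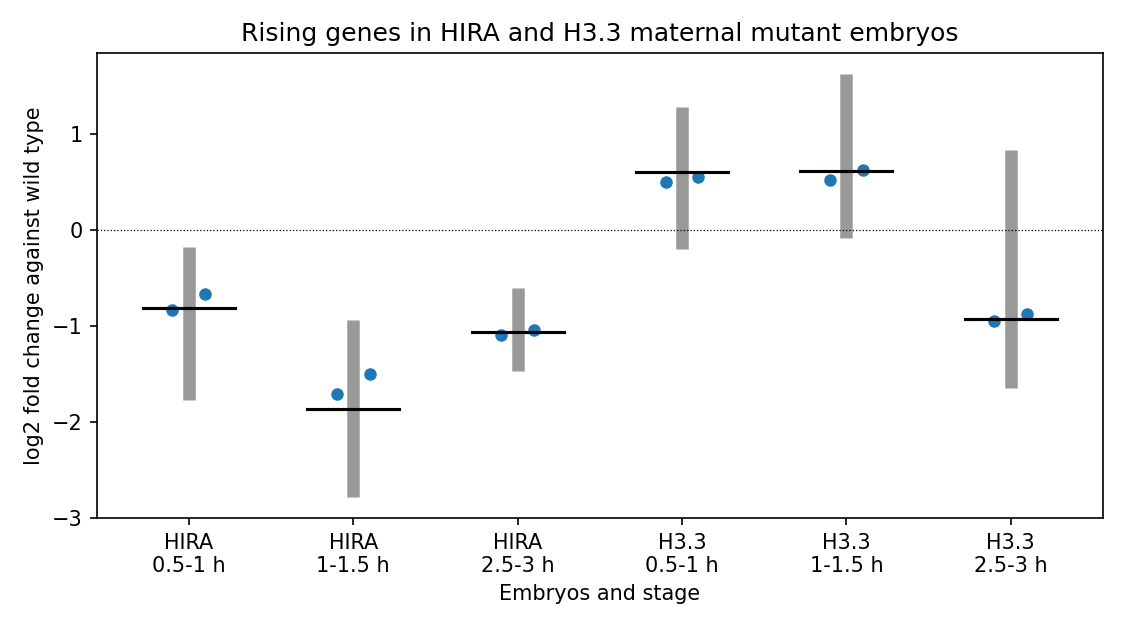
Log2 fold change of rising genes against wild type (y axis) in *HIRA* and *H3.3* maternal mutant embryos at 3 stages (x axis). Gray bars span the quartiles over genes, black lines mark the median, and blue points mark the lowest and highest of the 4 library-pair medians, which lie above 0 only for *H3.3* at the first 2 stages.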

RNA-seq analysis showed that loss of maternal H3.3 resulted in a global reduction of zygotic gene expression, including both minor- and major-wave zygotic genes (Fig. 4*B*). Interestingly, nearly 60% of down-regulated major-wave zygotic genes in *H3.3* maternal mutant embryos overlapped with those in *HIRA* maternal mutant embryos (Fig. 4*C*). 

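Among the 329 genes on both rising lists, 225 were lower in *H3.3* maternal mutant embryos at the 2.5 to 3 h stage. These 329 genes were chosen in part on the control libraries of both mutants, which can favor calls of lower expression. They were lower in 68.4%, against 48.7% of the 556 genes chosen without the *H3.3* controls. Of the 225, 120 (53.3%; 95% confidence interval 46.6% to 60.0%) were also lower in the libraries labelled *HIRA* maternal mutant at that stage. The odds ratio was 1.28, with a two-sided p of 0.343 from Fisher's exact test, unchanged by the adjustment over 4 tests. Matched random draws shared 52.2% on average (two-sided permutation p = 0.598). The result depended on the setting. With scaling on the stable maternal genes, 64.7% were shared and Fisher's exact test, two-sided, gave a p of 0.00165, and with library sizes in place of TMM, 54.9% were shared and the test passed as well. With the fit limited to the 2 groups, 40.5% were shared, and the odds ratio fell under 1. DESeq2 gave 41.5% and calling by adjusted p alone 82.5%. With genes on either list (56.5%), it was 0.68 and passed the threshold in the opposite direction (Fisher's exact test, two-sided p = 0.0127, unadjusted). With genes of at least 20 CPM (62.9%), only 6 of 68 genes lay outside the *H3.3* set.

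From this overlap and the share of GAF targets in it, the paper states that the incorporation of H3.3 into nucleosomes by HIRA matters for the induction of ZGA.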

Of note, the largest proportion (~55%) of these overlapped genes were GAF targets (Fig. 4*C*). These findings emphasize that the incorporation of H3.3 into the nucleosome by HIRA plays an important role in contributing to the induction of ZGA. Because a large proportion of HIRA and H3.3 targets significantly overlapped with dPCIF1 targets (*SI Appendix*, Fig. S5*B*), we individually overexpressed maternal HIRA or H3.3 in early embryos. 

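Over the 329 genes on both rising lists, 101 were higher in mislocalized dPCIF1 mutant embryos at the 1 to 1.5 h stage and lower in both maternal mutants at the 2.5 to 3 h stage, with the *HIRA* libraries taken as labelled. A further 89 were shared between mislocalized dPCIF1 and *H3.3* only, 14 between mislocalized dPCIF1 and *HIRA* only, and 19 between *HIRA* and *H3.3* only. In 18 genes, none of the 3 changes was called. The overlap of mislocalized dPCIF1 with *H3.3* was tested only after the other overlaps were known. It held 190 genes, 78.8% of the 241 higher genes (95% confidence interval 73.1% to 83.8%), against 68.4% of all 329. The odds ratio was 5.61, with a two-sided p of 7.53e-11 from Fisher's exact test (adjusted over 4 tests, 3.01e-10). Matched random draws shared 69.3% on average, and the two-sided permutation p was 0.0002, the smallest that 10000 draws allow. The 329 genes were chosen in part on the *H3.3* control libraries.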

Hatching rate analysis revealed that overexpression of HIRA, but not H3.3, caused a strong embryonic lethal phenotype (Fig. 4*D* and *SI Appendix*, Fig. S5 *C* and *D*). Immunostaining assays indicated that HIRA overexpression caused premature zygotic gene activation because RNA Pol II-Ser5p and H3K27ac signals were detected even early at NC5 and NC7, respectively (*SI Appendix*, Fig. S5 *E* and *F*). ChIP-seq analysis revealed that HIRA overexpression increased the accessibility of GAF at the early stage (*SI Appendix*, Fig. S5*G*). 

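The overexpression data comprise 12 libraries, 2 biological replicates each of wild-type embryos, embryos with maternal HIRA overexpression and embryos with maternal HIRA and dPCIF1 co-overexpression, at the 0.5 to 1 h and 1 to 1.5 h stages. They were processed like the libraries of the mislocalized dPCIF1 mutant. Between 16886218 and 28700431 counts per library fell on genes (median 22286000), and 8974 genes were tested, 327 of them rising genes on both lists. *Hira* went from 164 ± 1.53 CPM in wild-type to 2347 ± 19.1 CPM in HIRA overexpression embryos at the 0.5 to 1 h stage (log2 fold change 3.84, SE 0.0325), and from 147 ± 3.12 CPM to 1776 ± 35.7 CPM at the 1 to 1.5 h stage (3.597, SE 0.0327). The adjusted p for *Hira* was 7.69e-24 and 2.88e-23 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

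At the 0.5 to 1 h stage, 214 of the 327 rising genes (65.4%) were called higher under HIRA overexpression and 12 lower. The median log2 fold change was 1.54 (quartiles 0.81 and 2.31; adjusted p = 4.00e-10, limma's camera test), between 1.31 and 1.40 over 4 of 4 library pairs and 1.52 with 21 floor genes at their bounds. At the 1 to 1.5 h stage, 273 (83.5%) were called higher, 86 of 95 early and 187 of 232 late rising genes. Only *Spn28Da* was called lower, named after its value was seen. The median was 1.44 (quartiles 1.16 and 1.74; adjusted p = 1.28e-11, limma's camera test), between 1.36 and 1.41 over 4 of 4 library pairs. Among all tested genes, 1552 were called higher and 625 lower. The median of falling minus that of stable maternal genes was −0.42, so a collection older than its control remains a candidate explanation here as well.

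The largest increases at the 1 to 1.5 h stage among rising genes that reached 5 CPM were in *CG16886* from 0.218 ± 0.0720 CPM to 6.88 ± 0.421 CPM (4.92, SE 0.300), *roX2* from 0.847 ± 0.375 CPM to 5.11 ± 0.150 CPM (2.63, SE 0.262) and *CG5096* from 1.67 ± 0.394 CPM to 9.08 ± 0.618 CPM (2.47, SE 0.172), with the log2 fold change in brackets. They lie on 2L, X and 2L. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 2.84e-11 for *CG16886*, 3.96e-08 for *roX2* and 2.03e-10 for *CG5096*.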

RNA-seq analysis revealed that HIRA overexpression up-regulated 580 zygotic genes, including 47 minor-wave genes and 533 major-wave genes, at the 1 to 1.5 h stage (Fig. 4*E*). Among them, while a few genes were Zelda targets, 297 genes were GAF targets. These findings emphasize the critical role of HIRA in coordination with pioneer factors to regulate ZGA. To examine whether the phenotype induced by HIRA overexpression was partly attributed to bypassing endogenous dPCIF1 activity, we co-overexpressed dPCIF1 with HIRA in early embryos and found that overexpressed dPCIF1 significantly suppressed the embryonic lethal phenotype induced by HIRA overexpression (Fig. 4*F* and *SI Appendix*, Fig. S5*H*). Importantly, by analyzing RNA-seq datasets, we found that co-overexpression of dPCIF1 with HIRA recovered the expression of 78% (454/580) of up-regulated genes to the levels observed in wild-type embryos at the 1 to 1.5 h stage (Fig. 4*G* and *SI Appendix*, Fig. S5*I*). Among them, 243 genes were GAF targets. Collectively, these results support that dPCIF1 functions as a surveillance factor to facilitate HIRA establishing orderly ZGA by restricting premature activation of GAF.

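In co-overexpression embryos at the 1 to 1.5 h stage, *CG11399* measured 2709 ± 8.88 CPM against 416 ± 3.81 CPM in wild-type embryos (log2 fold change 2.70), and *Hira* measured 2013 ± 25.5 CPM (log2 fold change 3.78). Between co-overexpression and HIRA overexpression, the log2 fold change of *Hira* was 0.18. The adjusted p against wild type was 4.08e-22 for *CG11399* and 1.32e-23 for *Hira* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

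Of the 327 rising genes, 34 were called higher and 77 lower than in wild type under co-overexpression. Their median log2 fold change was −0.09 (quartiles −0.96 and 0.61; adjusted p = 0.252, limma's camera test), above 0 in 1 of 4 library pairs, from −0.23 to 0.00. Without co-overexpression replicate 1 it was −0.19, and without wild-type replicate 2 it was −0.04. The sign changed to 0.09 with genes under 1 CPM at 0.5 to 1 h and to 0.34 with genes of at least 20 CPM at 2.5 to 3 h. Under limma's fry test, −0.09 passed the threshold.

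Of the 273 genes called higher under HIRA overexpression, 240 (87.9%; 95% confidence interval 83.4% to 91.5%) were not called higher under co-overexpression, and 33 still were. Of the 240, 55 were called lower than wild type. DESeq2 on the 2 groups moved the share most, to 95.4%, and adjusted p alone gave 81.3%. The median of the 273 genes was 1.51 under HIRA overexpression and 0.02 under co-overexpression. A gene can also miss the threshold by noise, so 100 groups of 2 libraries were simulated. Drawn at wild-type levels, 100% of genes were not called higher, and drawn at HIRA overexpression levels, 5.49% on average (3.28% to 8.06%). Both fold changes share the wild-type libraries, and across all tested genes they correlated at 0.21. Groups simulated at wild-type levels gave −0.11 on average (−0.17 to −0.06). They were drawn around the same wild-type libraries with which they were compared. These simulated values therefore cannot show how much of 0.21 comes from the shared control.

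Compared directly with HIRA overexpression, 246 of the 327 rising genes (75.2%) were called lower under co-overexpression, among them 211 of the 273 (77.3%). The median was −1.48 (quartiles −2.20 and −1.01; adjusted p = 2.69e-16, limma's camera test), negative in 4 of 4 library pairs, from −1.48 to −1.36. In this contrast, *lmd* (3R) went from 15.2 ± 0.141 CPM to 0.251 ± 0.0122 CPM (log2 fold change −5.88), *pip* (3L) from 8.89 ± 0.887 CPM to 0.190 ± 0.0978 CPM (−5.42), and *PPO2* (2R) was at least 37.0-fold lower. Of the rising genes that stayed above wild type and reached 5 CPM, *5-HT2A* (3R) had the largest log2 fold change, 2.00, from 1.26 ± 0.124 CPM to 5.03 ± 0.702 CPM, followed by *CG42762* (2L) at 1.13.

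The paper takes the return of these genes toward wild-type levels, together with the suppressed embryonic lethality, as support for dPCIF1 being a surveillance factor that restrains premature activation of GAF while HIRA establishes an orderly ZGA.

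**Figure D3:**
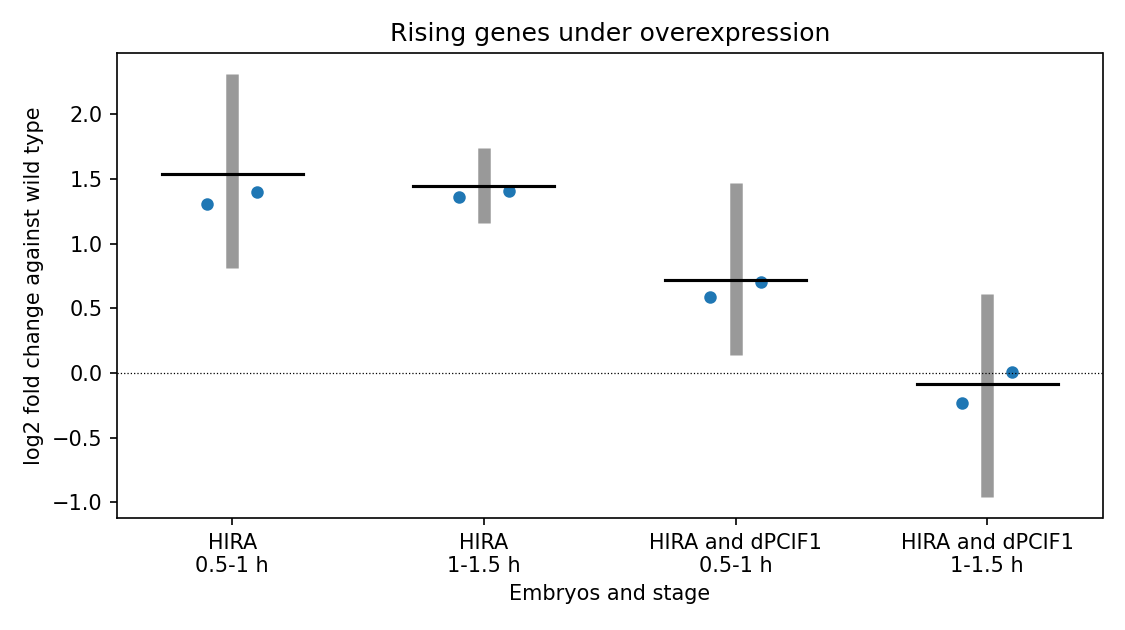
Log2 fold change of rising genes against wild type (y axis) under HIRA overexpression and under HIRA and dPCIF1 co-overexpression at the 0.5 to 1 h and 1 to 1.5 h stages (x axis). Gray bars span the quartiles over genes, black lines mark the median, and blue points mark the lowest and highest of the 4 library-pair medians, which reach 0 only under co-overexpression at the later stage.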

**Fig. 4.**
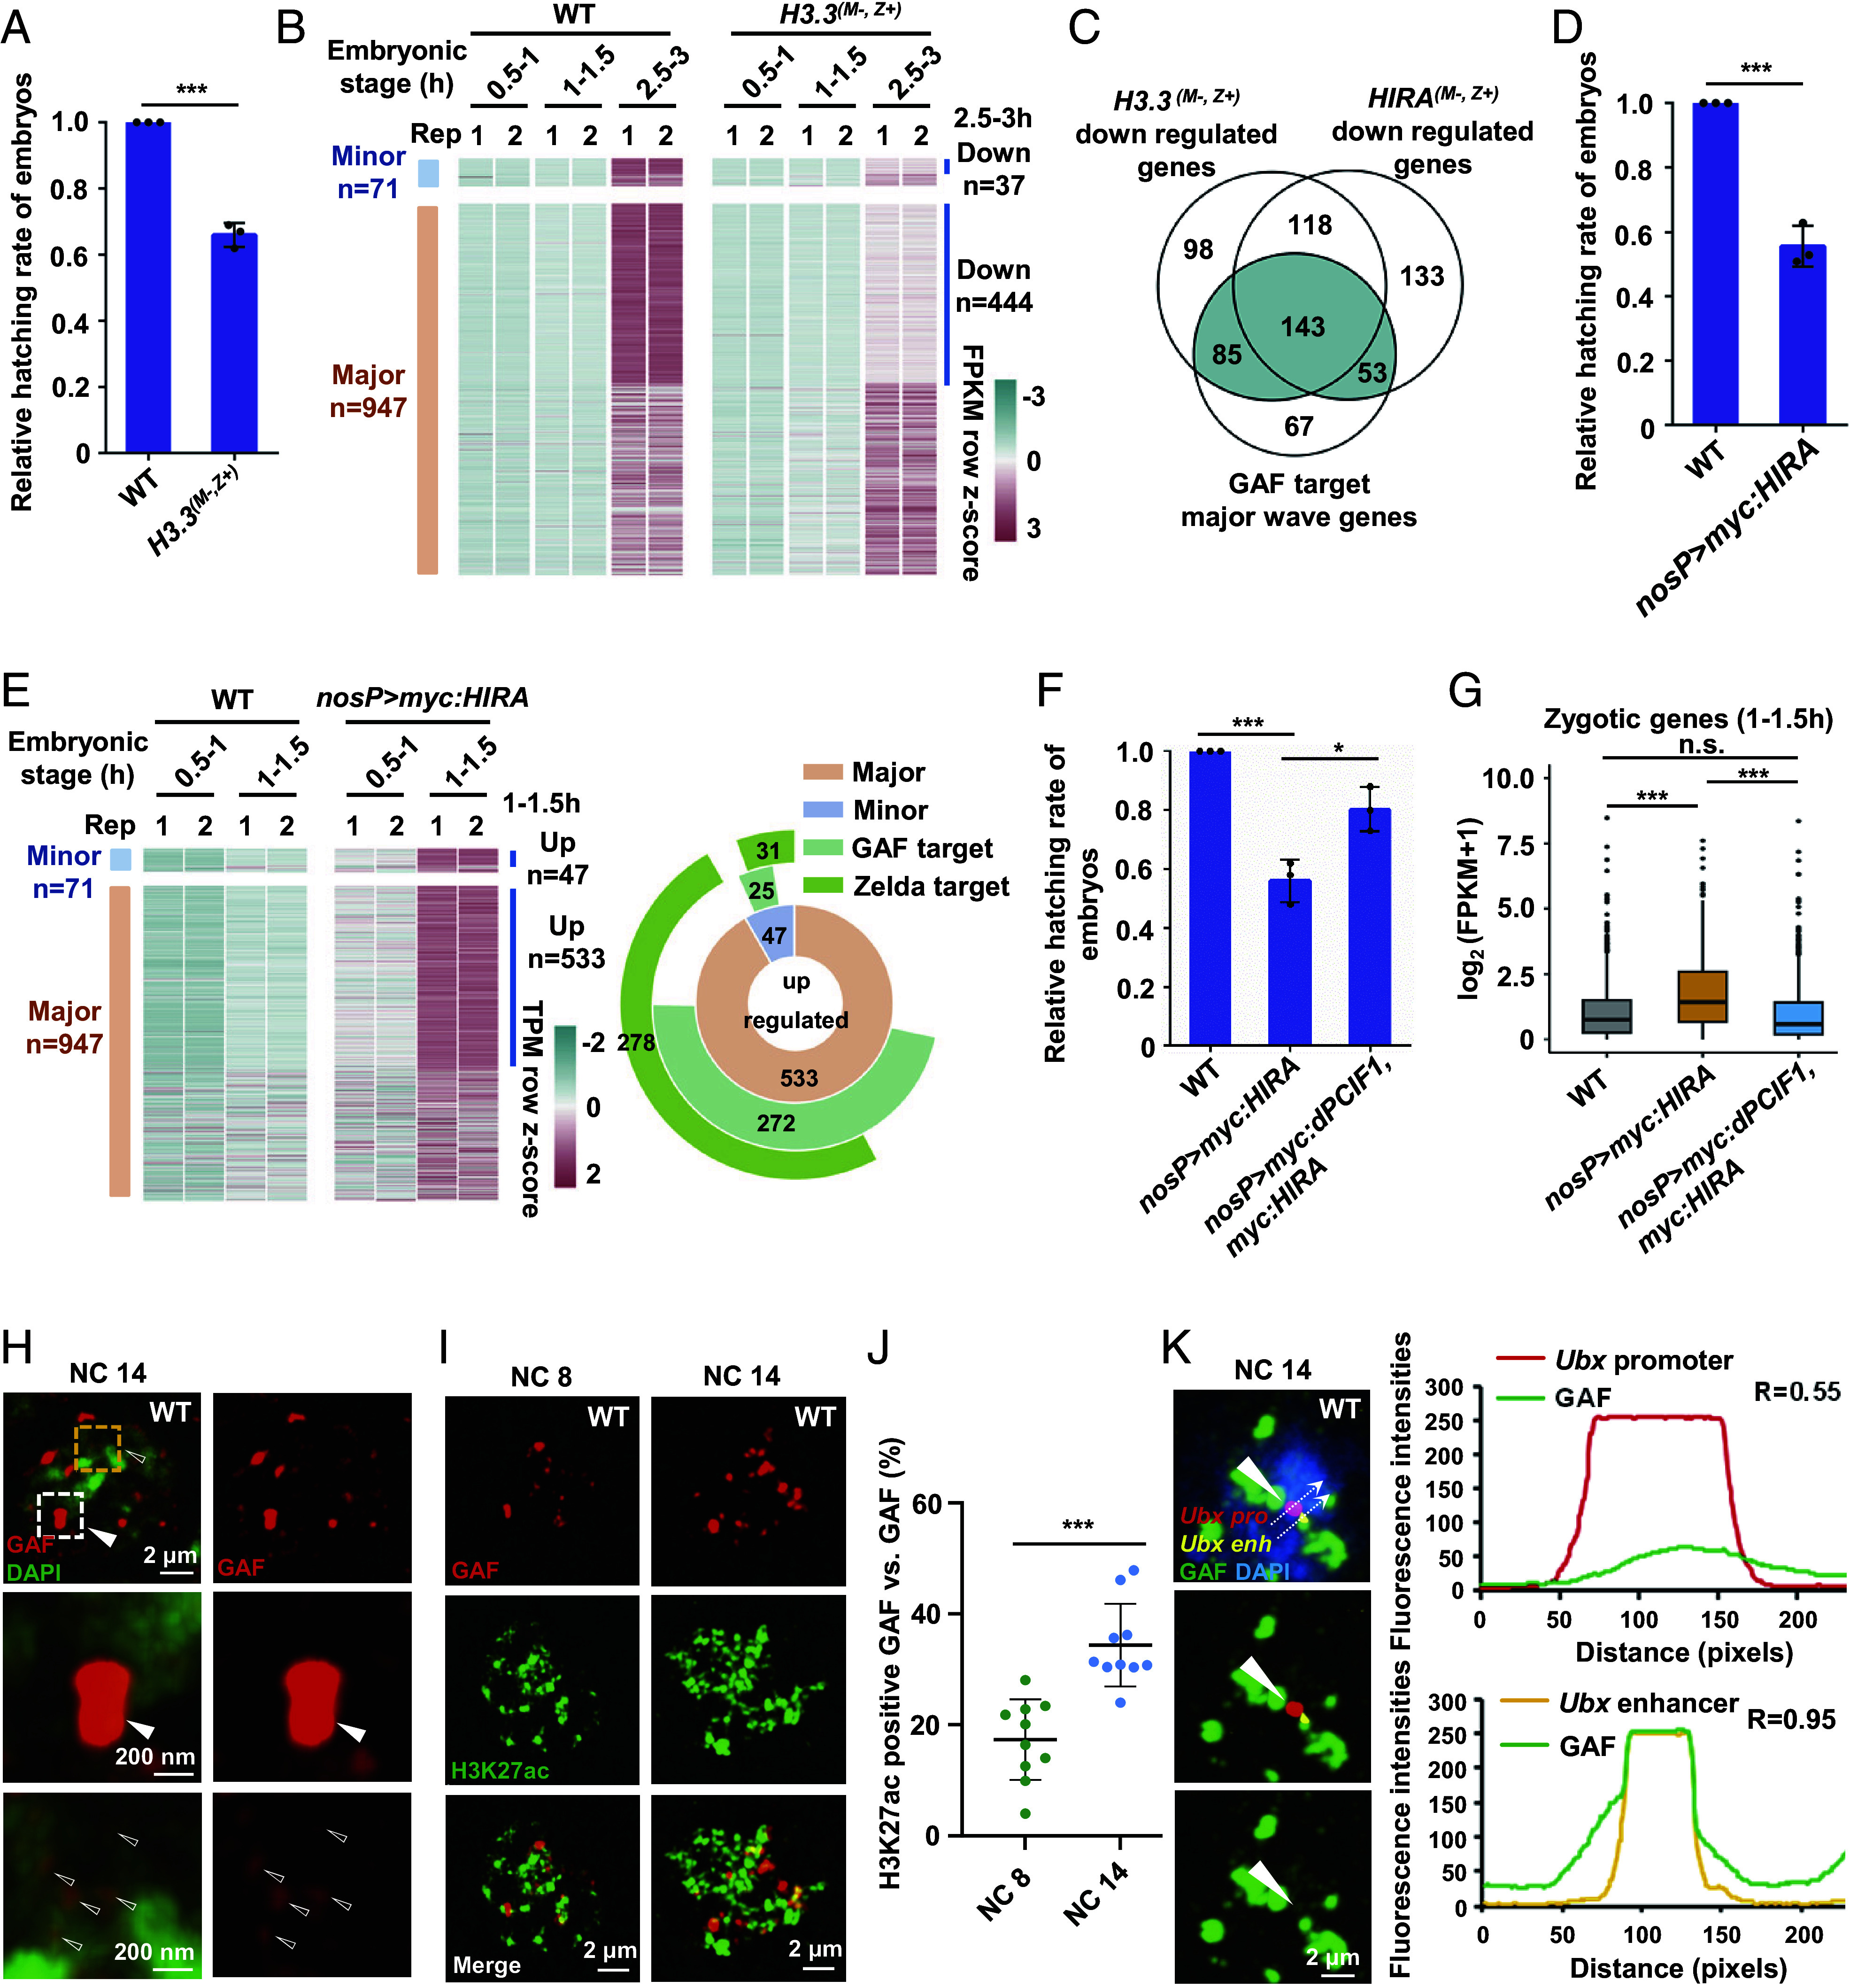
HIRA and H3.3 coordinate to establish the totipotent state of early chromatin. (*A*) Bar plot showing the relative hatching rate of *H3.3* maternal mutant embryos. (*B*) Heatmap showing expression of minor and major wave zygotic genes in wild-type and *H3.3* maternal mutant embryos at three different stages. (*C*) Venn diagram showing overlapping of three gene categories. (*D*) Bar plot showing the relative hatching rate of maternal overexpressed HIRA embryos. (*E*) *Left* panel, heatmap showing expression of minor and major wave zygotic transcripts in wild-type and maternal overexpressed HIRA embryos at two different stages. *Right* panel, Venn pie chart displaying the overlapping of four gene groups. (*F*) Bar plot showing the relative hatching rate of embryos with indicated genotypes. (*G*) Box plot showing the expression levels of zygotic genes in indicated samples. (*H*) Immunostaining showing that GAF can form two types of cellular granules, large-sized granules (indicated by the white dotted box) with strong GAF signal and small-sized granules (indicated by the yellow dotted box). (Scale bars, as indicated.) (*I*) Immunostaining showing colocalization of GAF and H3K27ac signals in wild-type embryos at indicated stages. (Scale bars, 2 μm.) (*J*) Scatter plot showing that the percentage of GAF granules were positive for H3K27ac in (*I*). (*K*) Immunostaining combined with DNA-FISH showing that *Ubx* enhancer and promoter were simultaneously overlapped with GAF signals. The *Right* panel shows the Pearson’s correlation coefficients of GAF and the *Ubx* regions. Error bars indicate mean ± SD (n = 3). *P < 0.05, ***P < 0.001, n.s., not significant.

### Nucleosome Binding Promotes Condensation of GAF that Contributes to ZGA.

As a pioneer factor, GAF harbors a BTB domain, a DNA-binding domain (DBD) domain, and an intrinsically disordered low complexity sequence (LC) at its C-terminal region, including a polyQ sequence (*SI Appendix*, Fig. S6*A*) (41, 42). Consistent with the findings from previous studies (43, 44), our co-IP analysis showed that the BTB domain, but not the DBD domain or the polyQ domain, is important for self-interaction of GAF (*SI Appendix*, Fig. S6*B*). Similar to many transcription factors, pioneer factors bind directly to DNA through their DBD domain. However, DBDs in some pioneer factors also bind to nucleosomes with high affinity (45–47). As shown by co-IP assays, GAF was associated with histone proteins with relatively high affinity through its DBD (*SI Appendix*, Fig. S6 *C*–*F*), indicating that GAF binds to nucleosomes. To search for evidence that GAF directly interacts with nucleosomes, we purified bacterially expressed H2A, H2B, H3 (or H3.3), and H4 proteins and used these histone proteins together with double-stranded DNA containing the GAF-binding motif to prepare two types of nucleosome core particles containing H3 (NCP(H3)) or containing H3.3 (NCP(H3.3)) (*SI Appendix*, Fig. S7 *A*–*C*). In vitro pull-down assays showed that GST-GAF, but not GST-GAF^del-DBD^ (a mutant form of GAF lacking its DBD), directly pulled down nucleosomes (*SI Appendix*, Fig. S7*D*), suggesting that GAF binds to nucleosomes directly through its DBD. Next, we determined whether binding to nucleosomes affects the behavior of GAF and thus performed in vitro phase separation assays. As shown in *SI Appendix*, Fig. S7*E*, GAF alone or GAF in combination with free histone proteins were evenly distributed in solution at a physiological salt concentration (150 mM NaCl). However, in the presence of nucleosomes, GAF unexpectedly began to condense with nucleosomes to form protein droplets (2.4 µm diameter) (*SI Appendix*, Fig. S7*F*). Of note, deletion of BTB or DBD markedly affected the cophase separation of GAF with nucleosomes (*SI Appendix*, Fig. S7 *F* and *G*). By carrying out semidenaturing detergent agarose gel electrophoresis analysis (48), which detects prion-like protein aggregates, we found that the strongest oligomer signals of GAF were detected in solution in the presence of nucleosomes (*SI Appendix*, Fig. S7*H*), suggesting that nucleosomes promote GAF to condensate into high molecular weight oligomers. Consistent with its phase separation behavior, GAF lacking BTB or DBD domain markedly reduced the formation of high molecular weight oligomers (*SI Appendix*, Fig. S7*I*). Next, we used anti-GAF antibody to carry out immunostaining assays in wild-type embryos at early stages using a confocal microscope with Airyscan 2 superresolution. As shown in Fig. 4*H*, we found that GAF formed two types of cellular granules: large-sized granules (200 to 400 nm diameter) with strong GAF signal and small-sized granules (~100 nm diameter) with relatively weak GAF signal in early embryos. A previous study reported that GAF granules are involved in establishing heterochromatin during development (41). Consistent with this, immunostaining combined with DNA-FISH assays showed that most large-sized granules were associated with the (AAGAG)_7_ repeats signal (*SI Appendix*, Fig. S7*J*). Because GAF is essential for ZGA, we determined whether GAF granules are also associated with active zygotic genes. We performed further immunostaining assays to examine whether GAF granules overlapped with an active histone marker using anti-GAF and anti-H3K27ac antibodies. As shown in Fig. 4 *I* and *J*, at the early (1 to 1.5 h) embryonic stage, only a very small proportion of GAF granules harbored H3K27ac-positive signals, but at the later (2 to 3 h) stage, a large portion of small-sized GAF granules and some large-sized granules showed H3K27ac-positive signals, indicating that at least, a subtype of GAF granules associate with active zygotic genes. Next, we analyzed dPCIF1 ChIP-seq datasets and GAF ChIP-seq datasets from wild-type and *dPCIF1* maternal mutant embryos and identified 272 GAF-regulated zygotic genes that were also targeted by dPCIF1 (*SI Appendix*, Fig. S7*K*). These genes included well-known target genes of GAF, such as *Ubx* and *Abd-B*. To determine whether GAF granules associate with target genes at promoter regions at NC14, we performed DNA-FISH combined with immunostaining assays. As shown in *SI Appendix*, Fig. S7*L*, GAF granules could be overlapped with FISH signals targeting the promoter regions of *Ubx* and *Abd-B* genes. Moreover, as expected, the enhancer and promoter of *Ubx* could be simultaneously overlapped with GAF signals (Fig. 4*K*). These findings provide a direct line of evidence showing that GAF granules can associate with active zygotic genes.

### HIRA and dPCIF1 Coordinately Determine the Phase Separation Behavior and Function of GAF in Early Embryos.

Because GAF activates major-wave zygotic gene expression by interaction with HIRA, which is restricted by dPCIF1 at the early stage, we next explored the biochemical and biophysical behaviors of these three proteins on early chromatin. Double immunostaining assays using anti-GAF and anti-HIRA antibodies showed that ~46% of GAF granules were positive for HIRA (Fig. 5 *A* and *B*), as calculated by IMARIS9.0.1 software. However, in mislocalized dPCIF1 mutant embryos, ~68% of GAF granules were positive for HIRA, and the size of these GAF granules was greatly increased to 400 to 700 nm in diameter (Fig. 5 *A* and *B*). These findings suggest that the behavior of GAF granules is highly dynamic and likely regulated by dPCIF1 in early embryos.

**Fig. 5.**
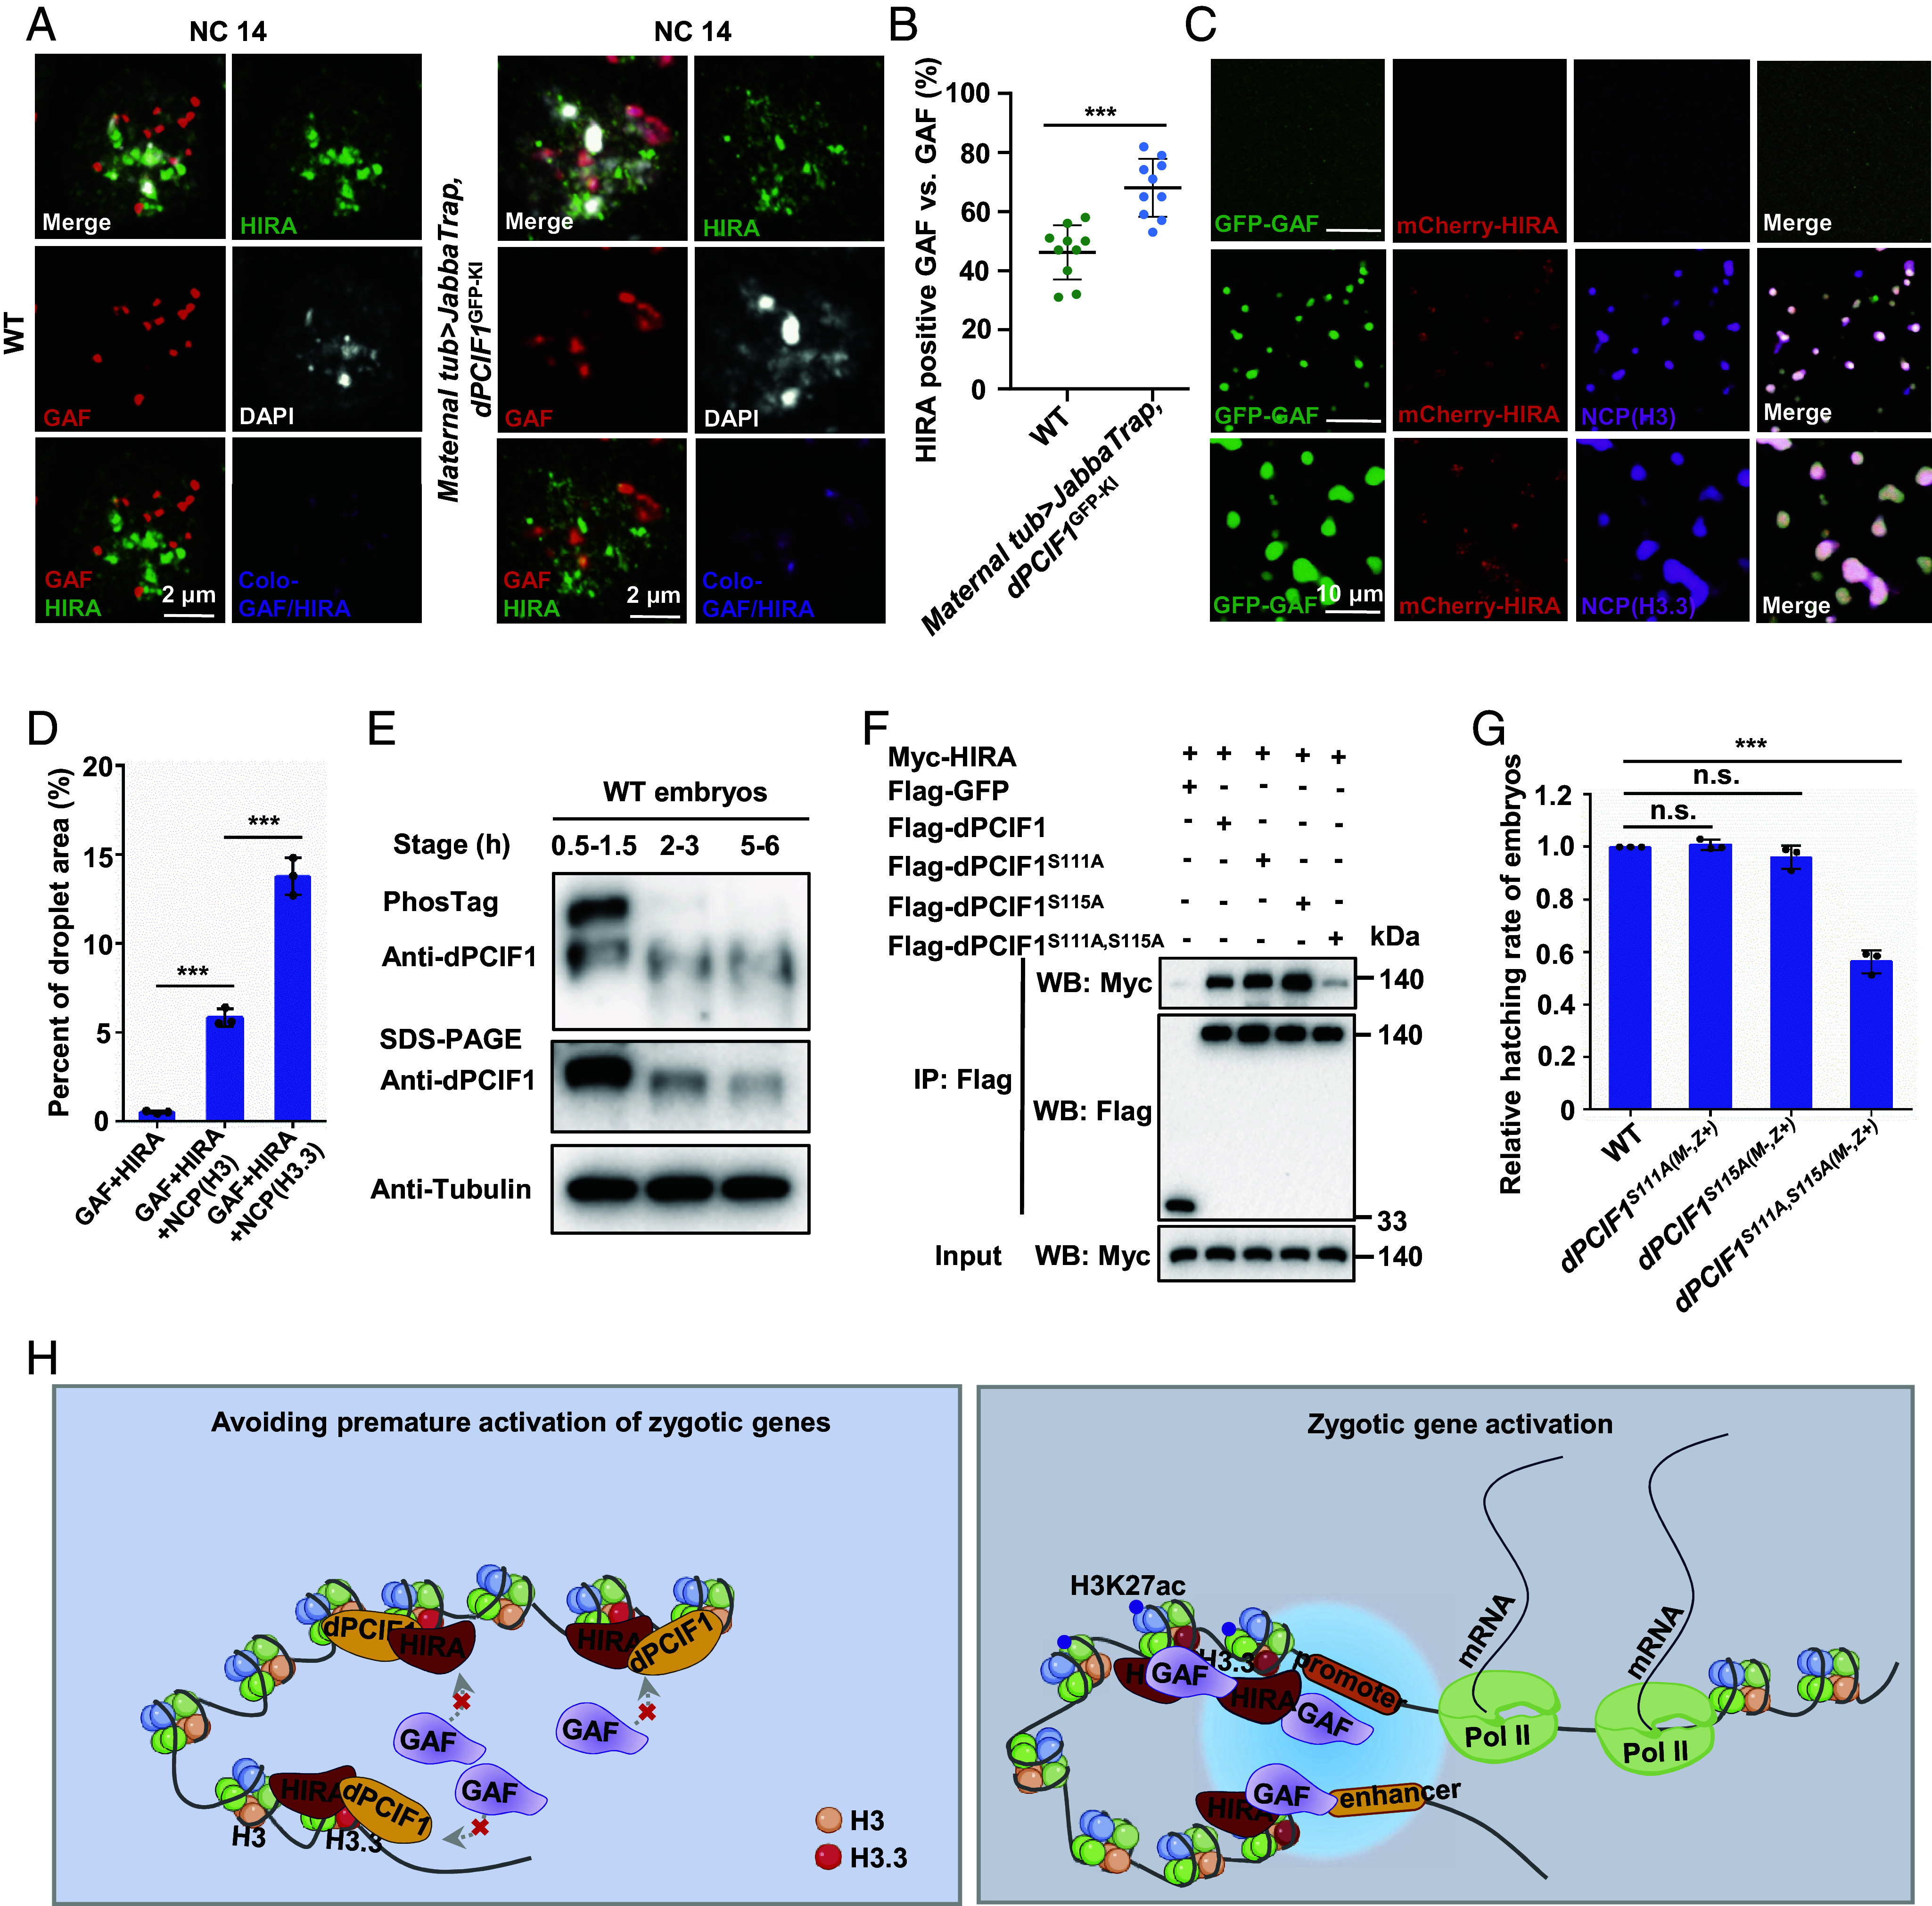
HIRA and dPCIF1 coordinately determine the phase separation and function of GAF in early embryos. (*A*) Immunostaining showing the colocalization of GAF and HIRA in wild-type and mislocalized dPCIF1 mutant embryos. (Scale bars, 2 μm.) (*B*) Scatter plot showing that the percentage of GAF granules were positive for HIRA in (*A*). (*C*) Droplet formation assays for GFP-GAF (1 mg/mL) mixed with mCherry-HIRA (1 mg/mL) and NCP(H3 or H3.3) (0.1 μM). (Scale bars, 10 μm.) (*D*) The quantitative area of green droplet signal in (*C*). (*E*) Phos-tag gel electrophoresis assay showing the phosphorylated dPCIF1 proteins. (*F*) Co-IP showing the interaction of Myc-HIRA with Flag-tagged wild-type and mutant dPCIF1 in S2 cells. (*G*) Bar plot showing the relative hatching rate of embryos with indicated genotypes. (*H*) Model for dPCIF1 competitively binds to HIRA to antagonize the GAF–HIRA function, allowing orderly ZGA. Error bars indicate mean ± SD (n = 3). ***P < 0.001, n.s., not significant.

To understand the biophysical properties of GAF granules regulated by HIRA and dPCIF1, we carried out further in vitro phase separation assays. As mentioned above, GAF and NCP(H3) or NCP(H3.3) form phase-separated droplets (average 2 µm diameter) (*SI Appendix*, Fig. S8 *A* and *B*). Interestingly, in the presence of HIRA protein together with NCP(H3.3), but not NCP(H3), GAF formed larger droplets (average 5 µm diameter) (Fig. 5 *C* and *D*), suggesting that HIRA promotes phase separation of GAF with NCP(H3.3), but not NCP(H3). To examine how HIRA affects the phase separation of GAF with NCP(H3.3), we performed domain-mapping experiments by generating numerous deletion mutants of HIRA and GAF. As shown by co-IP assays, the BTB domain was essential for GAF to associate with HIRA, while the N-terminal region (1 to 400 aa), HIRA^N^, was critical for HIRA to associate with GAF (*SI Appendix*, Fig. S8 *C*–*E*). Interestingly, deletions of the BTB domain in GAF or deletion of the N-terminal region in HIRA appeared to suppress the phase separation process (*SI Appendix*, Fig. S8 *F*–*I*), suggesting that the interaction between HIRA and GAF is essential to drive their cophase separation. Moreover, deletion of the DBD in GAF completely abolished its phase separation with NCP(H3.3), even in the presence of HIRA (*SI Appendix*, Fig. S8 *F* and *G*). Of note, deletion of polyQ did not apparently affect GAF cophase separation with HIRA and NCP(H3.3), suggesting that this intrinsically disordered LC region is not a driver for phase separation in the context of GAF-HIRA-NCP(H3.3). To investigate whether dPCIF1 affects HIRA-mediated phase separation of GAF-NCP(H3.3), we mixed dPCIF1, GAF, HIRA, and NCP(H3.3) together in solution and found that addition of dPCIF1 significantly inhibited HIRA-mediated phase separation of GAF-NCP(H3.3) (*SI Appendix*, Fig. S8 *J* and *K*).

We next reanalyzed the pattern of the dPCIF1 protein at various stages and found that dPCIF1 had a larger band at the 0.5 to 1.5 h stage than that at the later stage (Fig. 1*A*). To examine whether dPCIF1 was phosphorylated, we performed Phos-tag gel electrophoresis to separate potentially phosphorylated forms of dPCIF1. As shown in Fig. 5*E* and *SI Appendix*, Fig. S8*L*, dPCIF1 was indeed phosphorylated at the early stage because lambda phosphatase treatment abolished the shift band. To identify the site(s) of dPCIF1 phosphorylation, we used the 0.5 to 01.5 h embryos to perform phosphor-proteomics by mass spectroscopy and identified the Ser-111 as a phosphorylation site and the Ser-115 as a potential phosphorylation site (*SI Appendix*, Fig. S8*M*). To determine whether dPCIF1 phosphorylation affects its interaction with HIRA, we generated several mutant forms of dPCIF1, dPCIF1^S111A^, dPCIF1^S115A^, and dPCIF1^S111A, S115A^, which mimicked unphosphorylated forms of dPCIF1 (*SI Appendix*, Fig. S8*N*), respectively. Co-IP showed that double mutation of S111 and S115 to A, but not single mutation of S111 or S115 to A, markedly reduced the HIRA–dPCIF1 interaction (Fig. 5*F*), suggesting that phosphorylation is important for dPCIF1 to target HIRA. To assess the biological function of dPCIF1 phosphorylation, we mutated S111 and/or S115 sites to A by generating three knock-in strains using the CRISPR/Cas9 technique. By generating maternal mutant embryos, we found that mutation of the two sites, but not the single site, led to embryonic lethality (Fig. 5*G*). Further RNA-seq analysis revealed that mutation of the S111 and S115 sites to A led to premature activation of major-wave zygotic genes at the minor-wave stage (*SI Appendix*, Fig. S8*O*). These findings emphasize the importance of S111 and S115 sites in dPCIF1 in early embryos.

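This experiment has 8 libraries, with 2 biological replicates each of dPCIF1 S111A,S115A mutant and wild-type embryos at the 0.5 to 1 h and 1 to 1.5 h stages, processed like those of the mislocalized dPCIF1 mutant. Between 16226196 and 23237878 counts per library fell on genes (median 20890369), and 8746 genes were tested, 328 of them rising genes on both lists. *CG11399* RNA went from 393 ± 6.40 CPM in wild-type to 77.6 ± 1.35 CPM in mutant embryos at the 0.5 to 1 h stage (log2 fold change −2.34, 5.07-fold lower) and from 395 ± 11.6 CPM to 76.4 ± 2.44 CPM at the 1 to 1.5 h stage (−2.37, 5.17-fold lower). The adjusted p for *CG11399* was 1.38e-12 and 7.73e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mutant thus carried less *CG11399* RNA besides the changed residues.

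In the 0.5 to 1 h libraries, 42 of the 328 rising genes (12.8%) were called higher and 19 lower. The median log2 fold change was 0.16 (quartiles −0.44 and 0.63; adjusted p = 0.107, limma's camera test), above 0 in 4 of 4 library pairs, from 0.06 to 0.15. Without wild-type replicate 2 it was 0.10. With genes on either rising list, the median was 0.27 and passed the camera test.

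In the 1 to 1.5 h libraries, 142 rising genes (43.3%) were called higher and 12 lower. Those higher comprised 48 of 95 early and 94 of 233 late rising genes. The median was 0.89 (quartiles 0.41 and 1.52; adjusted p = 7.80e-10, limma's camera test), between 0.74 and 0.95 over 4 of 4 library pairs. Falling minus stable maternal genes gave −0.17, so a mutant collection older than its control remains a candidate explanation. The largest increases among rising genes that reached 5 CPM were in *rols* from 0.211 ± 0.0298 CPM to 7.34 ± 0.315 CPM (5.09, SE 0.276), *zye* from 0.422 ± 0.0597 CPM to 6.40 ± 1.09 CPM (3.91, SE 0.281) and *lmd* from 0.462 ± 0.25 CPM to 5.36 ± 0.604 CPM (3.57, SE 0.332), with the log2 fold change in brackets. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 1.11e-08 for *rols*, 1.49e-07 for *zye* and 1.73e-06 for *lmd*.

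From this activation and the defects of the mutant embryos, the paper states that the S111 and S115 sites of dPCIF1 are important in early embryos.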

## Discussion

In *Drosophila*, while the pioneer factor Zelda is primarily responsible for initiating the earliest zygotic gene activation, GAF plays a crucial role in driving widespread zygotic transcription, thereby ensuring correct ZGA and successful embryo development. Despite both maternal Zelda and GAF being highly expressed in the earliest stages, GAF performs its major functions at a relatively later stage, suggesting an uncharacterized surveillance mechanism that prevents GAF from prematurely accessing early chromatin. In this study, we present evidence supporting a working model that explains how the coordination between pioneer factors Zelda and GAF ensures the activation of the zygotic genome at the correct time and within the proper spatial context. According to this model, the GAF accesses chromatin by directly interacting with HIRA to activate major-wave zygotic genes, while dPCIF1 acts as a surveillance factor to prevent premature ZGA by competitively binding to HIRA and restricting GAF to access onto early chromatin (Fig. 5*H*). Our study thus reveals that the H3.3-specific chaperone plays a role in establishing totipotent-state chromatin, enabling orderly ZGA in early embryos.

Early embryogenesis is a highly robust process that requires precise regulation, suggesting that additional factors may assist pioneer factors in binding to their motifs on nucleosomes. In this study, we show that HIRA serves as one such factor in *Drosophila* early embryos, contributing to the establishment of totipotent chromatin. It has been documented that HIRA plays an important role in the formation of the diploid zygote (25), and depletion of maternal HIRA results in embryonic lethality. Therefore, it is critical to investigate whether HIRA also plays a role in ZGA, beyond its established function in diploid zygote formation. Our study provides several lines of evidence supporting the involvement of HIRA in the regulation of ZGA. First, ChIP-seq analysis revealed that the genome-wide distribution of HIRA on early chromatin exhibited a DNA sequence-specific pattern. Second, biochemical results indicated that GAF directly binds to HIRA and H3.3 in a domain-dependent manner, and this interaction facilitates GAF binding to H3.3-containing nucleosomes. Third, maternal loss of HIRA reduced chromatin accessibility for GAF, leading to the inactivation of global zygotic gene expression. Fourth, maternal overexpression of HIRA increased chromatin accessibility for GAF, and enhancing GAF target gene expression at the early stage. Finally, loss of maternal H3.3 leads to an abnormal ZGA pattern with reduced GAF target gene expression and an embryonic lethal phenotype. These findings support that, in addition to its established role in forming the diploid zygote, HIRA promotes GAF’s loading onto chromatin. Recent studies have reported that HIRA plays a role in regulating transcriptional programs in other biological systems (49, 50). Given the conservation of HIRA during evolution, we speculate that HIRA-mediated regulation of ZGA may be shared among metazoans.

Fractionation assays showed that GAF displayed a dynamic pattern on chromatin, with low levels at the early stage but high levels at the late stage in embryos. The dynamics of GAF on chromatin might explain why it acts as a maternal pioneer factor but conducts its function at the major-wave stage. In this study, we also found that dPCIF1 is bound to the N-terminal region of HIRA. This binding appeared to reduce the interaction between GAF and HIRA in a competitive manner, thereby restricting premature activity of GAF at the early stage. Interestingly, maternal dPCIF1 has a short half-life in early embryos, and its rapid degradation at the late stage is undoubtedly important for orderly ZGA. Our data suggest that 111-Ser and 115-Ser sites in dPCIF1 are important for its protein stability, indicating an uncharacterized mechanism responsible for this regulation is critical for normal ZGA. Nevertheless, it would be interesting to address this important issue in the future.

## Materials and Methods

In this study, LC–MS/MS was used to identify interacting protein and map the phosphorylation sites, ATAC-seq was used to investigate accessible chromatin, in vitro phase separation assays was employed to analyze the biophysical properties of GAF granules. Details of the experiments, e.g., embryo preparation, immunoprecipitation and western blot, fractionation of embryo chromatin, library sequencing, and data analysis, are described in *SI Appendix*, *Materials and Methods*.

## Supplementary Material

Appendix 01

## Data Availability

The raw sequencing data reported in this paper have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series (GSE253765) (51). The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the iProX partner repository with the dataset identifier PXD048659 (52). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: HIRA and dPCIF1 coordinately establish totipotent chromatin and control orderly ZGA in Drosophila embryos
**Source:** Proc Natl Acad Sci U S A. 2024 Nov 14;121(47):e2410261121. doi: 10.1073/pnas.2410261121
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**HIRA and dPCIF1 coordinately establish totipotent chromatin  
and control orderly ZGA in *Drosophila* embryos**

Guoqiang Zhang<sup>a, 1</sup>, Yaqi Miao<sup>a, 1</sup>, Yuan Song<sup>b, c, 1</sup>, Liangliang Wang<sup>a, 1</sup>, Yawei Li<sup>a</sup>, Yuanxiang Zhu<sup>a</sup>, Wenxin Zhang<sup>a</sup>, Qinmiao Sun<sup>b, c, d, 2</sup>, Dahua Chen<sup>a, e, 2</sup>

<sup>1</sup> These authors contributed equally to this work.

<sup>2</sup> Correspondence to:

**This PDF file includes:**

Supplementary Material and Methods

Figures S1 to S8

Tables S1 to S3

SI References

## Supplementary Material and Methods

### *Drosophila* strains

The fly stocks used in this study were maintained under standard culture conditions. The *Drosophila* *w*<sup>1118</sup> strain was employed for the collection of wild-type embryos and served as the host for P element-mediated transformations. The subsequent fly strains were generated as follows: (1) Mutant strains: *dPCIF1*<sup>1</sup>, *dPCIF1*<sup>2</sup>, *dPCIF1*<sup>S111A</sup>, *dPCIF1*<sup>S115A</sup>, *dPCIF1*<sup>S111A,S115A</sup>, *HIRA*<sup>1</sup>, *HIRA*<sup>2</sup>, *H3.3A*<sup>1</sup>, *H3.3A*<sup>2</sup>, *H3.3B*<sup>1</sup>, and *H3.3B*<sup>2</sup> mutant alleles were created using the previously described method (1). (2) Transgenic strains: This category includes P{*uas*p-*myc-dPCIF1*}, P{*uas*p-*myc-HIRA*}, P{*uas*p-*gfp-H3.3*}, and P{*uas*p-*VhhGFP4-jabba-VhhGFP4*}. (3) Knock-in strain: P{*dPCIF1*<sup>GFP-KI</sup>} is a knock-in strain where the GFP coding sequence was fused to the C-terminus of *dPCIF1*. Detailed information about the primers can be found in Table S1. Additionally, these lines were provided by the Bloomington *Drosophila* Stock Center (BDSC): (1) w[1118]; Df(3L)BSC563/TM6C, cu[1] Sb[1] (25721#); (2) w[\*]; P{w[+mC]=matalpha4-GAL-VP16}V37 (7063#).

### Embryo preparation

*Drosophila* embryo samples were collected using a previously established method (2). In summary, all flies were grown and lay eggs at 25°C. Well-fed flies were allowed to lay eggs in bottles, with each bottle covered by a petri dish containing agar gel and apple juice. The embryos were meticulously collected and inspected under light microscopes. Older embryos were identified and removed using the light microscope, after which the remaining embryos were cleaned with washing buffer (1xPBS) to prevent contamination. Subsequently, the samples were promptly used for follow-up experiments or frozen in liquid nitrogen and stored at -80°C.

### m6Am quantification by UHPLC-MRM-MS/MS

The NEBNext Poly(A) mRNA Magnetic Isolation Module Kit (E7490, New England Biolabs) was used to isolate the polyadenylated RNA from the embryos as described below. Initially, 100 ng of isolated mRNAs were digested using nuclease P1 in a 40 µl buffer containing 10 mM NH<sub>4</sub>OAc (pH 5.3) for a duration of 6 hours at 42°C. Following this, NH<sub>4</sub>HCO<sub>3</sub> and alkaline phosphatase were added, and the mixture was incubated for an additional 6 hours at 37°C. The resulting solution was then diluted with ddH<sub>2</sub>O to a final volume of 200 µl. Next, 10 µl of the diluted solution was subjected to LC-MS/MS analysis. Reverse phase ultra-performance liquid chromatography on a C18 column was employed to separate the nucleosides, which were subsequently detected using Waters TQ-XS QQQ triple quadrupole LC-MS in positive electrospray ionization mode. The quantification of nucleosides was based on the nucleoside to base ion mass transitions of 295.8-149.98 (m6Am) and 268-136 (A). To quantify the nucleosides, a standard curve was established using pure nucleoside standards that ran

alongside the samples in the same batch. The ratio of m6Am to A was calculated using the determined concentrations in three independent biological replicates.

### **Analysis of hatching rate**

Embryos were collected over a 24-hour period at 25°C, then separated from the adults and left to develop for an additional 36 hours. Subsequently, the number of unhatched embryos and larvae was tallied to determine the hatching rate. The relative hatching rate of embryos was calculated in three independent biological replicates.

### **RNA sequencing**

Total RNAs were isolated from hand selected embryos (50 embryos per replicate) of the indicated genotypes and stages in two biological replicates using TRIzol reagent. RNA samples (0.5 µg total RNA each) were first rRNA-depleted. The strand-specific libraries were made using VAHTS Universal V8 RNA-seq Library Prep Kit for MGI (NRM605, Vazyme) according to the manufacturer's instructions and sequenced using the MGISEQ-2000RS platform.

### **Antibody production**

The antibodies were generated by immunizing mice or rabbits with recombinant proteins that were produced in *Escherichia coli*. The recombinant proteins were used as follows: MBP-dPCIF1 (Amino acids 1-200 aa), GFP-dPCIF1<sup>FL</sup>, MBP-GAF (Amino acids 52-202 aa), MBP-HIRA (Amino acids 501-700 aa) and MBP-Zelda (Amino acids 351-721 aa).

### **Immunoprecipitation and western blot**

The embryos or S2 cells transfected with the plasmids were homogenized with lysis buffer (50 mM Tris-HCl, pH 7.4, 1 mM EDTA, 150 mM NaCl, 10% glycerol and 1% NP-40) with protease inhibitors. The supernatant was incubated with specific antibodies overnight at 4°C, and then Pierce<sup>TM</sup> protein A/G agarose (20422, Thermo Fisher), anti-GFP nanobody agarose (KTSM1301, AlpaLifeBio) or Flag beads (A2220, Sigma) were added and incubated for another 2 hours at 4°C. The beads were washed extensively with lysis buffer three times. The immunoprecipitates were eluted with SDS sample buffer and analyzed by western blot. Rabbit anti-dPCIF1 (1:100), anti-GFP beads and Flag beads were used for immunoprecipitation. Mouse anti-β-Tubulin (1:2000, CW0098M, CWBIO), mouse anti-dPCIF1 (1:1000), mouse anti-HIRA (1:1000), mouse anti-GAF (1:1000), mouse anti-Zelda (1:1000), rabbit anti-H3 (1:2000, ab176842, Abcam), rabbit anti-H4 (1:2000, ab177840, Abcam), rabbit anti-Myc (1:2000, 562, MBL), rabbit DDDDK-tag (1:2000, PM020, MBL), rabbit anti-RNA polymerase II-phospho S5 (1:5000, ab5131, Abcam) and rabbit anti-GFP (1:3000) were used for western blot. The

quantitation of band intensity was measured using ImageJ software from three biological replicates.

### **Fractionation of embryo chromatin**

60 mg (0.5–1.5 h) or 20 mg (2–3 h) embryos of indicated genotypes per replicate were hand selected, and dechorionated in 50% bleach for 5 minutes, fixed for 20 minutes in fixation buffer (50 mM HEPES, pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl and 1.8% formaldehyde), and then quenched with 125 mM glycine (final concentration) for 5 minutes at room temperature. Next, the embryos were resuspended in 4 ml buffer A (24 mM EDTA, pH 8.0, 75 mM NaCl and protease inhibitor cocktail). The resuspended embryos were transferred to a dounce tissue grinder and homogenized with loose strokes for 50 times. The homogenized mixture was then centrifuged at 1500 g for 10 minutes at 4°C. To maximally remove the cytosolic components, repeat the dounce homogenization and centrifugation steps again. The resulting pellet was washed twice with buffer A and collected as nuclear fractions. Next, the nuclear pellet was resuspended in 4 ml buffer B (10 mM Tris-HCl, pH 8.0, 0.2 mM EDTA, 0.1% Triton X-100 and protease inhibitor cocktail). It was homogenized with tight strokes for 50 times and centrifuged at 1500 g for 10 minutes at 4°C. The pellet was washed twice with 1 ml of buffer B and centrifuged at 12000 g for 10 minutes at 4°C. The pellet was resuspended in 1 ml of buffer C (10 mM Tris-HCl, pH 8.0, 0.2 mM EDTA and protease inhibitor cocktail) and added to the top of 11 ml buffer D (10 mM Tris-HCl, pH 8.0, 1.7 M sucrose and 0.2 mM EDTA). The chromatin was collected by centrifugation at 70000 g for 3 hours at 4°C. Finally, the chromatin was washed twice with 1 ml buffer B by centrifugation at 20000 g for 20 minutes at 4°C, and stored at -80°C for further use.

### **Recombinant protein expression and purification**

For the preparation of antibodies, *in vitro* binding assays, and phase separation assays, all recombinant proteins were expressed and purified from *Escherichia coli* BL21(DE3). In brief, an MBP, GST, or GFP tag was fused to the N-terminus of the target proteins in the constructs. BL21 cells were cultured in LB medium supplemented with 50 µg/ml kanamycin at 37°C until an optical density (OD<sub>600</sub>) of 0.6 was reached. The cells were then induced with 0.5 mM IPTG and incubated for 18 hours at 16°C. After harvesting the cells by centrifugation at 1500 g for 5 minutes at 4°C, they were resuspended in a lysis buffer (20 mM Tris-Cl, pH 8.0, 5 mM imidazole, 500 mM NaCl and 1% Triton X-100). The cells were lysed using sonication and centrifuged at 16000 g for 20 minutes. The supernatants were collected and purified using Ni Sepharose™ High-Performance beads. The beads were washed twice with wash buffer 1 (20 mM Tris-Cl, pH 8.0, 20 mM imidazole and 500 mM NaCl) and once with wash buffer 2 (20 mM Tris-Cl, pH 8.0, 50 mM imidazole and 500 mM NaCl). The recombinant proteins were eluted with an elution buffer (20 mM Tris-Cl, pH 8.0, 500 mM imidazole, 500 mM NaCl and 10% glycerol). All protein purification steps were performed at 4°C. The concentration of recombinant proteins was determined using a BCA Protein Assay Kit (23227, Thermo Fisher).

### ***In vitro* binding assay between recombinant proteins**

10 µg of recombinant His-GFP or His-GFP-dPCIF1 were incubated with Anti-GFP nanobody agarose in lysis buffer (50 mM Tris-HCl, pH 7.4, 1 mM EDTA, 150 mM NaCl, 10% glycerol and 1% NP-40) for 1 hour at 4°C. Following the incubation, the beads were washed three times with lysis buffer. The beads were then incubated with 10 µg of His-MBP-GAF for 2 hours, and again washed three times with lysis buffer at 4°C. The immunoprecipitated complexes were denatured with SDS-PAGE sample buffer, separated by SDS-PAGE, and subsequently analyzed by western blotting.

### **Identification of interacting proteins by mass spectrometry**

Embryos of the specified genotypes were harvested, and total lysates were prepared in three biological replicates using a lysis buffer containing 50 mM Tris-HCl (pH 7.4), 1% NP-40, 150 mM NaCl, 1 mM EDTA, 10% glycerol and protease inhibitors. Samples of the total lysates (10 mg of protein per sample) were then subjected to immunoprecipitation using either a rabbit anti-GFP antibody (1:100), a mouse anti-GAF antibody (1:100), or normal IgG, followed by overnight incubation at 4°C. The mixtures were subsequently incubated with Pierce™ protein A/G agarose for 4 hours at 4°C. After incubation, the beads were washed three times with lysis buffer at 4°C, and the complexes were eluted by incubating the beads at 95°C for 10 minutes.

For LC-MS/MS analysis, the eluted complexes were separated using 10% SDS-PAGE until a migration distance of 0.5–1 cm was achieved from the stacking gel. The gels were then lightly stained with Coomassie Brilliant Blue, excised, and subjected to tryptic digestion. The resulting tryptic peptides were analyzed using the Orbitrap Exploris 480 MS system (Thermo Scientific). The MS/MS data were processed using Thermo Proteome Discoverer (version 2.4.0.305), and the tandem mass spectra were searched against the UniProt-*Drosophila* database UP000000803 (22075 entries) to identify unique protein sequences. Proteins consistently identified in all three replicates were included in subsequent analyses. We utilized abundance ratios to identify significantly altered proteins. Proteins with more than a 1.8-fold increase (q-value < 0.05) in three biological replicates compared to control IgG were considered dPCIF1/GAF-associated proteins.

### **ChIP-seq sample processing, library preparation and sequencing**

50 mg embryos of indicated genotypes at the 0.5–1.5 hour stage per replicate (two biological replicates) were hand selected, dechorionated in 50% bleach for 5 minutes, fixed for 20 minutes in fixation buffer (50 mM HEPES, pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl and 1.8% formaldehyde), and then quenched with 125 mM glycine (final concentration) for 5 minutes at room temperature. Subsequently, the fixed samples were resuspended in cell lysis buffer (5 mM HEPES, pH 8.0, 85 mM KCl, 0.5% IGEPAL CA-630 and protease inhibitors) and homogenized in a dounce homogenizer on ice by applying 50 strokes with the tight-fitting pestle, followed by centrifugation at 2000 g for 5 minutes to pellet the nuclei at 4°C. The subsequent steps were performed using the Pierce Magnetic ChIP Kit (26157, Thermo Fisher) according to

the manufacturer's instructions. The following antibodies were used: mouse anti-dPCIF1 (1:100), mouse anti-GAF (1:100), mouse anti-Zelda (1:100), mouse anti-HIRA (1:100), rabbit anti-RNA polymerase II-phospho S5 (1:200, ab5131, Abcam). Sequencing libraries were generated using the VAHTS Universal DNA Library Prep Kit for MGI (NDM607, Vazyme), and high-throughput sequencing was performed using the MGISEQ-2000RS platform.

### **Embryo staining and fluorescence analysis**

For immunohistochemistry, embryos were fixed in a solution containing 4% formaldehyde and 0.3% Tween-20 in PBS for 30 minutes, followed by a 15-minute wash in PBT (0.3% Tween-20 in PBS). The fixed samples were then incubated overnight at 4°C with primary antibodies: mouse anti-dPCIF1 (1:1000), rabbit anti-RNA polymerase II-phospho S5 (1:2000, ab5131, Abcam), mouse anti-GAF (1:2000), rabbit anti-GAF (1:5000), mouse anti-HIRA (1:2000), or rabbit anti-H3K27ac (1:2000, C15410196, Diagenode). After incubation, the samples were washed three times and then incubated with the secondary antibody at room temperature for 2 hours, followed by three additional washes (10 minutes each) in PBT. Granule size was calculated using Imaris 9.0.1. Colocalization signals were assessed using the "Colocalization" module of Imaris 9.0.1, and the percentage of colocalization (% colocalization, or 'Intensity Weighted Overlap' statistic) was determined by calculating the percentage of summed pixel intensities of colocalization signals coinciding with GAF values above the threshold.

### **ATAC-seq sample processing, library preparation and sequencing**

200 (0.5–1.5 h) or 30 (2–3 h) embryos of indicated genotypes per replicate (two biological replicates) were hand selected, and dechorionated in 50% bleach for 5 minutes. Subsequently, the embryos were resuspended with ATAC-lysis buffer (10 mM Tris-HCl, pH 7.4, 3 mM MgCl<sub>2</sub>, 10 mM NaCl and 0.1% NP-40) and homogenized with a loose stroke 50 times, followed by centrifugation at 500 g for 5 minutes to pellet the nuclei at 4°C. The subsequent library preparation were performed using the TruePrep DNA Library Prep Kit for MGI (TDM501, Vazyme) according to the manufacturer's instructions, and high-throughput sequencing was performed using the MGISEQ-2000RS platform.

### **Octamer and nucleosome reconstitution**

Histone octamers were prepared essentially as previously described (3). Briefly, the Fly H2A, H2B, H3, H3.3 and H4 proteins were expressed in *E. coli* and purified by cation and anion exchange. Equal molar amounts of individual histones were dissolved from lyophilized pellets in unfolding buffer (20 mM Tris-HCl, pH 7.5, 6 M guanidine hydrochloride and 5 mM DTT), and dialyzed overnight against several buffer changes of refolding buffer (10 mM Tris-HCL, PH 7.5, 1 mM EDTA, 2 M NaCl and 5 mM 2-mercaptoethanol). Precipitates were removed by centrifugation and octamers were further purified through a size exclusion chromatography

column. Elution fractions were analyzed by SDS-PAGE. The nucleosome assembly was performed using the microscale reconstitution method as previously described (4). The sequence of the DNA template is as follow:

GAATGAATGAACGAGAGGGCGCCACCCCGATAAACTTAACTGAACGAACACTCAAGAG  
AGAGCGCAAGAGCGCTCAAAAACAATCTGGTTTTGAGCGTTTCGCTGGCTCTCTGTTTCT  
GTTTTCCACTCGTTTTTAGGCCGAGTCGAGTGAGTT. DNA were mixed with histone octamers at molar ratios of 1:1, and performed serial dilution using 10 mM Tris-HCl (pH 7.6).

### **SDD-AGE assay**

The indicated proteins were expressed in *E. coli* and purified as described above. The proteins were then diluted with loading buffer (0.5xTBE, 10% glycerol, 2% SDS, 0.0025% bromophenol blue) at room temperature for 30 minutes, and loaded onto a newly-prepared 1.5% agarose gel with 0.1% SDS. After electrophoresis in the running buffer (1xTBE and 0.1% SDS) for 40 minutes with a constant voltage of 100 V at 4°C, the proteins were transferred to Immobilon membrane BioTrace NT nitrocellulose for immunoblotting with indicated antibodies.

### **Phase separation assay**

The recombinant proteins were expressed and purified from *E. coli*. A glass bottom cell culture dish was utilized to generate the phase separation. For the nucleosome-dependent droplet-formation experiments, proteins were incubated with two types of nucleosomes containing NCP(H3) or NCP(H3.3) in the buffer (20 mM Tris-HCl, pH 7.4, 150 mM NaCl). Subsequently, the samples were immediately examined under Zeiss LSM 980 confocal microscopy, and images were captured at the indicated time points. The protein concentrations used in this experiment are specified in their figure legends. The percent of droplet area was calculated with the analyze particle tools in ImageJ from three replicates.

### **FISH probes prepare and DNA FISH**

FISH probes for the *Ubx* promoter, enhancer, and the *Abd-B* promoter were prepared using the FISH Tag™ DNA Multicolor Kit (26157, Thermo Fisher). Specifically, (AAGAG)<sub>7</sub> DNA probes tagged with 5'Quasar 670 dye were custom-manufactured by HIPPO Biotechnology Company. DNA FISH was performed as described in a previous study (5). Briefly, the embryos at different stages were dechorionated with 50% sodium hypochlorite and fixed with 4% formaldehyde in the presence of heptane. The embryos were sequentially dehydrated and rehydrated in methanol/PBT buffer. The embryos were then treated with RNaseA at the concentration of 100-200 ug/ml in PBT for 2 hours at room temperature. The embryos were further treated with pre-Hybridization Mixture (PHM: 50% formamide, 4xSSC, 100 mM NaH<sub>2</sub>PO<sub>4</sub>, pH 7.0 and 0.1% Tween-20). After that, the embryo genomic DNA were denatured in PHM at 80°C for 15 minutes and the probes were denatured at 85°C for 10 minutes in FISH Hybridization buffer (FHB: 10% dextranulfat, 50% deionized formamide, 2xSSC and 0.5 mg/ml Salmon Sperm DNA). Then

remove the PHM and add the probe without colling. DNA hybridization was performed at 37°C for 20 hours. Following hybridization, embryos were washed with Formamide/SSC and Formamide/PBT buffers in sequence. For subsequent immunostaining, embryos were blocked in PBTA (PBS with 1.5% BSA and 0.3% Tween-20) for 1 hour at room temperature, then incubated with the primary antibody in PBTA buffer overnight at 4°C. After a series of washes, the embryos were incubated with the secondary antibody in PBTA buffer for 2 hours at room temperature. Finally, after three additional washes, the embryos were mounted and readied for confocal microscopy analysis.

### **PhosTag SDS-PAGE and lambda phosphatase treatment**

Phosphorylation of dPCIF1 was analyzed by PhosTag SDS–polyacrylamide gel electrophoresis as described previously (6). The embryos of indicated stages were harvested and the total lysates were prepared with lysis buffer (50 mM Tris-HCl, pH 7.4, 1% NP-40, 150 mM NaCl, 10% glycerol and protease inhibitors). Proteins were separated on 8% SDS-PAGE gels supplemented with 50 mM PhosTag AAL (304-93521, Wako) and 50 mM MnCl<sub>2</sub>. Mn<sup>2+</sup> was chelated from gels by 10 minutes washes in transfer buffer supplemented with 1 mM EDTA. After three rinses in transfer buffer, standard immunoblotting was subsequently performed to detect dPCIF1. To dephosphorylate dPCIF1, the lysate of embryos was incubated with lambda phosphatase (P0753, New England Biolabs) in the presence of 1 mM MnCl<sub>2</sub> at 30°C for 30 minutes, and analyzed by PhosTag electrophoresis and immunoblotting.

### **Mapping the dPCIF1 phosphorylation sites by LC-MS/MS**

Total embryonic proteins were used to map the dPCIF1 phosphorylation sites by LC-MS/MS. For tryptic digestion, desalting over C18 and enrichment of phosphopeptides over titanium dioxide beads was performed as described (7). 500 µg of total protein were predigested for 3 hours with endoproteinase Lys-C (0.5 µg/µl) at room temperature. After a 4-fold dilution with 10 mM Tris-HCl (pH 8.0), samples were digested overnight at 37°C with sequencing-grade modified trypsin (0.5 µg/µl). Digested peptides were mixed with an equal amount of isopropanol and enrichment buffer (1M glycolic acid in 80% v/v ACN and 6% v/v TFA) before phosphopeptide enrichment using titanium dioxide (TiO<sub>2</sub>) beads (GL Sciences). The dissolved peptides were mixed with TiO<sub>2</sub> beads for 30 minutes, after which the beads-peptides mixture was washed twice with 80% v/v ACN and 1% v/v TFA. Phosphopeptides were eluted from the TiO<sub>2</sub> beads three times with a 1% v/v ammonia solution. The eluates were acidified and desalted over C18 stage tips (8). Peptide mixtures were analyzed using a nanoflow Easy-nLC (Thermo Scientific) and Orbitrap Exploris 480 MS system. Peptides were eluted from a 75 µm x 25 cm house-made analytical C18 column on a linear gradient running from 5% to 90% acetonitrile over 135 minutes. Proteins were identified based on the information-dependent acquisition of fragmentation spectra of multiply-charged peptides. Data-dependent MS/MS spectra were acquired in the linear ion trap for each full-scan spectrum acquired at a 70000 full-width at half-maximum (FWHM) resolution.

MaxQuant version 1.6.4.0 was used for raw file peak extraction and protein identification against the UniProt-Drosophila database (UP000000803, 22075 entries). The following parameters were applied: trypsin as the cleaving enzyme, with a minimum peptide length of seven amino acids and a maximum of two missed cleavages. Carbamidomethylation of cysteine was set as a fixed modification, while oxidation of methionine and phosphorylation of serine, threonine, and tyrosine were set as variable modifications. The peptide mass tolerance was set to 20 ppm, and the MS/MS tolerance was set to 0.5 Da. Additionally, peptide and protein false discovery rates (FDR) were set to 0.01, with common contaminants excluded.

### **RNA-seq data analysis**

RNA-seq reads were trimmed by trimmomatic version 0.39 (9) and then mapped to *Drosophila melanogaster* (dm6) genome by star version 2.7.10a (10). RSEM version 1.3.1 (11) was used to calculate reads counts. Differential expression analyses were performed with R package DESeq2 version 1.40.2 (12). Genes with  $p.adjust < 0.05$  and  $\log_2$  foldchange  $> 1$  were considered differentially expressed. To identify potential target genes, ChIP peaks associated with GAF (13) and Zelda (14) were assigned to the nearest genes. Minor/major ZGA genes (15) and maternal genes (16) were previously defined.

### **ATAC-seq and ChIP-seq data processing**

Paired-end reads were trimmed by trimmomatic version 0.39 (9) and then mapped to *Drosophila melanogaster* (dm6) using bowtie2 version 2.2.5 (17). PCR duplicates were marked using sambamba version 0.8.2 (18). Non-uniquely mapped reads, low-quality reads (quality scores less than 30) were removed using samtools version 1.18 (19). Bigwig files were generated from resulting deduplicated and filtered bam files using deeptools version 3.5.1 (20). Genomic tracks were visualized from 1x normalized bigWig files using Integrated Genome Viewer (21). Heatmaps of Reads Per Genomic Content (RPGC) were performed on indexed bam files using deeptools version 3.5.1 (20).

### **Peak analysis**

Peaks were calculated using macs2 version 2.2.7.1 (22) with a q-value cutoff of 0.01. All downstream analyses focused on high-quality peaks that were detected in both replicates and overlapped by at least 20%. Peaks were assigned to either promoter or enhancer categories by identifying peaks that overlap known genomic annotations. Peaks that overlapped with the 1kb region flanking the transcriptional start site (TSS) were classified as promoters. The remaining peaks that overlapped with H3K27ac ChIP peaks (23) were classified as enhancer. The overlap of regions was performed using the R package GenomicRanges version 1.52.0 (24). Motif analyses were carried out with HOMER version 4.11.1 (25) and findMotifsGenome.pl was applied to enrich known motifs.

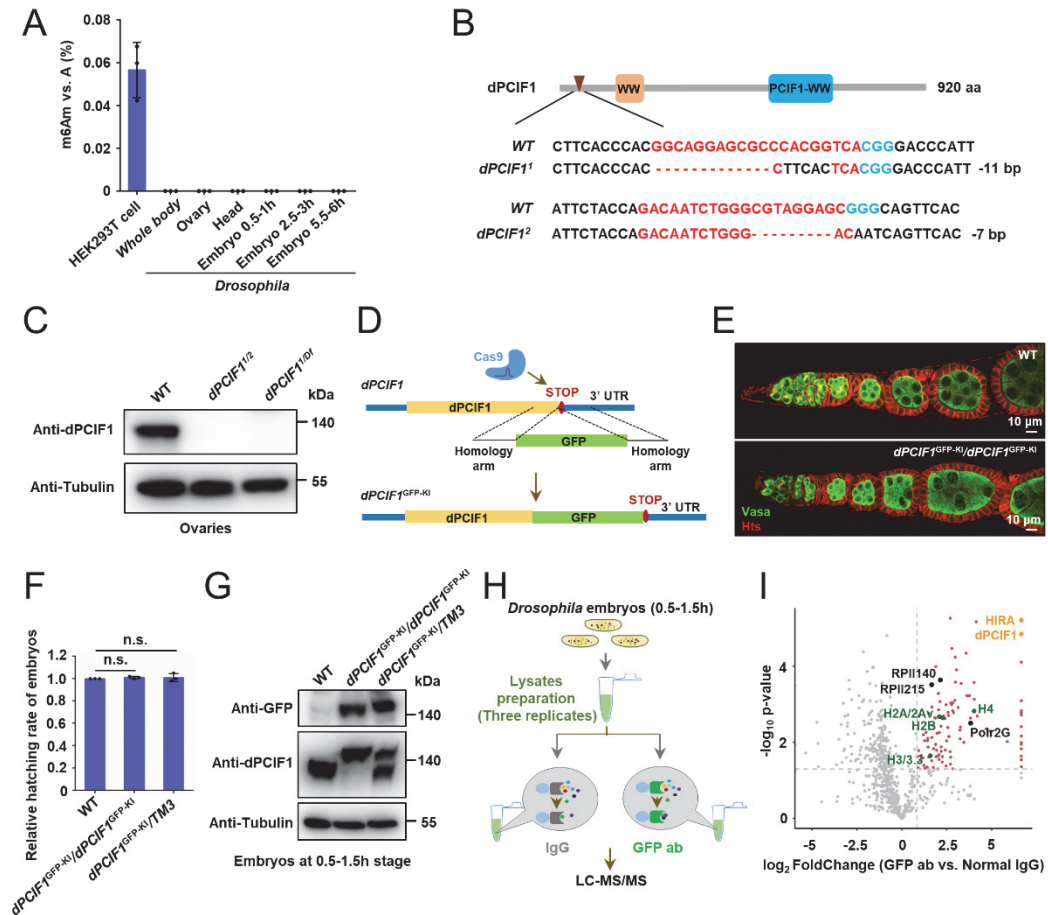

**Fig. S1. dPCIF1 acts as a chromatin-associated factor regulating *Drosophila* embryogenesis.**

(A) Bar plot showing the relative abundance of m6Am in HEK293T cells and in indicated samples from *Drosophila*. (B) Schematic representation of dPCIF1 mutant allele generation using the CRISPR/Cas9 system. (C) Western blot shows that the dPCIF1 protein was completely abolished in dPCIF1 mutant ovaries. (D) Schematic representation of dPCIF1-GFP knock-in allele (dPCIF1<sup>GFP-KI</sup>) using the CRISPR/Cas9 system. (E) Immunostaining showing a normal oogenesis in dPCIF1<sup>GFP-KI</sup> homozygous ovaries. Scale bars, 10  $\mu$ m. (F) Bar plot showing relative hatching rate of homozygous dPCIF1<sup>GFP-KI</sup> embryos. (G) Western blot shows that GFP knock-in does not change the level of endogenous dPCIF1 in dPCIF1<sup>GFP-KI</sup> flies. (H) Schematic representation of protocol for capturing dPCIF1-interacting proteins. (I) Volcano plot showing dPCIF1-interacting proteins in dPCIF1<sup>GFP-KI</sup> embryos at the 0.5–1.5 hour stage. Error bars indicate mean  $\pm$  S.D (n = 3). n.s., not significant.

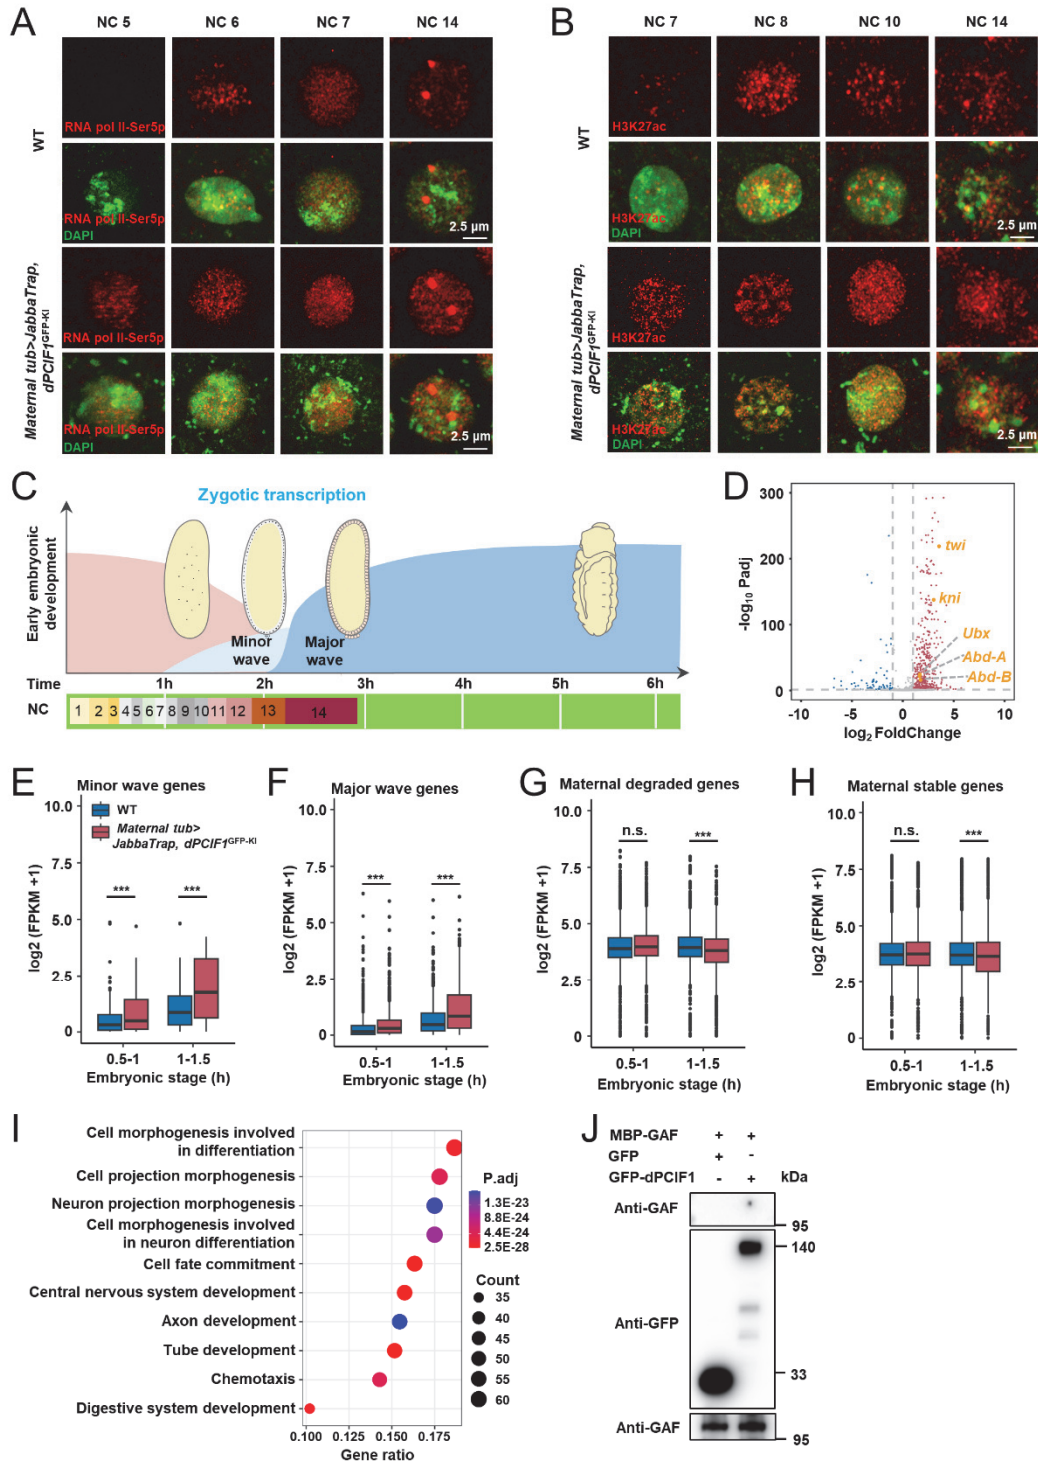

**Fig. S2. dPCIF1 antagonizes GAF function to maintain normal ZGA.**

(A and B) Immunostaining showing the signals of RNA Pol II-Ser5p (A) and H3K27ac (B) in wild-type and mis-localized dPCIF1 mutant embryos at indicated stages. Scale bars, 2.5  $\mu$ m. (C) Schematic representation of minor- and major- wave zygotic gene activation over developmental time and nuclear division cycles. (D) Volcano plot showing differentially expressed genes between wild-type and mis-localized dPCIF1 mutant embryos at the 1–1.5 hour stage. (E–H) Box plot showing comparable expression levels of minor wave genes (E), major wave genes (F), maternal degraded genes (G) or maternal stable genes (H), between

wild-type and mis-localized dPCIF1 mutant embryos at indicated stages. \*\*\*  $p < 0.001$ , n.s., not significant. (I) Gene Ontology (GO) enrichment items of 458 major-wave zygotic genes that were ectopically expressed at the 1–1.5 hour stage. (J) *In vitro* pull-down assay showing no interaction between dPCIF1 and GAF.

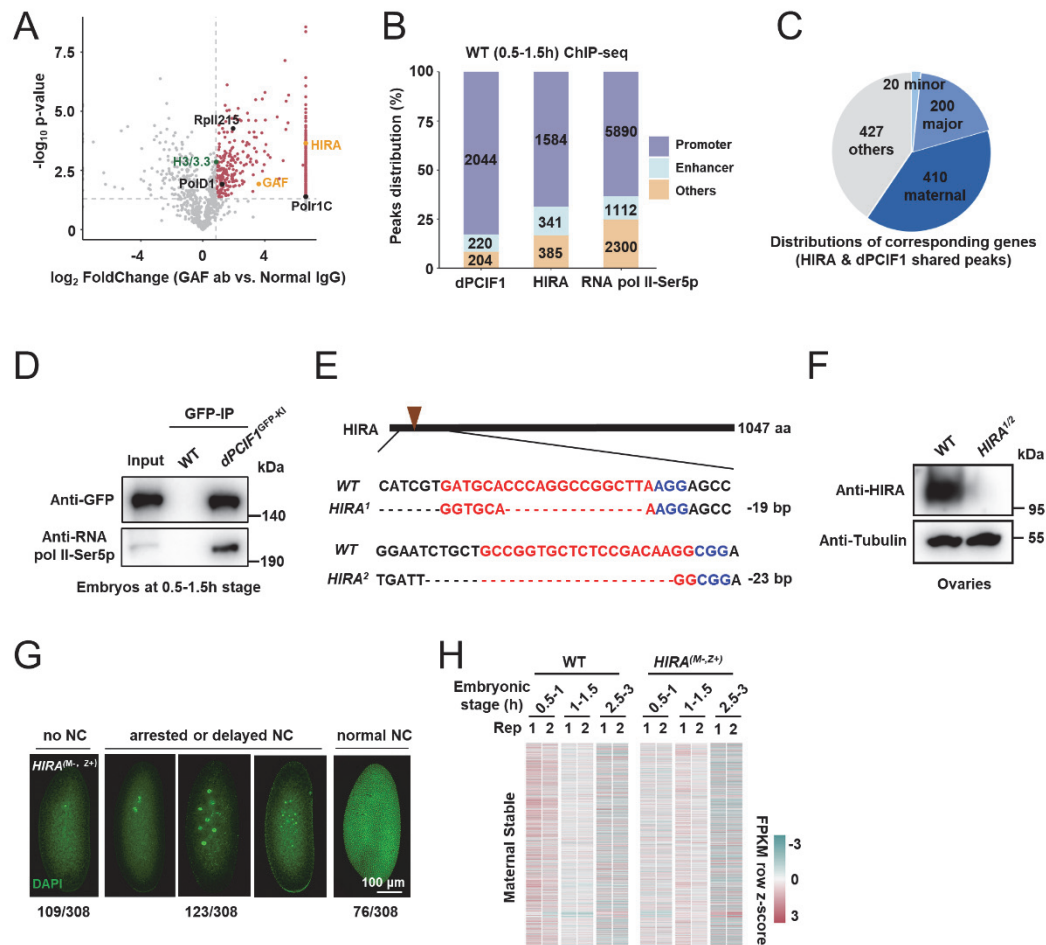

**Fig. S3. dPCIF1 binds HIRA to restrict GAF function to maintain proper ZGA.**

(A) Volcano plot showing GAF-interacting proteins in wild-type embryos at the 2–3 hour stage. (B) Bar plot showing the proportions of distinct genomic regions occupied by ChIP peaks in wild-type embryos. (C) The proportion of target genes that 60% shared peaks (HIRA & dPCIF1). (D) Co-IP showing the interaction of dPCIF1-GFP with RNA Pol II-Ser5p in *dPCIF1*<sup>GFP-KI</sup> embryos. (E) Schematic representation of *HIRA* mutant allele generation using the CRISPR/Cas9 system. (F) Western blot shows that the HIRA protein was completely abolished in *HIRA* mutant ovaries. (G) Maternal loss of HIRA showed arrested or delayed nuclear divisions. The proportions of embryos arrest in each stage are as indicated (n = 308). Scale bars, 100  $\mu$ m. (H) Heatmap showing expression of maternal stable transcripts in wild-type and *HIRA* maternal mutant embryos at three different stages.

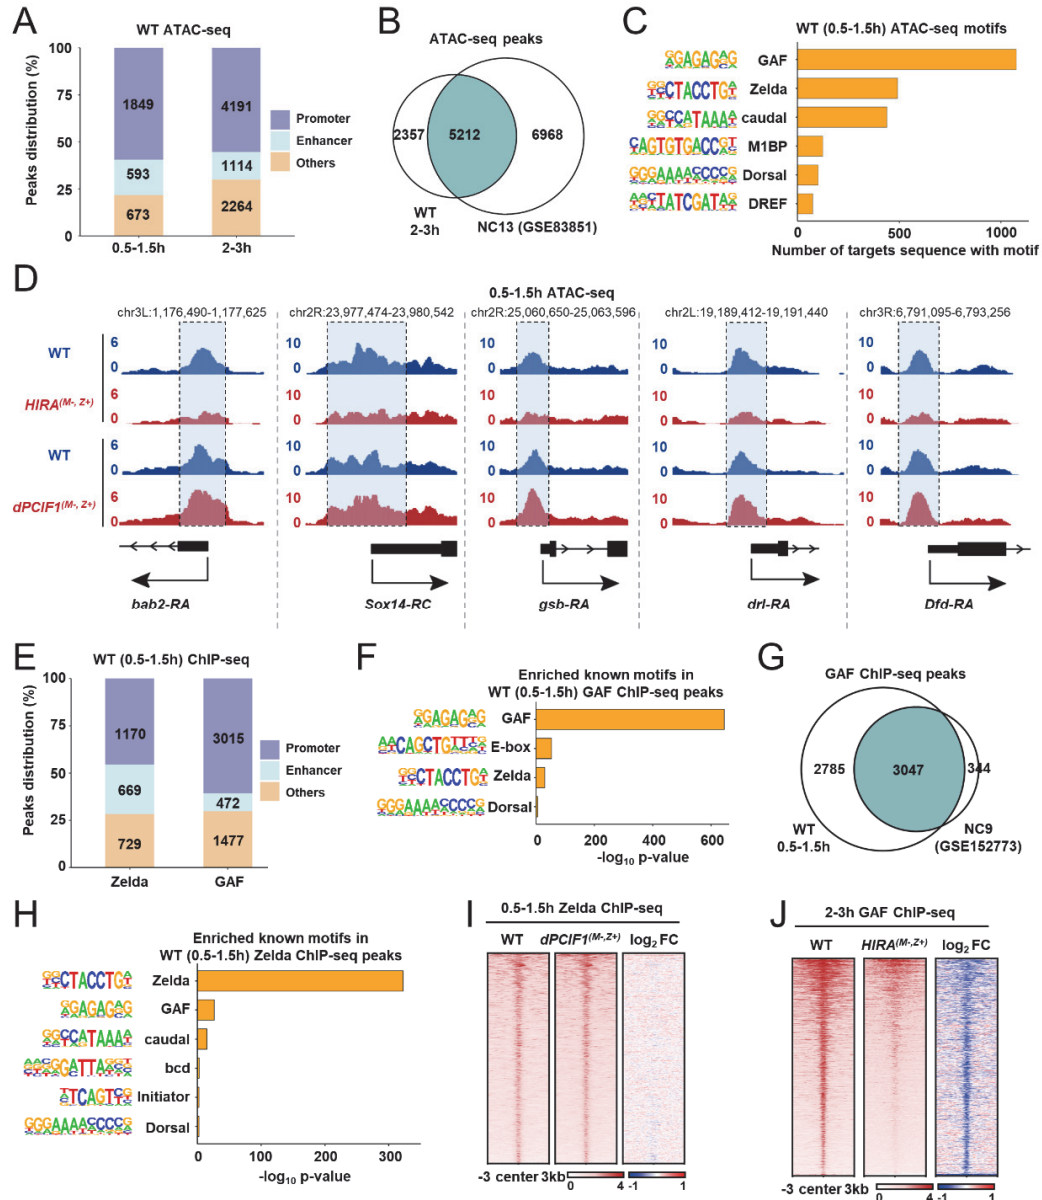

**Fig. S4. HIRA is critical for pioneer factors to access chromatin.**

(A) Bar plot showing the proportions of distinct genomic regions occupied by ATAC peaks in wild-type embryos. (B) Venn diagram showing the overlapping between our ATAC-seq dataset from wild-type embryos and published dataset from wild-type embryos (GSE83851). (C) Bar plot showing number of accessible chromatin peaks which contained GAF-, Zelda-, Caudal-, M1BP-, Dorsal-, and DREF-binding motifs in wild-type embryos. (D) IGV diagram displaying ATAC-seq signals on selected genes in the 0.5–1.5 hour embryos with indicated genotypes. (E) Bar plot showing the proportions of distinct genomic regions occupied by ChIP peaks in wild-type embryos. (F) Significant known motifs enriched in GAF ChIP-seq peaks from wild-type embryos. (G) Venn diagram showing the overlapping between our GAF ChIP-seq dataset from wild-type embryos and published dataset (GSE152773). (H) Significant known motifs enriched in Zelda ChIP-seq peaks from wild-type embryos. (I) Heatmap showing Zelda occupancy in wild-type and *dPCIF1* maternal mutant embryos. (J) Heatmap showing GAF occupancy in wild-type and *HIRA* maternal mutant embryos.

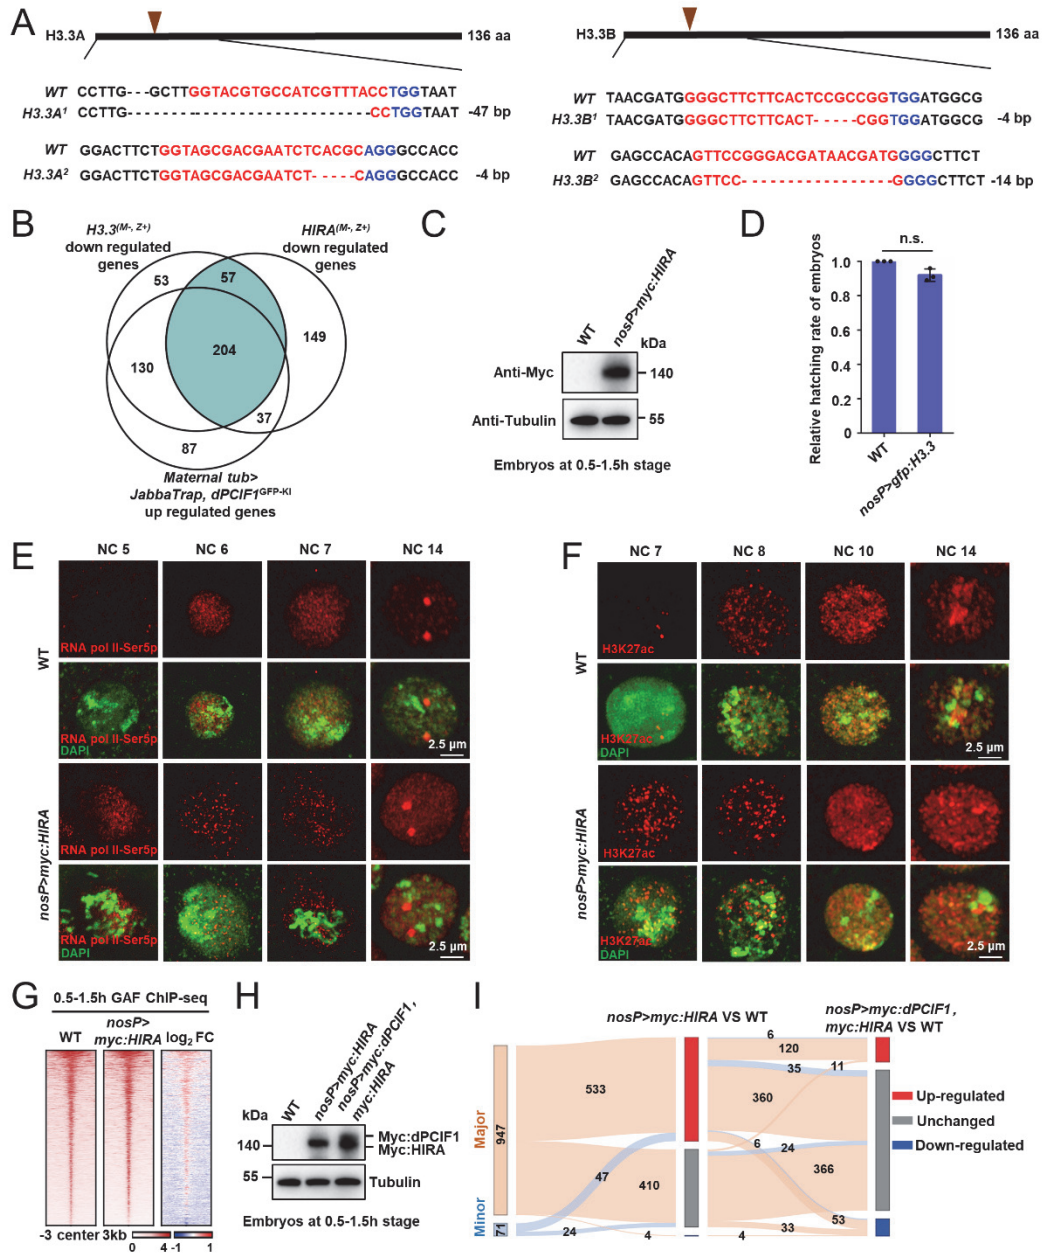

**Fig. S5. HIRA and H3.3 coordinate to establish the totipotent state of early chromatin.**

(A) Schematic representation of *H3.3A* and *H3.3B* mutant allele generation using the CRISPR/Cas9 system. (B) Venn diagram showing overlapping of three gene categories. (C) Western blot showing the expression of Myc-HIRA protein in wild-type and maternal overexpressed HIRA embryos. (D) Bar plot showing the relative hatching rate of maternal overexpressed H3.3 embryos. Error bars indicate mean  $\pm$  S.D (n=3). n.s., not significant. (E and F) Immunostaining showing the signals of RNA Pol II-Ser5p (E) and H3K27ac (F) in wild-type and maternal overexpressed HIRA embryos at indicated stages. Scale bar, 2.5  $\mu$ m. (G) Heatmap showing GAF occupancy in wild-type and maternal overexpressed HIRA embryos. (H) Western blot showing the expression of Myc-HIRA and dPCIF1 proteins in the 0.5–1.5 hour embryos with indicated genotypes. (I) Sankey diagram showing ectopic gene expression in the 1–1.5 hour embryos with indicated genotypes.

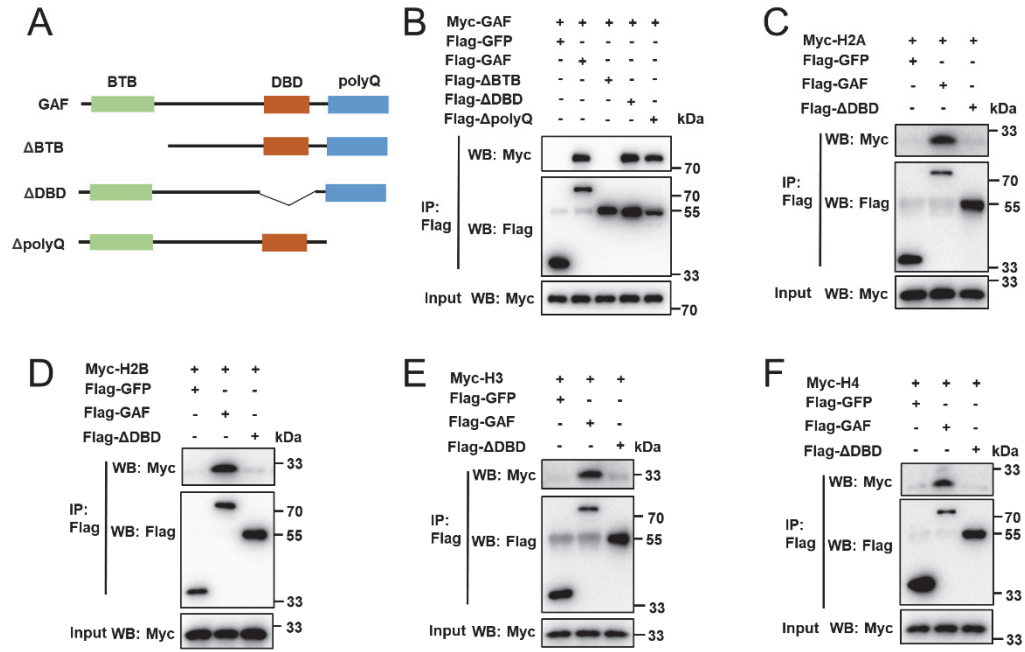

**Fig. S6. GAF was associated with histone proteins through its DBD domain.**

(A) Schematic representation of GAF domain architecture and truncations. (B) Co-IP showing the interaction of Myc-GAF with Flag-tagged full-length or truncated GAF in S2 cells. (C–F) Co-IP showing the interaction of Flag-GAF with Myc-tagged histone proteins in S2 cells.

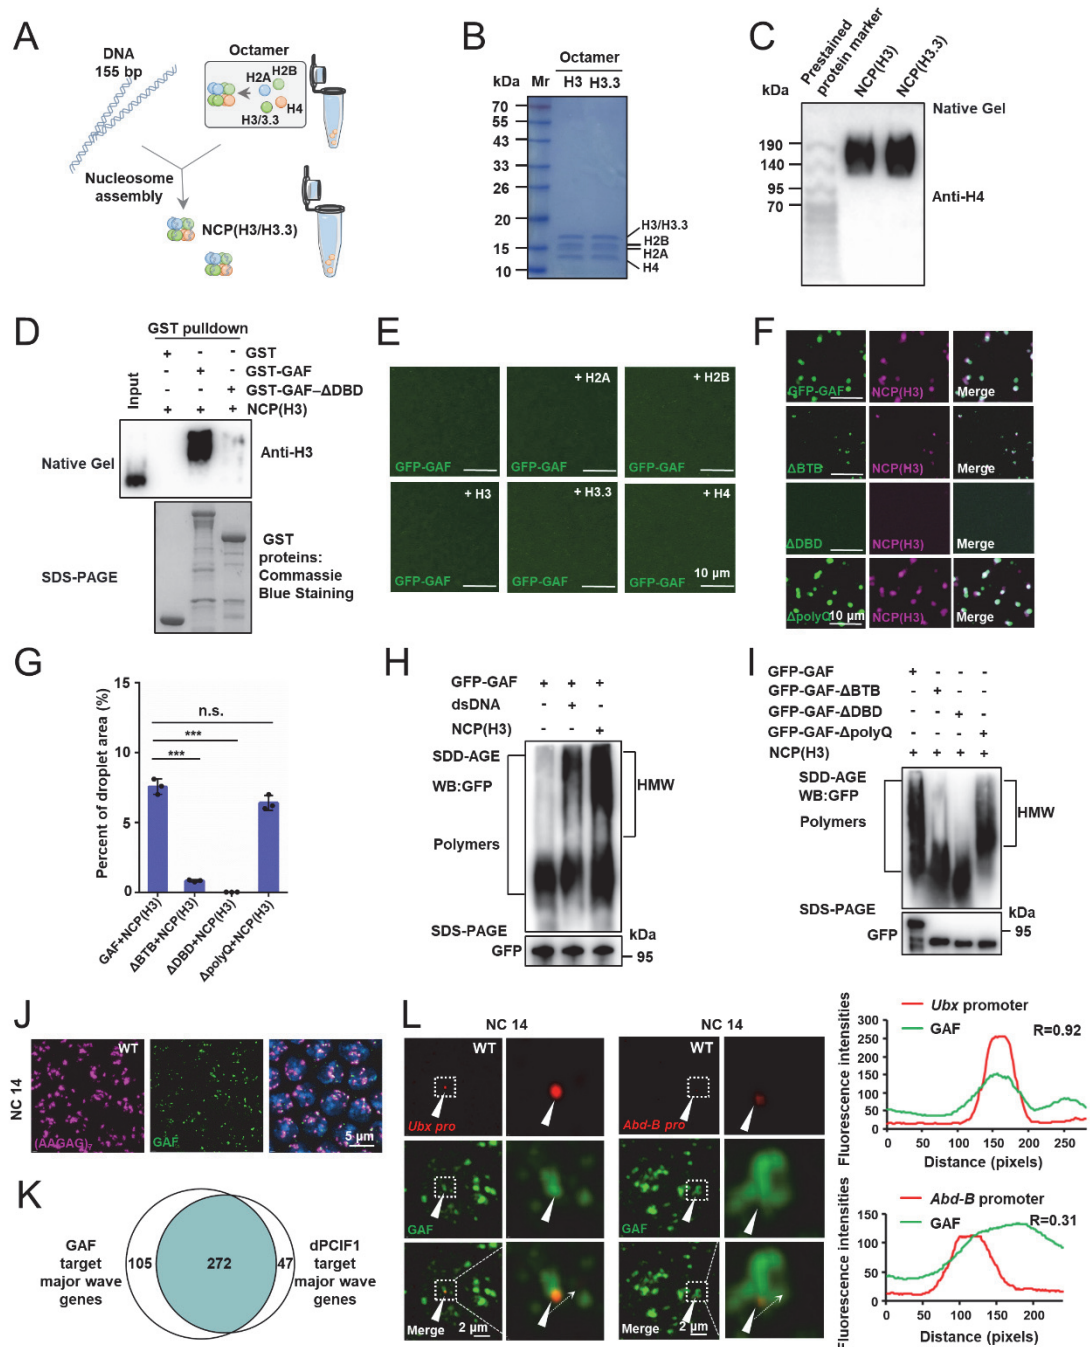

**Fig. S7. Nucleosome binding promotes condensation of GAF that contributes to ZGA.**

(A) Schematic representation of *in vitro* nucleosome assembling process. (B) SDS-PAGE analysis showing octamer assembled by histones purified from bacteria. (C) Native PAGE showing assembled NCP(H3) and NCP(H3.3) marked by H4 antibody. (D) *In vitro* pull-down assays showing lack of DBD domain abolishes the interaction between GAF and nucleosomes. (E) Droplet formation assays for GFP-GAF (1 mg/ml) mixed with various histone proteins (0.2 mg/ml). Scale bars, 10 μm. (F) Droplet formation assays for GFP-GAF (1 mg/ml), ΔBTB (1 mg/ml), ΔDBD (1 mg/ml) and ΔpolyQ (1 mg/ml) mixed with NCP(H3) (0.1 μM). Scale bars, 10 μm. (G) The quantitative area of green droplet signal in (F). \*\*\* p < 0.001, n.s., not significant. (H) Semi-denaturing Detergent Agarose Gel Electrophoresis (SDD-AGE) assay showing

nucleosomes promote GAF to condensate into high molecular weight oligomers. (I) SDD-AGE assay showing GAF lacking BTB or DBD domain failed to form high molecular weight oligomers. (J) Immunostaining combining with DNA-FISH reveal that the majority of the GAF larger granules colocalize with the signal of the (AAGAG)<sub>7</sub> repeats. Scale bars, 5  $\mu$ m. (K) dPCIF1 and GAF ChIP-seq datasets from wild-type and *dPCIF1* maternal mutant embryos showing 272 genes are both GAF and dPCIF1 targeted genes. (L) DNA-FISH showing GAF proteins colocalize with the FISH signals of *Ubx* and *Abd-B* gene promoter regions. Right panel shows the pearson's correlation coefficients of GAF and the promoter regions. Scale bars, 2  $\mu$ m.

19

mg/ml) mixed with mCherry-HIRA (1 mg/ml) and NCP(H3.3) (0.1  $\mu$ M). Scale bars, 10  $\mu$ m. (G) The quantitative area of green droplet signal in (F). (H) Droplet formation assays for mCherry-HIRA (1 mg/ml),  $\Delta$ N (1 mg/ml),  $\Delta$ M (1 mg/ml) and  $\Delta$ C (1 mg/ml) mixed with GFP-GAF (1 mg/ml) and NCP(H3.3) (0.1  $\mu$ M). Scale bars, 10  $\mu$ m. (I) The quantitative area of green droplet signal in (H). (J) Droplet formation assays for GFP-GAF (1 mg/ml) mixed with mCherry-HIRA (1 mg/ml), dPCIF1 (0.5 mg/ml) and NCP(H3 or H3.3) (0.1  $\mu$ M). Scale bars, 10  $\mu$ m. (K) The quantitative area of green droplet signal in (J). (L) Phos-tag gel electrophoresis assay showed that treatment of lambda protein phosphatase abolished the dPCIF1 band shift. (M) Mapping the dPCIF1 phosphorylation sites in the 0.5-1.5 hour embryos by LC-MS/MS. (N) Nucleotide sequences showing the mutation forms of dPCIF1<sup>S111A</sup>, dPCIF1<sup>S115A</sup>, and dPCIF1<sup>S111A,S115A</sup>. (O) Heatmap showing expression of minor and major wave zygotic transcripts in wild-type and dPCIF1<sup>S111A,S115A</sup> embryos at two different stages before major-wave ZGA. \*\* p < 0.01, \*\*\* p < 0.001, n.s., not significant.

**Table S1: Primers for fly preparation and screening**

**Table S2: Primers for FISH probe synthesis**

**Table S3: Plasmids used in this study**

## SI References

1. Zhang G, *et al.* (2015) N6-methyladenine DNA modification in *Drosophila*. *Cell* 161(4):893-906.
2. He S, *et al.* (2019) 6mA-DNA-binding factor Jumu controls maternal-to-zygotic transition upstream of Zelda. *Nature communications* 10(1):2219.
3. Klinker H, Haas C, Harrer N, Becker PB, & Mueller-Planitz F (2014) Rapid purification of recombinant histones. *PLoS one* 9(8):e104029.
4. Dyer PN, *et al.* (2004) Reconstitution of nucleosome core particles from recombinant histones and DNA. *Methods in enzymology* 375:23-44.
5. Bantignies F & Cavalli G (2014) Topological organization of *Drosophila* Hox genes using DNA fluorescent in situ hybridization. *Methods in molecular biology* 1196:103-120.
6. Li T, *et al.* (2021) Phosphorylation and chromatin tethering prevent cGAS activation during mitosis. *Science* 371(6535).
7. Wu XN, *et al.* (2017) Highly Efficient Single-Step Enrichment of Low Abundance Phosphopeptides from Plant Membrane Preparations. *Frontiers in plant science* 8:1673.
8. Rappsilber J, Ishihama Y, & Mann M (2003) Stop and go extraction tips for matrix-assisted laser desorption/ionization, nanoelectrospray, and LC/MS sample pretreatment in proteomics. *Analytical chemistry* 75(3):663-670.
9. Bolger AM, Lohse M, & Usadel B (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30(15):2114-2120.
10. Dobin A, *et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29(1):15-21.
11. Li B & Dewey CN (2011) RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12:323.
12. Love MI, Huber W, & Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* 15(12):550.
13. Gaskill MM, Gibson TJ, Larson ED, & Harrison MM (2021) GAF is essential for zygotic genome activation and chromatin accessibility in the early *Drosophila* embryo. *eLife* 10.
14. Harrison MM, Li XY, Kaplan T, Botchan MR, & Eisen MB (2011) Zelda binding in the early *Drosophila melanogaster* embryo marks regions subsequently activated at the maternal-to-zygotic transition. *PLoS genetics* 7(10):e1002266.

15. Riemondy K, Henriksen JC, & Rissland OS (2023) Intron dynamics reveal principles of gene regulation during the maternal-to-zygotic transition. *Rna* 29(5):596-608.
16. Zhang G, *et al.* (2022) Dynamic FMR1 granule phase switch instructed by m6A modification contributes to maternal RNA decay. *Nature communications* 13(1):859.
17. Langmead B & Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. *Nature methods* 9(4):357-359.
18. Tarasov A, Vilella AJ, Cuppen E, Nijman IJ, & Prins P (2015) Sambamba: fast processing of NGS alignment formats. *Bioinformatics* 31(12):2032-2034.
19. Danecek P, *et al.* (2021) Twelve years of SAMtools and BCFtools. *Gigascience* 10(2).
20. Ramírez F, *et al.* (2016) deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic acids research* 44(W1):W160-165.
21. Robinson JT, *et al.* (2011) Integrative genomics viewer. *Nature Biotechnology* 29(1):24-26.
22. Zhang Y, *et al.* (2008) Model-based analysis of ChIP-Seq (MACS). *Genome biology* 9(9):R137.
23. mod EC, *et al.* (2010) Identification of functional elements and regulatory circuits by *Drosophila* modENCODE. *Science* 330(6012):1787-1797.
24. Lawrence M, *et al.* (2013) Software for computing and annotating genomic ranges. *PLoS computational biology* 9(8):e1003118.
25. Heinz S, *et al.* (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* 38(4):576-589.

How the deposited data were processed for this re-analysis (not part of the article)

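The values used are the expected count per gene that the authors deposited for each of 52 libraries, in 26 groups of 2. For these, the authors trimmed reads with Trimmomatic, aligned them with STAR to dm6 and counted with RSEM, which divides reads that align to several genes, and for their own calls they used DESeq2. The counts carry no normalization between libraries, and between 94.0% and 97.2% of the values of a library are whole numbers. The counts were rounded, and genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15). Each of the 5 experiments was fitted on its own with TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A call needs an adjusted p under 0.05 and an absolute log2 fold change above 1. CPM are counts scaled to a common size by the normalized library size, and SD is over 2 libraries. Medians of library pairs use log2 CPM with a prior count of 2, which draws the fold changes of scarce genes toward 0, so they can all lie nearer 0 than the fitted median.

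Library totals ran from 15073552 to 31579940, with a median of 23610126. A gene with at most 3 counts in both libraries of a group lies at the floor, which is between 0.0950 and 0.199 CPM depending on the library, and a fold change against it is given as a lower bound. Confidence intervals of shares are exact binomial intervals at 95% and treat genes as independent, so they do not cover differences between embryos.

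Rising, falling and stable genes come from 2 wild-type time courses, those of the *HIRA* and the *H3.3* maternal mutant experiments, and the counts and medians reported for a mutant against its own control used a list not drawn from that control. The alternative with genes on both lists does not keep to this for the *HIRA* and *H3.3* mutants. The overlaps and the comparison of the *HIRA* with the *H3.3* mutant use the genes on both lists, which were drawn from the controls of these mutants, so they are not free of that choice. Lists of at least 20 CPM at 2.5 to 3 h, of less than 1 CPM at 0.5 to 1 h, and of genes on either time course were tried as alternatives. Changes of whole lists were tested with limma's camera (correlation between genes 0.01) over a family of 20 medians, with limma's fry beside it. Camera asks whether a list changed more than the other tested genes, while fry asks whether the list changed at all. The calls of camera at an adjusted p under 0.05 all held under fry, which also called stable genes in mislocalized dPCIF1 mutants at 0.5 to 1 h and rising genes under co-overexpression at 1 to 1.5 h.

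The comparisons, the list definitions, the thresholds and the rule for naming genes were set before the data were examined. Genes named are those the paper names and, per comparison, up to 3 called rising genes with the largest change that reach 5 CPM in 1 group and change the same way in every pair of libraries. The medians at 0.5 to 1 h under co-overexpression, the overlap of mislocalized dPCIF1 with *H3.3*, comparisons with other wild-type collections, the contrast of the overexpressions at 0.5 to 1 h and the *w* and *Lcp65Ag* values were added later.

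To test the pipeline, counts with known changes were simulated for each experiment. Of 200 changed genes, between 196 and 200 were recovered and between 0 and 3 unchanged genes were called. DESeq2 recovered between 190 and 200 and called between 0 and 4 unchanged genes. All changed genes lay above 1 CPM, and their changes were larger than the calling threshold. Recovery is thus not known for scarcer genes or changes near the threshold. The median level of rising genes on both lists at 0.5 to 1 h was 0.89 and 0.52 CPM in the wild-type time courses. A simulated list shifted by 0.5 had a median between 0.48 and 0.51, and its largest camera p was 4.41e-25. An unshifted list had a median between −0.02 and 0.01, and its smallest camera p was 0.500.

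Replicate numbers do not mark common collections: correlations of residuals between libraries of the same number lay between −0.090 and 0.026. Over genes with at least 20 counts, the 2 libraries of each group were compared by a chi-square over its degrees of freedom. It ran from 2.13 to 37.9 and was largest in wild type of the *HIRA* experiment at 0.5 to 1 h. Wild type of the *H3.3* experiment at 2.5 to 3 h had 22.2, and *HIRA* mutants at 1 to 1.5 h had 21.1. With groups of 2, it cannot be told which library is the outlying one. Leaving out a library leaves a group of 1 whose own spread cannot be seen, so only values without a test are given for such fits. Gene positions are those of Release 6 of the *Drosophila melanogaster* genome, the assembly also called dm6. Lists of GAF and Zelda targets, gene ontology terms and the wave lists of other publications were not available and were not used.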

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

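The comparisons of each genotype with other wild-type collections, the reading of *w*, the contrast of the overexpressions at 0.5 to 1 h and the tests between stages were chosen only after the medians were seen.

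Changes between stages were tested as interaction terms in the fit of each experiment, with limma's camera test adjusted over a family of 11. From the 0.5 to 1 h to the 1 to 1.5 h stage, the median difference in the log2 fold change of rising genes was 0.88 in the mislocalized dPCIF1 mutant (adjusted p = 0.00312, camera). It was 0.70 in the dPCIF1 S111A,S115A mutant (adjusted p = 1.84e-08, camera). For mislocalized dPCIF1, 67.2% of genes lay above 0, and for S111A,S115A 74.4%. Against the other wild-type collections, the median of the mislocalized dPCIF1 mutant at 0.5 to 1 h ran from −0.59 to 0.11, against 0.90 with its own control in the same calculation. A control collection that differs from the others may therefore account for the earlier value. With genes not chosen on the collection compared, the rise between stages was there with each of the 4 other collections (from −0.59 to 1.75, from −0.56 to 1.07, from −0.07 to 1.50 and from −0.0073 to 1.35). At 1 to 1.5 h, the same comparison gave 0.97 to 1.75, against 1.69 with its own control, which argues against the control as the source of the later increase. For S111A,S115A at 1 to 1.5 h, the collection of the *HIRA* experiment gave 0.24 and the other 3 gave 0.75 to 0.98. The *HIRA* collection lies 0.66 to 0.77 above the other 4 in rising genes at this stage, and the control of S111A,S115A within 0.02 to 0.17 of the other 3, so the small value of 0.24 may come from the *HIRA* collection and not from that control, and the increase stays open. With genes not chosen on the collection compared, the median of S111A,S115A went from 1.72 to 0.98 and from 0.85 to 0.75 between the stages with 2 of the other collections, and from 0.53 to 0.85 (*H3.3* experiment) and from 0.09 to 0.30 (*HIRA* experiment) with the remaining 2. With its own control, it went from 0.17 to 0.86. The direction of the change between stages thus depends on the collection, and each rise with another one is smaller than 0.70, so the part of the own control in it stays open. A biological change between stages remains open in both mutants.

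In *HIRA* maternal mutants, the median difference between stages was −0.81 from the first to the second stage (adjusted p = 6.87e-08, camera) and 0.71 from the second to the third (adjusted p = 0.000447, camera). Respectively 26.8% and 72.2% of genes lay above 0. Other wild-type collections gave −1.46 to −1.10 at 1 to 1.5 h and −0.95 at 2.5 to 3 h, where there is 1 other collection. With the own control, the same calculation gave −1.80 and −0.84. The sign and over 0.5 of the size are kept, which argues against the control as the whole source. The own wild-type collection lay 0.66 to 0.77 above the other 4 in rising genes at 1 to 1.5 h, so part of −1.80 may come from it. The genes compared at 2.5 to 3 h had been chosen on the other collection, and with genes chosen on the own control instead the value was −0.76. At 0.5 to 1 h they gave −1.10 to 0.57, so the decrease at that stage may come from the control. With the 4 other collections, the median went from 0.57 to −1.10, from −0.42 to −1.13, from −0.21 to −1.33 and from −1.10 to −1.13 between the first 2 stages, with genes not chosen on the collection compared, so the last of them shows next to no difference.

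In *H3.3* maternal mutants, the median difference was −0.17 from the first to the second stage (adjusted p = 0.0132, camera) and −1.38 from the second to the third (adjusted p = 2.95e-05, camera). Above 0 lay 45.5% and 19.2% of genes. In the first of these differences, 127 genes were called higher and 80 lower, against the sign of the median, so no common direction is shown. In the second, 47 were called higher and 323 lower. With other wild-type collections, the median was 0.25 to 1.95 at 0.5 to 1 h, −0.13 to 0.71 at 1 to 1.5 h and −0.81 at 2.5 to 3 h, from 1 other collection, against −0.74 with its own control. The genes compared at 2.5 to 3 h had been chosen on that other collection, and with genes chosen on the own control the value was −1.02. The decrease at 2.5 to 3 h is thus not explained by its control. At 1 to 1.5 h, only the collection of the *HIRA* experiment gave −0.13 (−0.24 with genes not chosen on it), and the other 3 gave 0.26 to 0.71. As the *HIRA* collection itself lies above the others at this stage, and the *H3.3* control within 0.02 to 0.16 of the other 3, the change of sign may come from it and not from the *H3.3* control, and the increase stays open. At 0.5 to 1 h, with 0.25 as the smallest value (0.12 with genes not chosen on that collection), a difference of the control and an effect of the genotype cannot be told apart, because the collections themselves vary.

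For HIRA overexpression, the median difference between stages was −0.053 (adjusted p = 0.0222, camera; 47.1% of genes above 0), and limma's fry gave an adjusted p of 0.143, so a difference between stages depends on the test. With other wild-type collections, the median ran from 0.82 to 2.54 at 0.5 to 1 h and from 0.76 to 1.61 at 1 to 1.5 h, which argues against the control as the source of the increase at either stage.

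Under HIRA and dPCIF1 co-overexpression, rising genes had a median of 0.72 at 0.5 to 1 h (quartiles 0.14 and 1.47; adjusted p = 0.00383, camera; between 0.58 and 0.71 over 4 of 4 library pairs, and 0.71 with floor genes at their bounds). Of 327 genes, 115 were called higher and 15 lower. The paper does not report this stage. From it to 1 to 1.5 h, the median difference was −0.89 (adjusted p = 1.63e-08, camera; 17.1% of genes above 0). With other wild-type collections, the value at 0.5 to 1 h ran from 0.12 to 1.82. At 0.12, a higher level under co-overexpression and a difference of the control cannot be told apart, since collections of wild-type embryos vary as much. HIRA overexpression had 1.54 at this stage against the same controls, with 214 genes called higher. Compared directly, co-overexpression lay below HIRA overexpression with a median of −0.74, and limma's camera test gave an unadjusted p of 1.65e-08. The median was negative in 4 of 4 library pairs, from −0.69 to −0.61, and 104 genes were called lower and 3 higher. Part of the difference between the overexpressions is thus present at 0.5 to 1 h.

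RNA of *w* was 1331 CPM under HIRA overexpression at 1 to 1.5 h, against 1.49 CPM in wild type. Transgenes in flies commonly carry *w* as a marker, and the lowest *w* level of a library from mothers with overexpression or JabbaTrap transgenes was 19.4 CPM. The highest in a library from *HIRA* or *H3.3* mutant mothers was 1.71 CPM. The S111A,S115A mutant, a knock-in without these transgenes, lay between, at 8.62 CPM and 11.5 CPM at the 2 stages. Its wild type had 1.00 CPM and 1.23 CPM, so transgenes do not split the libraries cleanly. RNA from a marker gene on the transgenes stays a candidate explanation for the libraries from mothers with them. The S111A,S115A level is not explained by it, and an effect of HIRA on the *w* locus itself was not tested.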

How the results depend on the processing

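The lists of less than 1 CPM, of at least 20 CPM and of 1 or both time courses were among the alternatives planned with the others; the test of dPCIF1 against *H3.3* targets was chosen only after the other overlaps were seen.

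Of 254 values for 29 counts of called genes under alternatives, 185 stayed within 1.5 times the count reported. All 29 did so with library sizes in place of TMM, without a filter on low counts, with only the 2 groups in the fit, with scaling on stable maternal genes and with a replicate block. With the replicate block, 241 rising genes were higher in mislocalized dPCIF1 at 1 to 1.5 h, 268 lower in *HIRA* and 270 lower in *H3.3* mutants at 2.5 to 3 h, 273 higher under HIRA overexpression and 142 higher in S111A,S115A at 1 to 1.5 h.

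Calling by adjusted p alone raised the counts by construction. For all genes higher and lower, it gave 4263 and 4527 in *H3.3* and 2861 and 5114 in *HIRA* mutants at 2.5 to 3 h. At 1 to 1.5 h it gave 3482 and 3625 in mislocalized dPCIF1, 2983 and 3142 under HIRA overexpression, 2179 and 2344 under co-overexpression and 2004 and 2214 in S111A,S115A. For rising genes, it gave 58 higher under co-overexpression and 36 lower in *H3.3* mutants at 1 to 1.5 h, and 419 lower in *HIRA* mutants at 2.5 to 3 h. Recovery was 81.3% and the share of dPCIF1 with *HIRA* 80.4%, no longer past the unadjusted threshold of Fisher's exact test.

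DESeq2 on the 2 groups lowered 9 of the 29 counts beyond 1.5-fold, and the cause was not tested. All genes lower under co-overexpression were 412. Rising genes higher at 0.5 to 1 h were 76 in mislocalized dPCIF1, 58 under co-overexpression and 19 in S111A,S115A, and 11 under co-overexpression at 1 to 1.5 h. Rising genes lower were 52 and 9 in *H3.3* mutants at the first 2 stages and 131 in *HIRA* mutants at 0.5 to 1 h. The most called between wild-type collections at 0.5 to 1 h were 121. Recovery was 95.4%, and the *H3.3* median at 0.5 to 1 h was 0.62 and not past the camera threshold.

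Other lists change counts by their size. With genes on either time course (both for *HIRA* and *H3.3*), rising genes higher at 0.5 to 1 h and 1 to 1.5 h were 319 and 415 in mislocalized dPCIF1, 369 and 556 under HIRA overexpression, 215 and 63 under co-overexpression and 116 and 342 in S111A,S115A. Lower were 556 between co-overexpression and HIRA overexpression, 112, 227 and 169 in *HIRA* mutants at the 3 stages and 8 in *H3.3* mutants at 0.5 to 1 h. With genes of at least 20 CPM, the higher counts were 29 and 67, 58 and 65, 42 and 12, and 13 and 22 in the same order. The lower ones were 50, then 56, 137 and 101 in *HIRA* and 14, 5 and 78 in *H3.3* mutants. With genes under 1 CPM, the higher counts were 53 and 135, 106 and 146, 64 and 19, and 27 and 65. The lower ones were 121 between the overexpressions and 8 and 165 in *H3.3* mutants at 1 to 1.5 h and 2.5 to 3 h. The most called between wild-type collections at 0.5 to 1 h and 1 to 1.5 h were 388 and 404, 58 and 50, and 91 and 93 with the 3 lists.

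Of 190 values for the 20 medians, 174 kept direction and side of the threshold. With genes under 1 CPM, the medians no longer past it were 0.93 (mislocalized dPCIF1, 0.5 to 1 h), 0.61 (*H3.3*, 0.5 to 1 h) and −0.92 (*H3.3*, 2.5 to 3 h). With genes of at least 20 CPM it was 0.89 (mislocalized dPCIF1, 0.5 to 1 h), with library sizes 1.06 for the same result, and with genes on either list 0.50 (co-overexpression, 0.5 to 1 h). Newly past it were −0.37 (co-overexpression, 1 to 1.5 h) and 0.27 (S111A,S115A, 0.5 to 1 h) with genes on either list, 0.18 (stable genes, mislocalized dPCIF1, 0.5 to 1 h) with library sizes, and, under fry, 0.052 for the latter and −0.086 for co-overexpression at 1 to 1.5 h. Reversed were co-overexpression at 1 to 1.5 h, to 0.34 with genes of at least 20 CPM and 0.091 with genes under 1 CPM, and stable genes, with scaling on them, to −0.0066 in mislocalized dPCIF1 at 1 to 1.5 h and −0.034 in *HIRA* mutants. The cause was not tested except for the last pair, where scaling on a list brings its median to about 0.

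Leaving out 1 library leaves a group of 1 whose own spread cannot be seen, so only values without a test are given. The omission was applied to the medians and not to counts or shares. Of 80 such values, 48 moved by less than the spread between library pairs. The range was 0.84 to 1.01 and 1.65 to 1.79 for rising genes in mislocalized dPCIF1, −0.90 to −0.78, −1.92 to −1.64 and −1.05 to −0.98 in *HIRA* mutants, and 0.59 to 0.67, 0.62 to 0.68 and −0.94 to −0.87 in *H3.3* mutants. It was 1.48 to 1.58 and 1.42 to 1.47 under HIRA overexpression, 0.69 to 0.83 and −0.19 to −0.04 under co-overexpression, −1.57 to −1.43 between the overexpressions, and 0.10 (without wild-type replicate 2) to 0.21 and 0.79 to 0.90 in S111A,S115A. Without co-overexpression replicate 1, the median at 1 to 1.5 h was −0.19. In mislocalized dPCIF1, falling genes gave −0.15 to −0.14 and −0.59 to −0.57, and stable genes 0.046 to 0.054 and 0.12 to 0.15. Stable genes in *HIRA* mutants at 2.5 to 3 h gave 0.093 (without wild-type replicate 2) to 0.12 (without mutant replicate 2). These ranges run over 4 library omissions each.

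Of 40 values for the shares, 26 kept direction and side of the threshold. The share of dPCIF1 with *HIRA* lost the unadjusted threshold of Fisher's exact test at 47.7% without a filter, 53.7% with stable scaling, 62.7% with at least 20 CPM and 47.4% with under 1 CPM. The odds ratio of *H3.3* with *HIRA* fell under 1 at 40.5% (2 groups), 56.5% (either list) and 62.9% (at least 20 CPM), and it passed the threshold at 64.7% (stable scaling) and 54.9% (library sizes). With either list, the odds ratio of *H3.3* with *HIRA* also passed the threshold on the other side. The share of dPCIF1 with *H3.3* was 91.0% with at least 20 CPM, where 67 of 68 genes are in the first set and the odds ratio of 0 rests on 1 gene, so this setting decides nothing for it or for dPCIF1 with *HIRA*. Recovery with at least 20 CPM was 81.5%. The cause was not tested.

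Of 324 values for named genes, 323 kept direction and side of the threshold. The exception was *CG11399* under HIRA overexpression, −0.03 with library sizes. At 2.5 to 3 h, 26.3% of called genes were higher in *HIRA* mutants, against 37.3% with DESeq2 and 37.2% with only the 2 groups. In *H3.3* mutants, 59.3% were higher, against 71.7% with library sizes and 71.5% with stable scaling. The median of all genes at 2.5 to 3 h was −0.28 in *HIRA* mutants (−0.23 with library sizes, −0.36 with stable scaling, −0.06 with only the 2 groups and −0.07 with DESeq2), and in *H3.3* mutants 0.25 with library sizes and 0.24 with stable scaling. At 1 to 1.5 h it was −0.11 in *HIRA* mutants (−0.19 with stable scaling) and, in mislocalized dPCIF1, −0.16 with stable scaling. At 0.5 to 1 h, library sizes gave −0.23 in *HIRA* mutants and 0.18 in mislocalized dPCIF1. The depth limits genes at the floor, 82 of 511 for *HIRA* at 0.5 to 1 h, whose fold changes are bounds.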

Differences from the paper's values

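The share of dPCIF1 targets among *H3.3* targets was tested only after the other overlaps were seen, and the values read by eye were read after the values here were known. No value as reported here lies outside the interval set for its difference from the paper. Under some alternatives it does.

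The paper gives 51.9% for the zygotic genes higher in mislocalized dPCIF1 that are lower in *HIRA* maternal mutants, and the value here was 47.7%. Calling by adjusted p alone gave 80.4%, which differs from the paper's value. The other alternatives ran from 36.1% (only the 2 groups in the fit) and 36.7% (DESeq2, which the authors used) to 62.7% (genes of at least 20 CPM). The paper pools 0.5 to 1.5 h and uses wave lists of another publication, so the gene sets are not the same. It calls the overlap of HIRA and H3.3 targets with dPCIF1 targets significant, while the odds ratio here was 0.58 for *HIRA* and 5.61 for *H3.3*.

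For *H3.3* against *HIRA*, the paper gives 60%, and the value here was 53.3%. Alternatives ran from 40.5% (only the 2 groups in the fit) and 41.5% (DESeq2) to 82.5% (adjusted p alone). For the recovery under co-overexpression, the paper gives 78%, and the value here was 87.9%. Alternatives ran from 81.3% (adjusted p alone) to 95.4% (DESeq2). The paper's value counts genes returned to wild-type levels, and the value here counts genes not called higher. Compared directly with HIRA overexpression, 77.3% were lower.

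In Fig. S2D, read by eye, the log2 fold changes at 1 to 1.5 h are about 3.6 for *twi*, about 3.0 for *kni* and about 1.7 each for *Ubx*, *abd-A* and *Abd-B*. Values here were 3.601 for *twi*, 3.08 for *kni*, 1.69 for *Ubx*, 1.71 for *abd-A* and 1.78 for *Abd-B*. Scaling on stable maternal genes gave 3.45 for *twi*, 1.54 for *Ubx* and 1.56 for *abd-A*, and library sizes gave 3.12 for *kni*, each outside the interval around the paper's value.

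The paper describes a global reduction of zygotic expression in *H3.3* maternal mutants. Here, rising genes had medians of 0.60 and 0.61 at the first 2 stages and −0.93 at 2.5 to 3 h, where 129 of 556 were called higher. That count depends on the control: in a fit with both wild-type collections of this stage, 141 were called higher and 236 lower with the own control, and 45 higher and 246 lower with the other one. With 511 genes not chosen on that other collection, 19 were called higher and 258 lower. Between the wild types themselves, 139 of the 556 were higher in the other collection. The paper describes maternal mRNAs as not apparently affected at 0.5 to 1 h in mislocalized dPCIF1. Here, falling genes had a median of −0.14 at that stage, a size that depends on scaling and control. With library sizes it was −0.01. With other wild-type collections and genes not chosen on them, it was −0.11 to −0.07. The own control gave −0.18 in the same calculation. Falling minus stable genes, which a common scaling factor does not move, gave −0.19 (−0.20 to −0.18 over 4 library pairs). With other wild-type collections this difference was −0.18 to −0.11, so a loss relative to stable genes was present with each control.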

Other observations

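Comparisons with other wild-type collections, the *w* and *Lcp65Ag* readings and the comparison of the *HIRA* with the *H3.3* mutant were chosen only after the results were seen; the comparisons of spreads and of genes called higher with those between wild-type collections, the test on age of these collections and the condition for library type were added later as well, and the tests on age of the genotypes were set before.

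Rising genes higher in a genotype at 1 to 1.5 h could reflect a collection older than its control, in which falling maternal genes would lie lower than stable ones. The median of falling minus that of stable genes was −0.72 in mislocalized dPCIF1 (−0.73 to −0.71 over 4 library pairs), −0.42 under HIRA overexpression (−0.43 to −0.41) and −0.17 in S111A,S115A (−0.19 to −0.14). Older collections thus remain a candidate explanation for each of the 3. Against other wild-type collections, with genes not chosen on the collection compared, these differences were −0.75 to −0.56, −0.40 to −0.26 and −0.23 to −0.08. A faster loss of maternal RNA in the genotype itself would give the same values and stays open as well. A few embryos older than 3 h among the others are a separate case. Of genes silent in every wild-type group, 1.61% (11 of 682), 3.81% (48 of 1260) and 1.48% (30 of 2027) were called higher in the 3 genotypes. Rising genes matched on level were called higher in 85.5%, 98.6% and 93.96% after weighting by level. Unweighted, they were 93.3%, 93.1% and 63.6% (35 of 55 in S111A,S115A). As no library is older than 3 h, it is not known which silent genes switch on later, so an effect of the genotype and a few such embryos cannot be told apart.

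Rising genes lower at 2.5 to 3 h could reflect delayed or arrested embryos. For *HIRA* maternal mutants, the paper reports arrested or delayed nuclear divisions in most embryos at 2 to 3 h. Falling minus stable genes gave 0.31 in the libraries labelled *HIRA* maternal mutant (0.27 to 0.35 over 4 library pairs) and 0.85 in *H3.3* mutants (0.84 to 0.86), values that a delay would give. Against the other wild-type collection, with genes not chosen on it, they were 0.16 and 1.04. A slower loss of maternal RNA in the mutants would give them too. In *HIRA* mutants at 1 to 1.5 h, where the rising median was −1.86, falling minus stable genes gave −0.007 (−0.011 to 0.0004). Other wild-type collections gave −0.13 to −0.07 there. These are not the positive values of a delay. But falling genes had changed by only −0.22 and −0.09 between the first stages in the wild-type time courses, so a delay is not excluded. One dilution by embryos without zygotic RNA would lower all rising genes alike. Over rising genes of at least 20 CPM, the interquartile range of log2 differences between mutant and wild-type libraries was 0.61 to 0.66 for *HIRA* (164 genes) and 0.75 to 0.84 for *H3.3* (116 genes) over 4 library pairs each. Between the libraries of the 2 wild-type collections, it was 0.38 to 0.45 and 0.54 to 0.68 over the same genes. The larger ranges in the mutants met the condition written for an argument against 1 dilution, but 1 pair of collections does not show how widely such ranges vary, so 1 dilution and changes of single genes cannot be told apart. In *H3.3* mutants, 129 of 556 rising genes were called higher, which a dilution would not give. But of the same 556, 139 were called higher and 24 lower in the wild type of the *HIRA* experiment than in that of the *H3.3* experiment, so the controls differ by as many. On the 329 genes on both lists, 9 were called higher with either control, against 6 and 20 between the wild types, and in *HIRA* mutants 2 and 7 were.

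Between pairs of the 5 wild-type collections, up to 164 rising genes were called at 1 to 1.5 h and up to 190 of 294 at 0.5 to 1 h, with medians up to 0.77 and 1.67 in size. The libraries are of 2 types by the gap between gene length and effective length. Pairs of 1 type had up to 155 and 118 called rising genes, which argues against the type as the whole source. The largest counts at both stages, 164 and 190, were between different types, and others of these were as few as 9 and 6, so a part of the type stays open. At 1 to 1.5 h, the 4 pairs with a median above 0.5 in size all set the *HIRA* collection above another one. It had lower falling than stable genes in each, from −0.14 to −0.08 and −0.12 in the pair with the largest median, so an older *HIRA* collection is a candidate explanation there. At 0.5 to 1 h, 7 such pairs gave −0.07 to 0.06 for the collection with the higher rising genes, and −0.069 in the pair with the largest median. As both signs occur, age and other differences between the collections cannot be told apart. The rising genes were themselves chosen on 2 of these collections.

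On the 329 genes on both lists, the median difference between *HIRA* and *H3.3* mutants, each against its own control, was −1.71, −2.07 and 0.71 at the 3 stages. The adjusted p from limma's camera test was 6.03e-11, 5.17e-13 and 0.00547, in the family of the stage differences. The 329 genes were chosen on both controls, and no list free of them exists for this comparison. The controls of the 2 experiments were collected apart, so a difference of the controls stays open at 0.5 to 1 h, where the *HIRA* median with another collection was 0.57, a value that may reflect the control.

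In the direct contrast of co-overexpression with HIRA overexpression, falling minus stable genes gave 0.35. *Hira* RNA in mislocalized dPCIF1 mutants at 1 to 1.5 h was 76.1 ± 2.69 CPM against 146 ± 0.463 CPM in wild type (log2 fold change −0.94). RNA of *CG11399* in the libraries labelled *HIRA* maternal mutant at 2.5 to 3 h was 157 ± 1.50 CPM against 73.9 ± 1.17 CPM (1.08).

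RNA of *w* went from 0.75 CPM in wild type to 19.8 CPM in mislocalized dPCIF1 at 0.5 to 1 h and from 0.571 CPM to 175 CPM at 1 to 1.5 h. Under co-overexpression it was 2902 CPM and 3019 CPM, and in S111A,S115A 8.62 CPM and 11.5 CPM.

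The summed counts of *Lcp65Ag1*, *Lcp65Ag2* and *Lcp65Ag3* were 0 in all 6 libraries labelled *HIRA* maternal mutant and 1856 to 6533 in the 6 of their wild type. In the *H3.3* experiment at 2.5 to 3 h they were 282 and 211 in wild-type and 9765 and 9953 in mutant libraries, and in mislocalized dPCIF1 at 0.5 to 1 h 518 and 551. In other wild-type collections at the first 2 stages they were 0 to 3. The genes are close paralogs, RSEM divides reads among them, and a difference between strains was not tested.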
